# Weighted Gene Co-expression Network Analysis Identifies Critical Genes for the Production of Cellulase and Xylanase in *Penicillium oxalicum*

**DOI:** 10.3389/fmicb.2020.00520

**Published:** 2020-03-27

**Authors:** Cheng-Xi Li, Shuai Zhao, Xue-Mei Luo, Jia-Xun Feng

**Keywords:** co-expression network, cellulase, xylanase, time-course transcriptome, *Penicillium oxalicum*

## Abstract

Genes involved in cellular processes undergo environment-dependent co-regulation, but the co-expression patterns of fungal cellulase and xylanase-encoding genes remain unclear. Here, we identified two novel carbon sources, methylcellulose and 2-hydroxyethyl cellulose, which efficiently induced the secretion of cellulases and xylanases in *Penicillium oxalicum*. Comparative transcriptomic analyses identified carbon source-specific transcriptional patterns, mainly including major cellulase and xylanase-encoding genes, genes involved in glycolysis/gluconeogenesis and the tricarboxylic acid cycle, and genes encoding transcription factors, transporters and G protein-coupled receptors. Moreover, the weighted correlation network analysis of time-course transcriptomes, generated 17 highly connected modules. Module MEivory, comprising 120 members, included major cellulase and xylanase-encoding genes, genes encoding the key regulators PoxClrB and PoxXlnR, and a cellodextrin transporter POX06051/CdtC, which were tightly correlated with the filter-paper cellulase, carboxymethylcellulase and xylanase activities in *P. oxalicum*. An expression kinetic analysis indicated that members in MEivory were activated integrally by carbon sources, but their expressional levels were carbon source- and/or induction duration-dependent. Three uncharacterized regulatory genes in MEivory were identified, which regulate the production of cellulases and xylanases in *P. oxalicum*. These findings provide insights into the mechanisms associated with the synthesis and secretion of fungal cellulases and xylanases, and a guide for *P. oxalicum* application in biotechnology.

## Introduction

Soil microbiomes play an essential role in the cycles and balances of terrestrial ecosystems. A major population of organisms, filamentous fungi, break down organic matter to gain nutrients for survival, owing to their ability to synthesize and secrete plant-biomass degrading enzymes (PDEs; Gusakov, 2011). Natural enzyme production by fungi, however, is very low, restricting their industrial application. Although the isolation and characterization of PDEs has been performed, success has been limited, because of the diversity of PDEs, signal transduction specificity in response to carbon sources and the complex synergy of PDEs required to degrade plant biomass (Zhang and Zhang, 2013; Parameswaran et al., 2018; Schmoll, 2018; Antonieto et al., 2019; Srivastava et al., 2019). Breeding by genetic modification has been a potential strategy to improve fungal enzyme production. However, to best perform this strategy, it is necessary to understand the mechanisms responsible for PDE synthesis and secretion by fungi, specifically aspects associated with the expression of enzyme-encoding genes and their expressional regulation.

The effects of PDEs on plant-biomass degradation result from a co-expression network of genes mediated by carbon sources, including enzyme and other associated genes. Recently, the development of high-throughput sequencing technologies (Shendure et al., 2017) and their corresponding analysis tools, has resulted in decreasing sequencing costs ($0.012 per Mbp^1^), thereby facilitating large-scale analyses of omics data that can uncover universal mechanisms at the molecular level. Weighted gene co-expression network analysis (WGCNA) is a systems biology method for describing correlation patterns among genes based on RNA-sequencing data and it is widely used for the construction of gene co-expression networks and identification of critical hub genes in several biological contexts, including yeasts, mammals and plants.

High expression of fungal PDE-encoding genes requires a corresponding inducer. At present, insoluble biomass [i.e., Avicel (AV), xylan and raw starch] and soluble sugars (i.e., D-xylose, cellobiose, lactose, and sophorose) are commonly used for inducing PDE production in filamentous fungi, including *Trichoderma*, *Aspergillus*, and *Penicillium* (Amore et al., 2013; Tani et al., 2014). Several studies postulated the inducer function of low molecular weight and soluble compounds from plant biomass. When cultivated on raw insoluble biomass, fungal cells initially produce a basal level of PDEs that hydrolyze biomass to generate a soluble inducer (Amore et al., 2013). Therefore, a potent inducer is essential for high PDE yields in filamentous fungi.

Transcription of fungal PDE-encoding genes is tightly controlled by specific transcription factors (TFs). Several TFs regulating the expression of PDE-encoding genes were identified, including the cellulase activator CLR-2/ClrB (Coradetti et al., 2012; Zhao et al., 2016), xylanase activator XlnR/Xyr1/XLR-1 (Amore et al., 2013; Li et al., 2015), amylase activator AmyR (Li et al., 2015; Benocci et al., 2017) and carbon catabolite repressor CreA/CRE1/CRE-1. These TFs can directly bind to the promoters of key PDE-encoding genes to perform their regulatory roles. Remarkably, XlnR negatively regulates cellulase production, while positively regulating xylanase production in *P. oxalicum* (Li et al., 2015). Both ClrB and XlnR dynamically control the transcriptional levels of major cellulase and/or xylanase genes under the induction of cellulose, but their relative importance depends on the species (Benocci et al., 2017). AmyR functions in the opposite way, in the expressional regulation between amylase and cellulase genes in *P. oxalicum* (Li et al., 2015). CreA/CRE1/CRE-1 negatively regulates the transcripts of almost all PDE-encoding genes and their regulatory genes (Li et al., 2015; Benocci et al., 2017). This suggests that the expression of different PDE-encoding genes is co-regulated, but shows diversity. In addition, several studies indicate that expression of PDE-encoding genes is also co-regulated with that of genes involved in asexual reproduction and secondary metabolites, such as *BrlA* and *LaeA* (Qin et al., 2013; Li et al., 2016).

The soil filamentous fungus *P. oxalicum* is increasingly attracting attention as a plant biomass bio-refinery, for biofuels and other high-value-added biochemical products, because it secretes a more balanced PDE system and has a greater β-glucosidase (BGL) activity than *Trichoderma reesei* (Zhao et al., 2016; Su et al., 2017). Lignocelluloses are degraded into glucose (GLU) through the synergistic action of cellobiohydrolase (CBH), endo-β-1,4-glucanase (EG) and BGLs (Wang et al., 2013). Of these, BGL plays key roles in lignocellulosic bioconversion, directly affecting the operational cost of bio-refineries (Srivastava et al., 2019). Genomic annotation of the *P. oxalicum* wild-type strain HP7-1 revealed 477 genes encoding carbohydrate-active enzymes (CAZymes), including three CBH genes, 11 EG genes, 11 BGL genes and 11 endo-β-1,4-xylanase (XYN) genes, and 484 genes encoding putative TFs (Zhao et al., 2016).

In this study, to find an efficient inducing carbon source for *P. oxalicum*, we investigated the effects of 23 carbon sources on cellulase and xylanase production in the *P. oxalicum* strain Δ*PoxKu70*. Of these, two novel carbon sources [methylcellulose (MC) and 2-hydroxyethyl cellulose (HEC)] efficiently promoted enzyme production. Transcriptional profiling of the Δ*PoxKu70* was also performed, when cultured on AV, MC, HEC or WB. In addition, we employed WGCNA to analyze 24 time-course transcriptomes, with three biological replicates for each sample, from *P*. *oxalicum* under various culture conditions. The co-expression modules of cellulase and xylanase-encoding genes were identified and characterized in *P. oxalicum*. Moreover, the regulatory roles of modular TFs in the production of cellulase and xylanase were investigated.

## Materials and Methods

### Fungal Strains and Culture Conditions

The fungal strain used in this work is the highly efficient transformation strain Δ*PoxKu70* (#3.15650, China General Microbiological Culture Collection, CGMCC), derived from the *P. oxalicum* wild-type strain HP7-1 (CGMCC no. 10781) by deleting the gene *PoxKu70* (Zhao et al., 2016). Fresh spores of Δ*PoxKu70* were statically incubated on potato-dextrose agar plates at 28°C for 6 days, collected and resuspended in sterile water containing 0.1% Tween 80 to a final concentration of 1 × 10^8^ per mL for further study.

For RNA-sequencing, the fresh spore suspension described above (500 μL) was inoculated into GLU medium (100 mL) (Yan et al., 2017) and placed in a shaker at 180 rpm for 24 h at 28°C. The hyphae were filtered using a vacuum pump and washed once with sterile water (50 mL). Approximately 1 g of hyphae was transferred to basic medium (100 mL), separately supplemented with various carbon sources, including 1% (w/v) AV, WB, MC, HEV, and GLU, and incubated in a shaker at 180 rpm for 4–48 h at 28°C. The medium with no carbon source (NC) and GLU were used as controls. Hyphae were harvested for total RNA extraction and the remaining medium (crude enzyme solution) was used for the measurements of enzymatic activities.

### Total RNA Extraction

Total RNAs from *P. oxalicum* hyphae under different culture conditions were extracted using a TRIzol RNA Kit (Life Technologies, Carlsbad, CA, United States), as described previously (Yan et al., 2017).

### RNA-Sequencing and Data Analysis

RNA-sequencing of *P. oxalicum* total RNAs was carried out on a BGISEQ-500 platform at BGI, Shenzhen, China. In brief, total RNAs were pretreated with DNase I to eliminate double- and single-stranded DNA contaminants, and the mRNA was purified after mRNA enrichment using oligo (dT), and attached to magnetic beads. Subsequently, the purified mRNA was fragmented and used as the template for the synthesis of first-strand cDNA with random hexamer-primed reverse transcription, followed by the synthesis of the second-strand cDNA. The generated cDNA was subjected to end repair and 5′-phosphorylation, as well as the addition of a single base A and ligation with a bubble adapter. The products were enriched by PCR amplification and purified. Double-strand DNA was denatured by heating and subsequently circularized to construct a library of single-strand circular DNAs for further sequencing.

The generated raw reads were filtered using SOAPnuke v1.5.2 to obtain clean reads with parameters −l 15, −q 0.2, and −n 0.05 (Chen et al., 2018). Clean reads were mapped to the genome of *P. oxalicum* wild-type strain HP7-1 (Zhao et al., 2016) using Hierarchical Indexing for Spliced Alignment of Transcripts v2.0.4 software (Kim et al., 2015). Bowtie2 v2.2.5 (Langmead and Salzberg, 2012) was employed for gene mapping. Fragments per kilobase of exon per million mapped reads (FPKM) values, representing the gene transcriptional levels, were calculated using RSEM v1.2.12 (Li and Dewey, 2011). DEGs were screened for by comparative transcriptomes using the DESeq tool (Love et al., 2014), with a cutoff of *p*-value ≤ 0.05 and | log2 fold change| ≥ 1. A heatmap of the DEGs was constructed using the R package, pheatmap^2^.

### Enzymatic Activity Measurement

Fungal cellulase and xylanase activities were measured as described previously (Yan et al., 2017).

### Measurement of Intracellular Protein

The cultivated mycelium collected from 100 mL of culture was harvested, washed and ground into powder with liquid nitrogen. Protein extraction buffer [15 mL, containing NaCl 8.5, Na_2_HPO_4_ 2.2, NaH_2_PO_4_ 0.2, phenylmethylsulfonyl fluoride 0.87 and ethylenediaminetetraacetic acid 1.86 g/L, at pH 7.4] and 0.25 mm dia. glass balls (4 g) were added to the powder. The mixture was put on ice for 5 min, shaken for 1 min and put back on ice for 1 min, repeated in triplicate. The protein was separated via centrifugation at 13000 × *g* for 10 min. Protein concentration was determined using the Pierce^TM^ detergent- compatible Bradford assay kit (Pierce Biotechnology, Rockford, IL, United States).

### Measurement of Growth Curves of *P. oxalicum*

Hyphal weight from *P. oxalicum* was quantified as total intracellular protein content per 100 mL of culture. Fresh spores (10^8^) of Δ*PoxKu70* were directly inoculated into medium (100 mL) containing MC, HEC, AV, WB, GLU, or NC, respectively. The inoculated media were cultivated at 28°C for 24–72 h. The mixture of mycelia and/or insoluble carbon sources were collected from 100 mL of culture by vacuum filtration every 12 h, and then the entire mycelia collected were used for extraction of intracellular proteins as described above. The resulting intracellular protein content data were used for construction of growth curves for *P. oxalicum*.

### WGCNA

The R package, WGCNA was used for WGCNA (Langfelder and Horvath, 2008). The average FPKM value of three biological replicates for each gene was calculated and used for further analyses. R package HCLUST^3^ was used for detecting outliers of samples with the clustering method “average.” The modules were identified using the dynamic tree cut method based on dissTOM hierarchical clustering and the other parameters, deepSplit = 2 and minModuleSize = 30. The modules having dissimilarity coefficients of 0.25 (cutHeight = 0.25) were merged to obtain final co-expression modules. The moduleTraitCor function was used to correlate (hemi-) cellulase activity traits with co-expression modules according to the tutorials of WGCNA (Langfelder and Horvath, 2016). Briefly, we used module Eigengenes from WGCNA package to process the expression profile in each module to generate the corresponding module eigengene, and subsequently related the module eigengenes to the activities of cellulases and xylanases of *P. oxalicum* strain Δ*PoxKu70* cultured on various carbon sources through calculating the correlation coefficients using moduleTraitCor. Significance analysis was carried out using corPvalureStudent. Heatmap showing the correlation coefficients and corresponding values was constructed using labeled heatmap. Values (*p*-value ≤ 0.05 and correlation coefficients ≥ 0.4) indicate correlations between samples (Langfelder and Horvath, 2008). Relevance matrix calculations and significance level calculations of correlation coefficients between global genes were performed using the R-package Hmisc^4^.

### Construction of Deletion Mutants

Deletion mutants were constructed in the *P. oxalicum* parental strain Δ*PoxKu70* according to the methods described by Yan et al. (2017). The primers used for mutant construction are listed in Supplementary Table S1.

### Availability of Data and Materials

All transcriptomic data are available in the GEO database with accession number GSE133258 on NCBI. The DNA sequences for *POX01118*, *POX01474*, and *POX01678* have been deposited in the GenBank database (accession numbers MN529555–MN529557), respectively.

## Results and Discussion

### Enzyme Activities From *P. oxalicum* Induced by Various Carbon Sources

To screen for strong inducers of cellulase activity in the Δ*PoxKu70*, 23 carbon sources were chosen (Supplementary Table S2). NC was used as a control. Activities of four cellulases [filter paper cellulase (FPase), carboxymethylcellulase (CMCase), *p*-nitrophenyl-β-cellobiosidase (pNPCase) and *p*-nitrophenyl-β-glucopyranosidase (pNPGase)], plus xylanase were measured after 2–4 days of culture after transfer from glucose. The activities of cellulases and xylanases showed diversity under the induction of different carbon sources. For example, FPase activities of Δ*PoxKu70* with more than 0.01 U/mL were detected when cultured on AV, CMC, HEC, MC, WB, α-cellulose and Sigmacell cellulose (SC50; Sigma-Aldrich, Darmstadt, Germany) for 2 days after a transfer from GLU, or on additional lactose and cellobiose (Sigma-Aldrich) for 4 days. Of these, FPase activity on MC was the highest, at 0.16 U/mL at 2 days and 0.36 U/mL at 4 days, followed by WB (0.08 U/mL at 2 days) and α-cellulose (0.20 U/mL at 4 days), respectively. CMCase activities of the Δ*PoxKu70* ranged from 0.02 to 4.31 U/mL when cultivated on lactose, CMC, cellobiose, HEC, MC, α-cellulose, AV, WB, D/L-arabinose, or Sigmacell cellulose, but they could not be detected on other carbon sources. Δ*PoxKu70* cultivated on MC possessed the highest activity of CMCase (i.e., 1.08 U/mL at 2 days and 4.31 U/mL at 4 days), followed by AV (2.91 U/mL at 4 days) and WB (1.75 U/mL at 4 days), respectively. Both pNPCase and pNPGase activities were low, ranging from 0.01 to 0.89 U/mL on lactose, CMC, cellobiose, HEC, MC, xylose, α-cellulose, AV, WB and Sigmacell cellulose. WB was the most efficient carbon source to induce pNPCase and pNPGase activities of *P. oxalicum*, among the tested carbon sources. Xylanase activity in Δ*PoxKu70* was 0.02–16.07 U/mL on 12 carbon sources, including lactose, CMC, cellobiose, HEC, MC, xylose, α-cellulose, AV, WB, D/L-arabinose and Sigmacell cellulose, except for D-arabinose at 2 days. Xylanase activity on α-cellulose was higher than that of other carbon sources. Δ*PoxKu70* hardly produced any cellulases or xylanases when cultured on NC. Overall, the inducibility of FPase and CMCase production by MC was strongest at 2–4 days. WB was the most efficient carbon source to induce pNPCase and pNPGase production and α-cellulose for xylanase production, among the tested carbon sources (*p* < 0.05; Figure 1).

**FIGURE 1:**
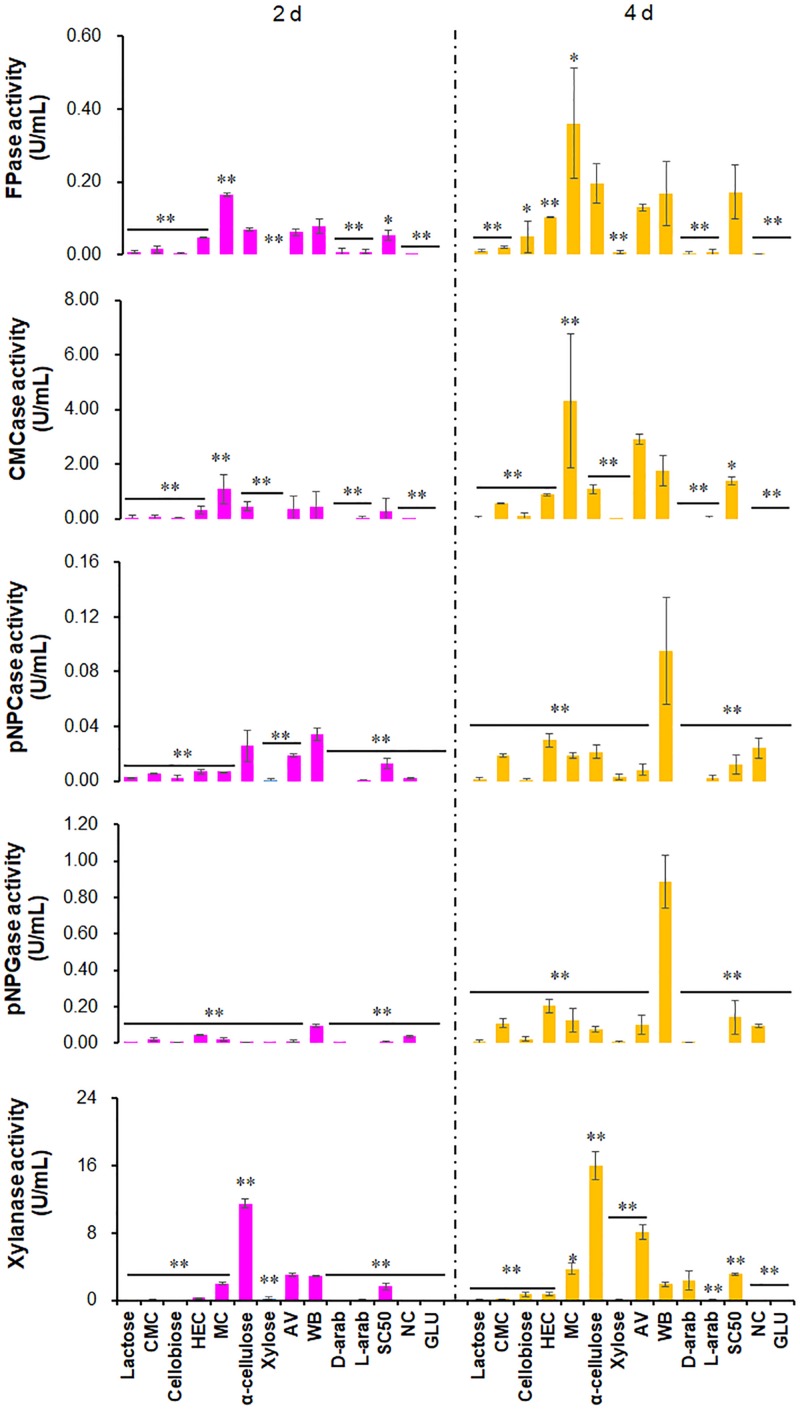
Activities of crude enzymes produced by *P. oxalicum* strain Δ*PoxKu70* cultured on various carbon sources. Crude enzymes were collected from the Δ*PoxKu70* cultivated for 2–4 days after a transfer from GLU. ^∗^, *p* ≤ 0.05; ^∗∗^, *p* ≤ 0.01 indicate the significance of differences between the results on various carbon sources and WB. CMC, carboxymethylcellulose; HEC, 2-hydroxyethyl cellulose; MC, methyl cellulose; WB, wheat bran; AV, Avicel; D-arab, D-arabinose; L-arab, L-arabinose; SC50, Sigmacell cellulose; NC, no carbon source; GLU, glucose; FPase, filter paper cellulase; CMCase, carboxymethylcellulase; pNPCase, *p*-nitrophenyl-β-cellobiosidase; pNPGase, *p*-nitrophenyl-β-glucopyranosidase.

Methylcellulose and HEC are novel carbon sources for induction of cellulase and xylanase production from *P. oxalicum*. Compared with the already known WB and AV, induction by MC was stronger, specifically for FPase and CMCase, while slightly lower for HEC. MC and HEC are derived from cellulose through methylation and hydroxyethylation, respectively, and are widely used in tissue engineering (Dutta et al., 2019). MC mainly induced the secretion of EGs that randomly cleave internal β-1,4-glycosidic bonds of cellulose chains to generate numbers of chain ends for CBHs, thereby resulting in increased FPase activity. By contrast, HEC stimulated all types of cellulases, including CBHs, EGs and BGLs, and increased FPase activity, dependent on a strong synergistic interaction. Remarkably, strong inducers for *Tricherdoma* and *Aspergillus*, such as lactose (Amore et al., 2013), showed low induction of cellulase and xylanase production in *P. oxalicum*, probably through repressing the expression of cellulase and xylanase-encoding genes, but this needs to be confirmed. These data also imply that different signal transduction pathways and regulation mechanisms for cellulase and xylanase-encoding genes exist in *P. oxalicum*.

### Effects on *P. oxalicum* Growth by the Five Chosen Carbon Sources Above

Five carbon sources including two novel inducers MC and HEC, commonly used inducers AV, WB and repressor GLU, were selected for further study. The growth curves of Δ*PoxKu70* were determined after direct inoculation into medium containing AV, WB, MC, HEC, and GLU, respectively, with an NC control. Here the intracellular protein contents measured from the entire mycelia collected from the inoculated media were used for construction of the growth curves. Growth of Δ*PoxKu70* cultured on GLU, WB, and AV, was faster than that on HEC, MC, and NC, except on AV before 24 h (Figure 2). Biomass accumulation of Δ*PoxKu70* on AV at 24 h was the same as that on HEC, NC, and MC. During the early period of culture (before 36 h), Δ*PoxKu70* grew similarly on WB and on GLU since WB contains some free GLU, but growth on WB was slower after 36 h, since free GLU would have been consumed and GLU then needed to be released via WB hydrolysis by cellulases or amylases. On AV, Δ*PoxKu70* grew slower than on WB before 36 h, faster after 64 h, but slower than on GLU during the whole culture time. The growth of Δ*PoxKu70* was similar, when cultured on HEC, MC or NC from 24 to 36 h, while decreased on MC and increased on HEC compared with on NC after 36 h (Figure 2).

**FIGURE 2:**
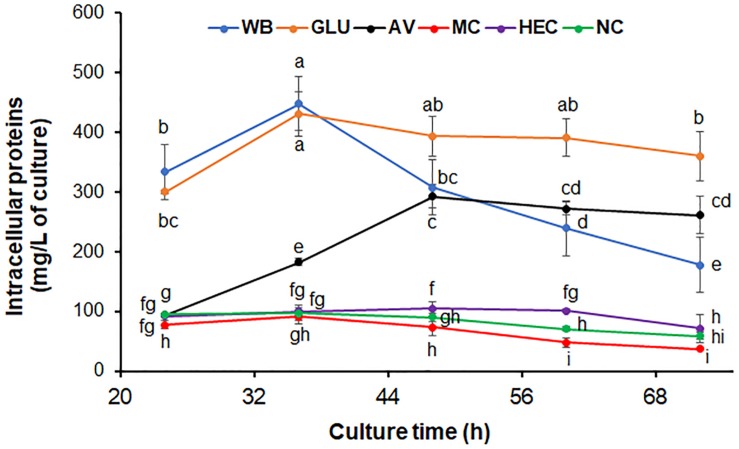
Growth curves of *P. oxalicum* strain Δ*PoxKu70*. Fresh spores of Δ*PoxKu70* were inoculated into medium containing each carbon source and cultivated for 24 to 72 h. Total intracellular proteins from all the *P. oxalicum* hyphae in the culture were extracted and measured. The lowercase letters indicate significant difference at *p* < 0.05 probability level, assessed by Student’s *t*-test. HEC, 2-hydroxyethyl cellulose; MC, methyl cellulose; WB, wheat bran; AV, Avicel; NC, no carbon source; GLU, glucose.

WB is rich in polysaccharides (i.e., starch and cello-oligosaccharides), simple sugars such as GLU and crude proteins (Sun et al., 2008; Sardari et al., 2019). When cultured on WB, *P. oxalicum* initially grew on the GLU in WB, as well as it did on GLU medium. Once the GLU was exhausted, the *P. oxalicum* cells would have been forced to produce cellulases and/or amylases to degrade cello-oligosaccharides and/or starch into GLU, resulting in a growth delay (Sun et al., 2008). Avicel is a crystalline cellulose that cannot be directly utilized by fungal cells (Yang et al., 2011), but can be digested into GLU by cellulases from *P. oxalicum*. Therefore, mycelium accumulation gradually increased during the culture time, dependent on GLU release. During the early culture period, the growth of *P. oxalicum* on HEC was similar to that on NC because the inoculated hyphae had only stored energy available, but sped up after nutrients were released from HEC degradation. Surprisingly, MC inhibited fungal growth, which might be attributable to toxicity of the released methyl-glucose or oligosaccharides from MC degradation.

### Carbon Source-Specific Transcriptional Patterns of *P. oxalicum*

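The RNA-sequencing data cover 24 culture conditions of strain Δ*PoxKu70* with 3 replicate libraries each, 72 libraries in all. Hyphae pre-grown on GLU were moved to medium with AV, WB, MC, HEC or GLU, or to NC, and were harvested after 4, 12, 24 and 48 h. For every library, the authors deposited the FPKM of each gene, calculated with RSEM after alignment of the reads to the genes of strain HP7-1. FPKM is already divided by gene length and by the number of mapped reads, and read counts per gene were not used here. A library lists 9243–9568 genes (median 9410), and a gene that it leaves out was taken as 0. In total, 9821 genes are listed in at least 1 library and 8509 in all of them. Each carbon source was compared with NC at the same time point, 3 libraries against 3, by limma on log2(FPKM + 1), because the DESeq of the authors needs read counts. The 8898 genes with a mean FPKM of at least 1 over all libraries were tested. The thresholds for DEGs were those of the authors, an unadjusted *p* of at most 0.05 and a |log2 fold change| of at least 1, and adjusted *p* below are Benjamini-Hochberg values over all genes tested. In their labels, the 12 HEC libraries carry HEC in the short name, but methyl cellulose in the wording of the medium. Replicate 3 of NC at 24 h is titled 4 h in words and 24 h in its short name. The pre-culture on GLU is given as 24 h in the Materials and Methods, but as 72 h in the legends of Supplementary Figures S1–S4. Short names, which also appear in the paper's figures, were followed.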

To further investigate carbon source-specific transcriptional patterns of *P*. *oxalicum* growth on the five carbon sources WB, HEC, AV, MC, and GLU, time-course transcriptomes from Δ*PoxKu70*, cultured at four time points (4, 12, 24, and 48 h), after a transfer from GLU, were RNA-sequenced, with NC as control. Each sample had three biological replications. A total of 72 transcriptomes was sequenced. A total of 1,548,422,794 clean reads was generated, with an average length of 50 bp per read (Supplementary Table S3), and were mapped to the genome of *P*. *oxalicum* wild-type strain HP7-1 (Zhao et al., 2016), resulting in an average 98.2% mapping rate. Correlation coefficients were high (*R* > 0.82) for the three biological replicates produced under each set of culture conditions (Supplementary Figures S1–S4). Furthermore, a principal components analysis revealed no outliers among the three biological replicates for each sample (Supplementary Figure S5), indicating that all the transcriptomes were reliable for further analyses.

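Over all genes, Pearson *r* of FPKM between replicates of the same condition was lowest for HEC at 48 h, between replicates 1 and 3 (*r* = 0.824), with a median of 0.986 over the 72 pairs of libraries. The lowest values after this pair were 0.864 for NC at 48 h and 0.897 for AV at 12 h, and 4 of the 72 pairs were below 0.9. By time point, the lowest *r* was 0.900 at 4 h, 0.897 at 12 h and 0.930 at 24 h. On log2(FPKM + 1), the measure that moved the lowest value most, it was 0.961, between replicates 1 and 3 of AV at 12 h. In HEC at 48 h, the FPKM of a gene with very high expression, *POX09827*, was 22804, 42013 and 75471 in replicates 1, 2 and 3. Without *POX09827*, replicates 1 and 3 of HEC at 48 h correlated at *r* = 0.988. These *r* are taken across genes within a pair of libraries, so no *p* is given.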

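On log2(FPKM + 1) of the 8898 genes tested, the first 3 principal components held 36.6, 14.4 and 10.0% of the variance. For 71 of the 72 libraries, the library with the highest Pearson *r* was another replicate of the same condition. The exception was replicate 1 of AV at 12 h, which was nearest to replicate 2 of HEC at 12 h (*r* = 0.979). Over the same genes, its *r* with the other AV libraries at 12 h was 0.950 and 0.977, while those correlated with each other at 0.984. All 72 libraries were kept.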

We comparatively analyzed 72 time-course transcriptomes described above using DESeq software (Love et al., 2014). Using *p*-value ≤ 0.05 and | log2 fold change| ≥ 1 as thresholds, differentially expressed genes (DEGs) were screened in transcriptomes of *P. oxalicum* on five carbon sources (AV, WB, HEC, MC, and GLU) compared with on NC as the control, respectively. Each comparison (Δ*PoxKu70*_AV vs. Δ*PoxKu70*_NC, Δ*PoxKu70*_MC vs. Δ*PoxKu70*_NC, Δ*PoxKu70*_HEC vs. Δ*PoxKu70*_NC, Δ*PoxKu70*_WB vs. Δ*PoxKu70*_NC, and Δ*PoxKu70*_GLU vs. Δ*PoxKu70*_NC) shared 358–3,394 DEGs at 4–48 h. 

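Across the 20 comparisons, limma called 364 (HEC at 12 h) to 2991 DEGs (WB at 4 h). At 4, 12, 24 and 48 h, 831, 922, 925 and 1323 DEGs were called on AV, 2991, 1512, 1503 and 966 on WB, and 1172, 1247, 2145 and 1672 on MC. The corresponding counts were 859, 364, 720 and 751 on HEC, and 2253, 2306, 1774 and 1279 on GLU. A pseudocount of 0.1 instead of 1 gave 1.11–1.39 times as many, rescaling by the median of ratios 0.76–1.05 and adjusted *p* 0.92–1.00 times as many. On AV at 12 h, the count depended on individual libraries and ranged from 468 to 1760 when each of the 6 libraries was left out in turn. Deviations of libraries with the same replicate number from their condition means had a mean correlation of 0.062, from −0.193 (WB at 4 h) to 0.427 (AV at 12 h), and the replicate block gave 0.99–1.02 times as many DEGs, 945 on AV at 12 h. The largest falls were those of *POX01180* (log2 fold change −11.13, SE 0.21, limma adjusted *p* = 1.75e-08) and *POX01179* (−11.11, SE 0.18, adjusted *p* = 1.26e-08) on WB at 12 h. More DEGs were down- than up-regulated in 18 of the 20 comparisons, but in only 8 after FPKM was rescaled between libraries by the median of ratios. Rescaling moved the median log2 fold change of all genes by −0.09 (GLU at 48 h) to 0.39 (MC at 24 h), and the share of up-regulated DEGs by more than 10 percentage points in 15 comparisons. On MC, this share went from 37.6, 31.9, 24.7 and 23.0% at 4, 12, 24 and 48 h to 57.0, 66.5, 55.7 and 51.1%, and on HEC from 28.5, 61.8, 42.6 and 58.7% to 65.0, 78.6, 73.9 and 79.0%. On AV, it went from 45.4 to 65.5% at 4 h, from 30.6 to 84.7% at 12 h (282 up- and 640 down-regulated before, 613 and 111 after rescaling) and from 40.0 to 56.3% at 48 h. WB went from 35.5 to 46.3% at 4 h and from 34.3 to 52.9% at 24 h, and GLU from 29.0 to 46.2% at 12 h and from 24.7 to 35.4% at 24 h.

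**Figure D1:**
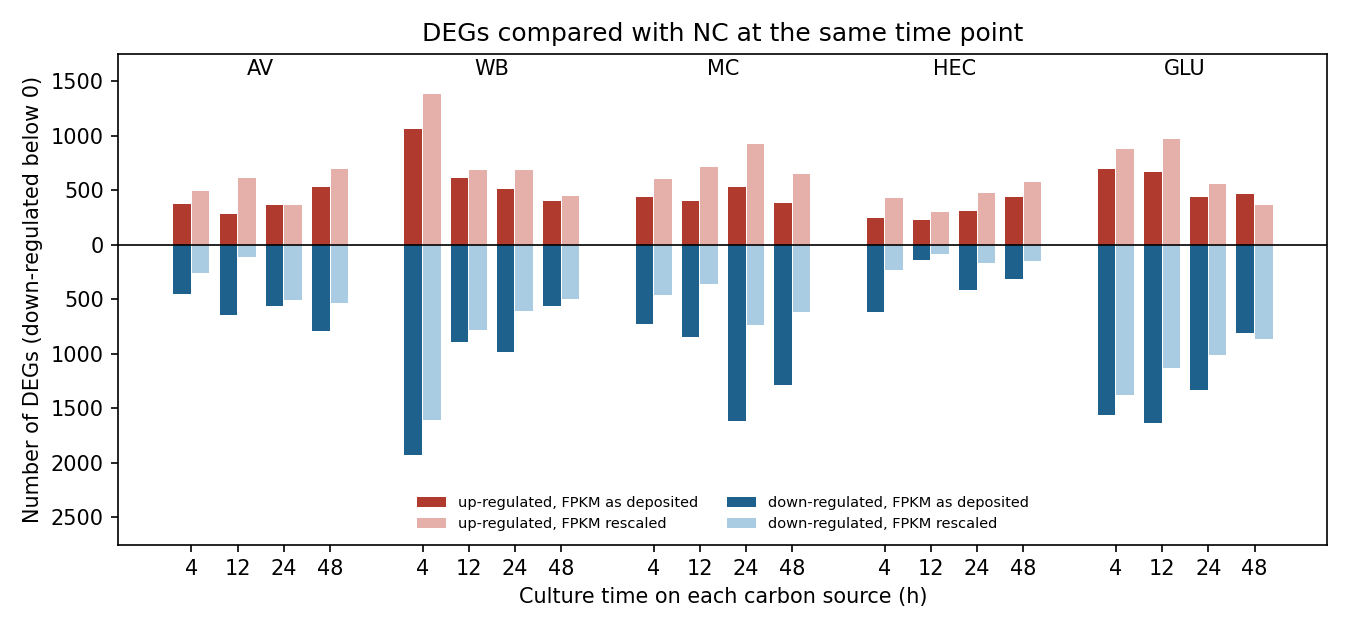
Number of DEGs compared with NC at the same time point (3 libraries against 3), up-regulated above and down-regulated below 0, from FPKM as deposited and after rescaling by the median of ratios.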

All five comparisons co-shared 205, 89, 71 and 66 DEGs at each time point, respectively (Figure 3). 

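At 4, 12, 24 and 48 h, 257, 83, 111 and 61 DEGs were shared by the 5 comparisons with NC. Of these, 40, 26, 4 and 13 were up-regulated and 197, 38, 79 and 21 were down-regulated on all 5 carbon sources. Another 5, 8, 15 and 8 were up-regulated on AV, WB, MC and HEC but down-regulated on GLU. The pseudocount of 0.1 gave 1.18–1.37 times as many shared DEGs and rescaling by the median of ratios 0.69–0.95 times as many. DEGs on a single carbon source were most frequent on WB at 4 h (1240) and on GLU at 12 h (1011). At the 4 time points, there were 43, 216, 139 and 266 such DEGs on AV, 106, 167, 644 and 532 on MC, and 74, 20, 34 and 123 on HEC. WB had 377, 221 and 216 from 12 h on, and GLU had 480 at 4 h and 554 and 330 at 24 and 48 h.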

The Kyoto Encyclopedia of Genes and Genomes (KEGG) annotation indicated that these co-shared DEGs were mainly involved in metabolism, specifically starch and carbohydrate metabolism (Supplementary Figures S6–S9).

**FIGURE 3:**
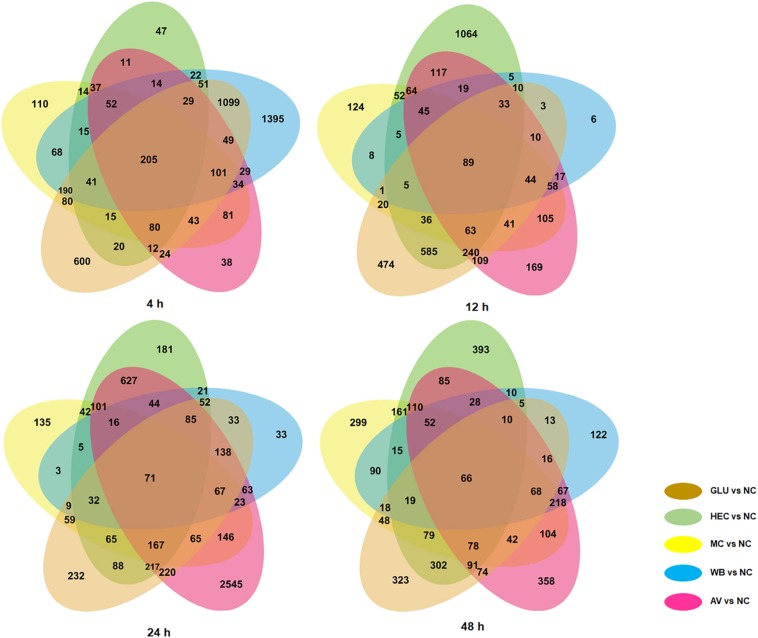
Venn diagram indicating numbers of unique and shared DEGs in transcriptomes from *P. oxalicum* strain Δ*PoxKu70* in the presence of different carbon sources (AV, MC, HEC, WB, and GLU) compared with NC. DEGs were selected using the thresholds of *p*-value ≤ 0.05 and | log2 fold change| ≥ 1. DEGs, differentially expressed genes; AV, Avicel; MC, methyl cellulose; HEC, 2-hydroxyethyl cellulose; GLU, glucose; NC, no carbon source.

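Of 34 cellulase and xylanase genes taken from the paper's heatmap, 33 had a mean FPKM of at least 1 and were tested, and all 33 were DEGs in at least 1 comparison of AV, WB, MC or HEC with NC. Summed over the 4 time points, 89 of 93 calls on AV, 94 of 97 on WB, 74 of 81 on MC and 63 of 65 on HEC were up-regulated. After rescaling by the median of ratios, 95, 96, 78 and 71 calls were up-regulated and 1, 2, 3 and 0 down-regulated. With *p* adjusted over all genes or over the list alone, 93, 97, 81 and 65 calls passed. *POX05570/Cel45A*, *POX00063/Xyn10A* and *POX06783/Xyn11A* were up-regulated in all 16 comparisons, with log2 fold changes of 3.85–9.23, 1.88–9.60 and 1.22–7.79. *POX05587/Cel7A-2* was up-regulated in 15 of them, not on WB at 4 h, and *POX06147/Cel5A* in 15, not on HEC at 24 h. *POX07535/Cel12A* was up-regulated in 6 comparisons, from −0.32 on MC at 24 h to 8.05 on WB at 12 h. *POX06835/Bgl1* was up-regulated in 1 and down-regulated in 2, from −2.80 on WB at 4 h to 1.31 on WB at 48 h.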

As expected, 16–28 of the 35 cellulase and endo-xylanase genes in the genome of HP7-1 (Zhao et al., 2016) showed significant alterations at the transcriptional level (*p* < 0.05; | log2 fold change| ≥ 1) in response to AV, WB, MC, and HEC for 4 to 48 h, compared with that on NC, including the known key cellulase and xylanase-encoding genes, such as *POX05587*/*Cel7A-2* (*cbh1*), *POX05570*/*Cel45A*, *POX06147*/*Cel5A*, *POX07535*/*Cel12A*, *POX06835*/*Bgl1*, *POX00063*/*Xyn10A*, and *POX06783*/*Xyn11A*; most of them were up-regulated. Comparative analyses indicated that the largest number of DEGs was induced by AV (26–28), followed by WB (24–27). 

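Of the 33 tested genes, 23, 22, 24 and 24 were DEGs on AV at 4, 12, 24 and 48 h, and 24, 24, 25 and 24 on WB. MC gave 17, 20, 21 and 23 DEGs, and HEC 23, 15, 12 and 15. When each library was left out in turn, the sum over the time points ranged from 91 to 94 on AV and from 95 to 97 on WB. A pseudocount of 0.1 gave sums of 99 on AV and 98 on WB, so the order of AV and WB depended on this choice.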

The extent of variation induced by MC was the widest (1.01 < | log2 fold change| < 13.08), followed by WB (1.03 < | log2 fold change| < 12.39) and AV (1.01 < | log2 fold change| < 10.45). It should be noted that MC strongly induced the expression of key cellulase genes including two *cbhs* (*POX05587*/*Cel7A-2* and *POX04786/Cel6A*), four *egs* (*POX01166/Cel5B*, *POX01896*, *POX05570/Cel45A*, and *POX05571/Cel7B*), and one *bgl* (*POX06079*) compared with WB, AV and HEC (Figure 4). 

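On MC, |log2 fold changes| of these DEGs ranged from 1.07 to 12.29 (*POX05587* at 24 h, SE 0.11), on AV from 1.01 to 10.06 (*POX05587* at 24 h, SE 0.11) and on WB from 1.00 to 9.44 (*POX06601* at 12 h, SE 0.09). The ranges were 1.01–7.68 on HEC (*POX01166* at 4 h, SE 0.16) and 1.01–4.65 on GLU (*POX01417* at 12 h). For *POX06601*, the mean FPKM was 713 ± 60.4 (SD) on WB at 12 h and 0.03 on NC, so that its fold change is set largely by the pseudocount. With a pseudocount of 0.1, the largest values were 12.98 on MC (*POX05587* at 12 h), 12.47 on WB and 10.51 on AV, and the order of WB and AV was reversed.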

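For all 7 of these genes and at all 4 time points, each of the 3 MC libraries had a higher FPKM than each of the 9 libraries on AV, WB and HEC. At 24 and 48 h, the mean FPKM of *POX05587* was 17200 ± 2180 (SD, *n* = 3) and 28100 ± 2230 on MC, and 3670 ± 363 and 3030 ± 655 on AV. On WB it was 391 ± 34.0 and 645 ± 39.6, and on HEC 164 ± 25.4 and 937 ± 282. *POX04786* had 17100 ± 1950 and 37600 ± 5740 on MC, 4540 ± 345 and 3894 ± 674 on AV, 239 ± 18.8 and 364 ± 27.5 on WB, and 77.9 ± 8.36 and 1200 ± 282 on HEC. As a ratio of means, the gap between MC and AV was narrowest at 24 h, with 7680 ± 811 against 4720 ± 626 for *POX01166*, 7500 ± 905 against 4610 ± 361 for *POX06079* and 2420 ± 413 against 1490 ± 237 for *POX05571*.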

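Median log2 fold changes of the 33 tested cellulase and xylanase genes, compared with NC at 4, 12, 24 and 48 h, were 0.91, 2.72, 2.75 and 4.33 on MC and 1.64, 1.51, 4.38 and 2.66 on AV. They were 2.54, 3.86, 1.61 and 2.61 on WB, and 1.61, 0.73, 0.73 and 0.82 on HEC. In FPKM, all 3 libraries at 48 h were above all 3 at 4 h for 25 genes on MC, 20 on AV, 18 on WB and 9 on HEC, and below them for 3, 3, 13 and 11 genes. By chance, 10% of genes would be apart in either direction. On GLU, 26 genes were above and 5 below, while the median log2 fold change compared with NC at the same time stayed between −0.37 and 0.05.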

Transcriptional levels of most cellulase and xylanase-encoding genes exhibited an increasing trend during the induction time. Conversely, during growth on GLU, 9–17 of 35 cellulase and xylanase-encoding genes showed alteration (*p* < 0.05; | log2 fold change| ≥ 1) compared with that on NC, most of them down-regulated (Figure 4).

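On GLU, 14, 12, 12 and 5 of the 33 tested genes were DEGs at 4, 12, 24 and 48 h, of which 3, 4, 5 and 4 were up-regulated. Summed over the time points, 16 calls were up- and 27 down-regulated, and 17 and 20 after rescaling by the median of ratios. With *p* adjusted over all genes or over the list alone, 42 of the 43 calls passed, and a pseudocount of 0.1 gave 50 calls. *POX05587* was up-regulated on GLU at 12 h (3.47 ± 2.21 against 0.89 ± 0.22 FPKM on NC, log2 fold change 1.12, SE 0.34, limma adjusted *p* = 0.0198), but its log2 fold change ranged from 0.76 to 1.49 when each library was left out in turn.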

**FIGURE 4:**
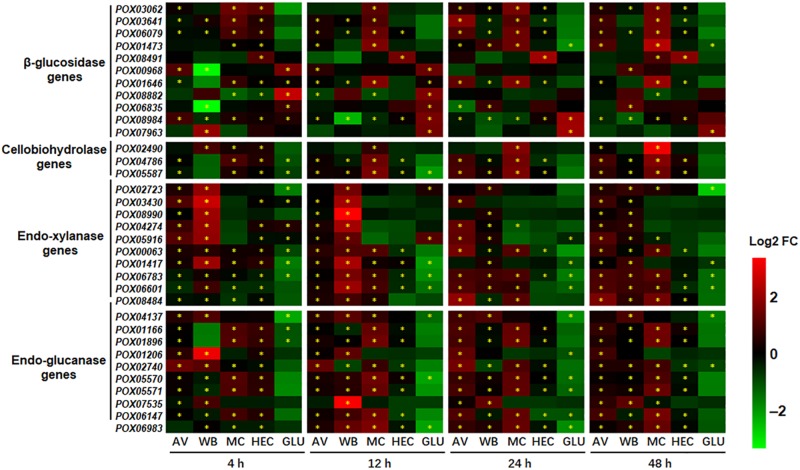
Heatmap indicating transcriptional levels of cellulase and endo-xylanase genes in *P. oxalicum* on different carbon sources (AV, MC, HEC, WB, and GLU) compared with NC. * represents the DEGs (*p* ≤ 0.05, | log2 fold change) | ≥ 1.0). The heatmap shows the log2 fold change of each gene on different carbon sources compared with that on NC. DEGs, differentially expressed genes; AV, Avicel; MC, methyl cellulose; HEC, 2-hydroxyethyl cellulose; GLU, glucose; NC, no carbon source; FC, fold change.

Carbon sources are able to induce the genes encoding proteins involved in carbon metabolism and the tricarboxylic acid (TCA) cycle (He et al., 2013). Here, comparative transcriptomic analyses indicated that 60 DEGs were annotated to be involved in glycolysis/gluconeogenesis and the TCA cycle in *P. oxalicum.* These DEGs appeared at least once, in all comparisons between the transcriptomes expressed during growth on the five carbon sources and NC. These proteins encoded by DEGs included the major rate-limiting enzymes, hexokinase POX01079, POX04253, POX04475, and POX05787; phosphofructokinase POX08888; pyruvate kinase POX02744 in glycolysis, and citrate synthases POX01075 and POX04356; isocitrate dehydrogenases POX06270 and POX09065; oxoglutarate dehydrogenases POX00538 and POX09663 in the TCA cycle (Supplementary Figure S10). Of the 60 DEGs, 7–20, 10–34, 11–15, 1–7, and 12–38 DEGs were susceptible to induction by growth on AV, WB, MC, HEC, and GLU for 4–48 h, to various degrees, respectively, compared with NC (Figure 5). These results suggested that the expression of glycolysis/gluconeogenesis- and TCA cycle-related genes are most strongly induced by GLU and WB, followed by MC and AV. 

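Of the 60 genes drawn in Figure 5, 58 were tested and 55 were DEGs in at least 1 comparison. At 4, 12, 24 and 48 h, 35, 31, 15 and 13 were DEGs on GLU, 32, 12, 7 and 9 on WB, 9, 8, 12 and 18 on MC, 4, 7, 9 and 13 on AV, and 4, 1, 4 and 4 on HEC. Rescaling by the median of ratios moved these counts most, with the sum on AV at 1.45 times that from FPKM as deposited. From such counts, the paper proposes that GLU and WB induce genes of glycolysis/gluconeogenesis and the TCA cycle most strongly, with MC and AV after them. The counts include both up- and down-regulated genes.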

Most of the DEGs involved in glycolysis/gluconeogenesis and the TCA cycle were up-regulated in response to AV, MC, WB, and HEC, especially 20 of 34 DEGs with WB at 4 h compared with NC, but generally, much less up-regulated than in response to GLU (Figure 5). 

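Summed over the 4 time points, 16 of 33 calls on AV, 37 of 60 on WB, 15 of 47 on MC, 10 of 13 on HEC and 53 of 94 on GLU were up-regulated. After rescaling by the median of ratios, up-/down-regulated calls were 35/13 on AV, 44/19 on WB, 39/13 on MC, 15/2 on HEC and 63/38 on GLU, so that the main direction on AV and MC was reversed. On WB at 4 h, 17 of the 32 DEGs were up-regulated, and on GLU 20 of 35 at 4 h and 19 of 31 at 12 h. With *p* adjusted over the list alone, 33, 60, 47, 11 and 93 calls passed on AV, WB, MC, HEC and GLU, against 33, 60, 47, 13 and 93 with *p* adjusted over all genes. The list holds the paper's own DEGs, so these sums show no stability of the calls.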

Most of 60 DEGs showed active alteration during the early period (up to 12 h) of growth on WB and GLU. 

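At 4, 12, 24 and 48 h, 10, 18, 9 and 4 of these genes were DEGs on GLU alone and 7, 4, 1 and 3 on WB alone. DEGs on AV alone numbered 0, 1, 4 and 4, and on MC alone 8, all at 48 h. At 4 h, 2 genes were DEGs on all 5 carbon sources, and at 12, 24 and 48 h none was, whereas 23, 9 and 12 genes had an unadjusted *p* of at most 0.05 on all 5 at those times without regard to fold change.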

Surprisingly, the transcriptional levels of those DEGs encoding rate-limiting enzymes showed variance under different conditions, for example, genes *POX01079* and *POX05787* were down-regulated on AV, WB, MC, and HEC compared with NC, but up-regulated on GLU at 4 h. 

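At 4 h, *POX05787* had a mean FPKM of 58.0 ± 10.7 (SD, *n* = 3) on NC and of 23.7 ± 1.81 on AV, 10.9 ± 1.02 on WB, 20.8 ± 0.83 on MC, 17.2 ± 3.39 on HEC and 15.2 ± 1.86 on GLU. The log2 fold changes were −1.25, −2.30, −1.42, −1.70 and −1.86, with adjusted *p* (limma) of 0.00154, 1.99e-05, 0.000626, 0.00248 and 9.85e-05 and SE of 0.15–0.19. In each comparison, all 3 libraries were below all 3 of NC, for which the smallest exact *p* is 0.1. On GLU, the value stayed between −1.99 and −1.73 when each library was left out in turn. *POX01079* had a mean FPKM below 1 and was only tested without the filter. Its FPKM at 4 h was 2.17 ± 1.49 on NC and 0.39 ± 0.13 on GLU (log2 fold change −1.10, SE 0.32, limma adjusted *p* = 0.0326), with log2 fold changes of −1.21 on AV, −1.20 on WB, −1.30 on MC and −1.29 on HEC. *POX08888*, encoding phosphofructokinase, rose on GLU at 4 h from 47.3 ± 11.4 to 116 ± 9.05 FPKM (1.30, SE 0.17, limma adjusted *p* = 0.00063). *POX02744*, encoding pyruvate kinase, rose from 296 ± 6.42 to 594 ± 22.9 FPKM (1.00, SE 0.08, limma adjusted *p* = 5.76e-05), between 0.97 and 1.02 when each library was left out in turn.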

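After 12 h, the FPKM of *POX05787* was 39.6 ± 3.10 (SD, *n* = 3) on NC, and its log2 fold changes were −0.74 on AV, −0.93 on WB, −0.74 on MC, −0.42 on HEC and −0.70 on GLU. Their size was below the threshold for DEGs, but the adjusted *p* (limma) was 0.0177, 0.00015, 0.00187, 0.0194 and 0.000266, and the 3 libraries were below the 3 of NC on each carbon source. *POX01079*, tested without the filter, had 0.79 ± 0.07 FPKM on NC and log2 fold changes of −0.36 on AV, −0.08 on WB, −0.48 on MC, −0.26 on HEC and −0.07 on GLU.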

At 12 h, however, their transcriptional levels showed no alteration (Figure 5).

**FIGURE 5:**
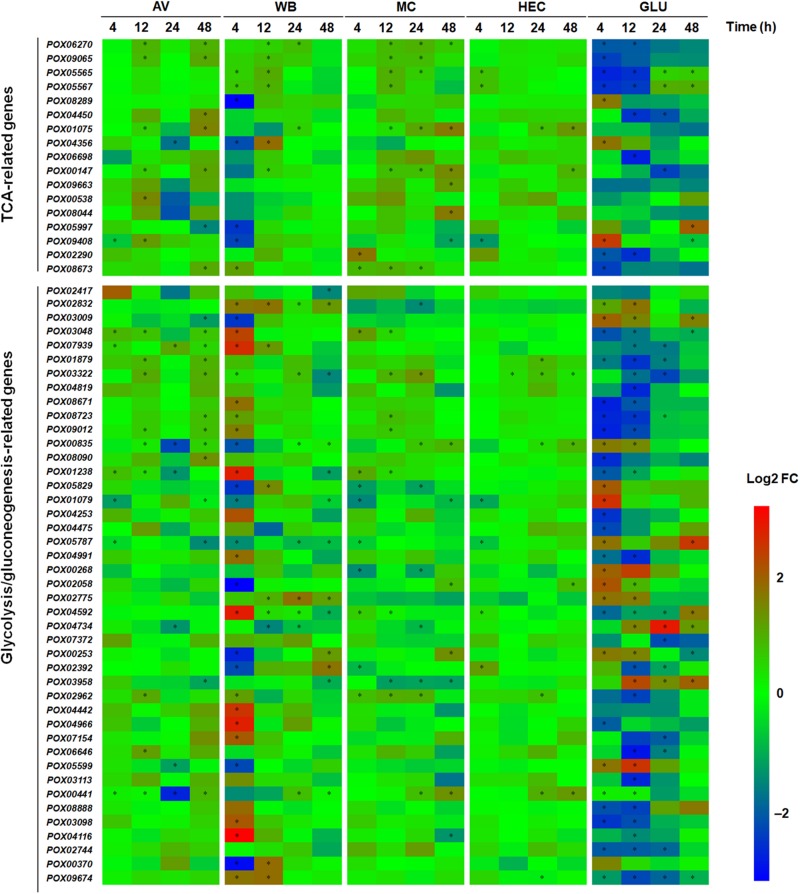
Heatmap indicating transcriptional levels of DEGs involved in glycolysis/gluconeogenesis and TCA cycle in *P. oxalicum* on different carbon sources (AV, MC, HEC, WB, and GLU) compared with NC. ^∗^ represents the DEGs (*p* ≤ 0.05, | log2 fold change) | ≥ 1.0). The heatmap shows the log2 fold change of each gene on different carbon sources compared with that on NC. DEGs: differentially expressed genes; AV, Avicel; MC, methyl cellulose; HEC, 2-hydroxyethyl cellulose; GLU, glucose; NC, no carbon source; TCA, tricarboxylic acid cycle; FC, fold change.

The detected DEGs included other genes possibly involved in synthesis of cellulase and xylanase, such as TFs, transporters and G protein-coupled receptor (GPCR) genes. Comparative transcriptomic analyses showed that 283 DEGs encoded putative TFs. 

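Of these 283 TF genes, 274 were tested, 249 were DEGs in at least 1 of the 20 comparisons and 227 in at least 1 on AV, WB, MC or HEC. Summed over the 4 time points, there were 145 calls on AV, 281 on WB, 217 on MC, 91 on HEC and 297 on GLU. With *p* adjusted over all genes, 141, 281, 217, 90 and 296 calls passed, and with *p* adjusted over the TF genes alone 139, 281, 217, 90 and 296. Because the TF genes were chosen by the paper from its own DEGs, these numbers show no stability of the calls.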

Approximately 70% of these detected TFs belong to the zinc finger family, followed by winged helix repressors (8.4%). Their transcriptional levels varied in response to the different carbon sources and the duration of induction, for instance, 44 and 165 DEGs on MC and WB at 4 h compared with that on NC, respectively, and 34 and 51 at 12 h. 

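Among the TF genes, 157, 40, 56 and 28 were DEGs on WB at 4, 12, 24 and 48 h, and 43, 41, 79 and 54 on MC. AV gave 36, 32, 29 and 48, HEC 38, 12, 21 and 20, and GLU 96, 80, 66 and 55. Up-/down-regulated calls summed over time were 51/94 on AV, 65/216 on WB, 51/166 on MC, 32/59 on HEC and 65/232 on GLU. After rescaling by the median of ratios, they were 67/53, 82/185, 100/65, 51/23 and 78/193, with the main direction reversed on AV, MC and HEC.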

Screening for the top ten upregulated/downregulated TF genes for each comparison detected a total of 163, including several known regulatory genes, i.e., *POX01167/PoxCxrA*, *POX04420/PoxCxrB*, *POX01960/PoxClrB*, *POX02484*, *POX03890/PoxAmyR*, *POX08292/PoxMBF1*, and *POX06534/BrlA* (Qin et al., 2013; Li et al., 2015; Zhao et al., 2016, 2019; Yan et al., 2017; Figure 6).

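The 10 largest rises and falls of TF genes in each comparison comprised 129 of the 283 genes, and all 7 known genes were among them in at least 1 comparison. Over the 20 comparisons, *POX02484* (12 calls, −4.10 to 0.83), *POX03890/PoxAmyR* (11 calls, −3.54 to 0.56) and *POX01167/PoxCxrA* (6 calls, −3.21 to 0.38) were called only as down-regulated. *POX08292/PoxMBF1* was up-regulated in 10 comparisons (−0.05 to 1.87) and never called as down-regulated. *POX04420/PoxCxrB* was up-regulated in 1 and down-regulated in 5 comparisons (−2.31 to 1.24), and *POX06534/BrlA* in 1 and 4 (−4.84 to 1.71). *POX01960/PoxClrB* was up-regulated in 6 comparisons and down-regulated in 1.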

**FIGURE 6:**
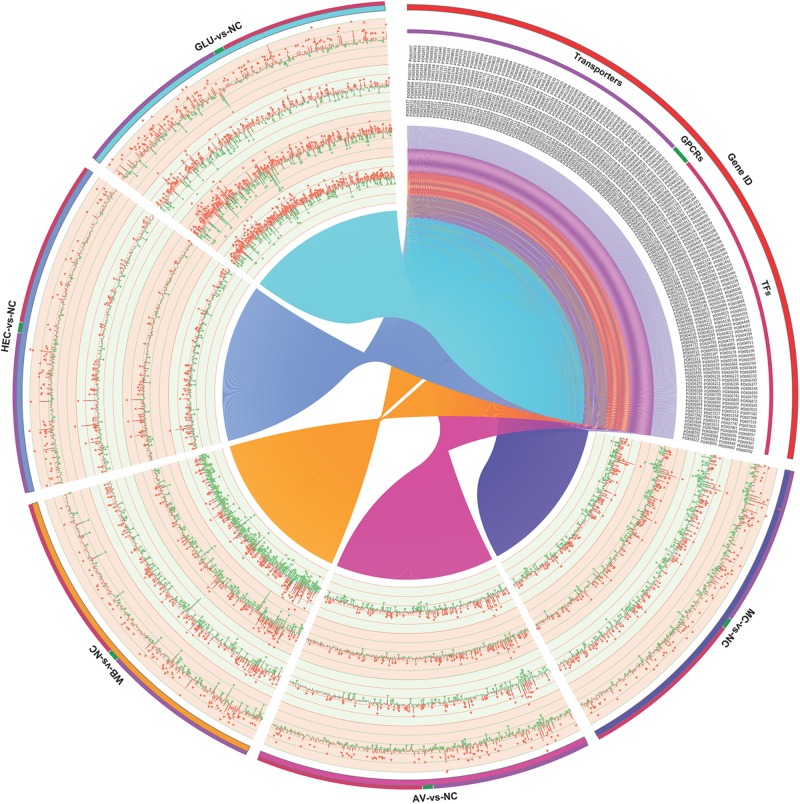
Expressional analysis of genes encoding transcription factors, transporters and G protein-coupled receptors in *P. oxalicum* on different carbon sources (AV, MC, HEC, WB, and GLU) compared with NC. AV, Avicel; MC, methyl cellulose; HEC, 2-hydroxyethyl cellulose; GLU, glucose; NC, no carbon source; TFs, transcription factors; GPCRs, G-protein coupled receptors.

A total of 271 DEGs encoding proteins were annotated as ABC transporter-like (IPR003439), sugar/inositol transporter (IPR003663), or major facilitator superfamily (IPR011701). 

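Of the 271 transporter genes, 251 were tested and 238 were DEGs in at least 1 comparison, 223 of them on AV, WB, MC or HEC. Calls summed over the time points were 225 on AV, 361 on WB, 349 on MC, 151 on HEC and 447 on GLU. Adjusted over all genes, 221, 360, 346, 144 and 446 passed, and over the list alone, which the paper drew from its own DEGs, 221, 361, 346, 145 and 447. Up-/down-regulated calls were 108/117, 145/216, 103/246, 83/68 and 119/328, and 129/71, 160/184, 139/135, 106/20 and 125/284 after rescaling by the median of ratios, with the main direction reversed on AV and MC.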

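At 4, 12, 24 and 48 h, 43, 53, 54 and 75 transporter genes were DEGs on AV, 78, 78, 107 and 86 on MC, and 39, 30, 34 and 48 on HEC. On WB, the counts were 129, 86, 81 and 65, and on GLU 124, 106 and 70 at 4, 24 and 48 h, with the highest count at 12 h. The sum on AV ranged from 206 to 259 when each library was left out in turn, without replicates 3 and 1 at 12 h, respectively.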

Numbers of transporter DEGs in response to AV and MC increased, after longer induction duration compared with NC, but numbers decreased in response to GLU and WB, and hardly changed in response to HEC. Homologous analysis with known GPCR in filamentous fungi (Affeldt et al., 2014; Martín et al., 2019) detected 18 DEGs encoding GPCRs. 

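All 18 GPCR genes were tested, 16 were DEGs in at least 1 comparison and 14 in at least 1 on AV, WB, MC or HEC. Summed over the time points, 10 calls were made on AV, 16 on WB, 9 on MC, 5 on HEC and 19 on GLU, with 2, 3, 0, 0 and 3 of them up-regulated. After rescaling by the median of ratios, which moved these sums most, up-/down-regulated calls were 2/3, 4/8, 0/3, 1/1 and 3/11.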

Their expression was active under induction by WB and GLU during the early period (Figure 6). 

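WB gave 8, 2, 6 and 0 GPCR DEGs at 4, 12, 24 and 48 h, and GLU 6, 7, 4 and 2. On WB at 48 h, where none was called, 8 GPCR genes had an unadjusted *p* of at most 0.05. There were 2, 2, 3 and 3 GPCR DEGs on AV, 1, 2, 4 and 2 on MC, and 3, 0, 0 and 2 on HEC, where 5 and 10 genes had an unadjusted *p* of at most 0.05 at 12 and 24 h. With 18 genes in the list, differences of a few genes between carbon sources were not tested.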

The comparative transcriptomic analysis detected many more DEGs, but most of them were not related to cellulase and xylanase production in filamentous fungi; this needs to be studied further.

### Identification of Co-expression Modules of Cellulase- and Xylanase-Encoding Genes in *P. oxalicum*

We hypothesized that the genes mediated by carbon sources would form tight modules, also called associations, with each other, in gene co-expression networks. The 72 transcriptomes obtained were subjected to WGCNA (Langfelder and Horvath, 2008). Sample outlier detection was evaluated first. The average values of FPKMs generated by three biological repeats for each sample were used as input data for a WGCNA. 

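For the dendrogram, the FPKM of the 3 libraries of each of the 24 conditions were averaged and the means clustered by Euclidean distance with average linkage. MC at 48 h joined last and alone, at 1.911 times the height of the join before it. On log2(FPKM + 1), MC at 48 h did not join last, and its height was 0.518 times that of the last join among the other conditions. A single gene, *POX09827*, held 74.9% of the squared distance between MC at 48 h and the mean of the other conditions, and *POX04786* 8.4%. The mean FPKM of *POX09827* was 119301 ± 27453 (SD, *n* = 3) on MC at 48 h, or 8.93–13.2% of the FPKM of a library, and 46771 ± 24172 on NC. Without *POX09827*, a test chosen after the data had been seen, the ratio of heights was 0.453.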

Sample outlier detection revealed that MC48, transcriptome from *P. oxalicum* cultured on MC for 48 h, had the highest outlier potential. The outlier potential of MC48 could be attributed to the efficient induction of gene expression by MC at 48 h, because the enzyme extracts of *P. oxalicum* showed the highest cellulase and xylanase activities, except for pNPGase (Supplementary Figure S11). Therefore, MC48 needed to be retained for further WGCNA.

Subsequently, the pickSoftThreshold function was used to calculate the soft thresholds. When soft-power was set at 24, the Scale Free Topology Model Fit *R*^2^ was ≥ 0.9 (Figures 7A,B). 

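With a power of 24, over the 9821 genes and the means of the 24 conditions, the scale-free fit had an *R*2 of 0.911. Taking log2(FPKM + 1) moved it most, to 0.809. Without MC at 48 h it was 0.858, and with only the genes of mean FPKM of at least 1 it was 0.919.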

To confirm that the topology of the gene co-expression network was scale-free, soft connectivity was determined. 

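In the same network of 9821 genes, built from |Pearson *r*| raised to the power of 24, the fitted slope was −1.43 and the mean connectivity 8.7. On log2(FPKM + 1), the slope was −1.69 and the mean connectivity 7.8, and without MC at 48 h the mean connectivity was 10.1. Module detection itself was not rerun here.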

The correlation coefficient between the log (k) of the node number with connectivity *K* and the log [p (k)] of the probability of node occurrence was ≥ 0.9 (Figure 7C), suggesting that the topology of the network trended scale-free when the soft-power was 24.

**FIGURE 7:**
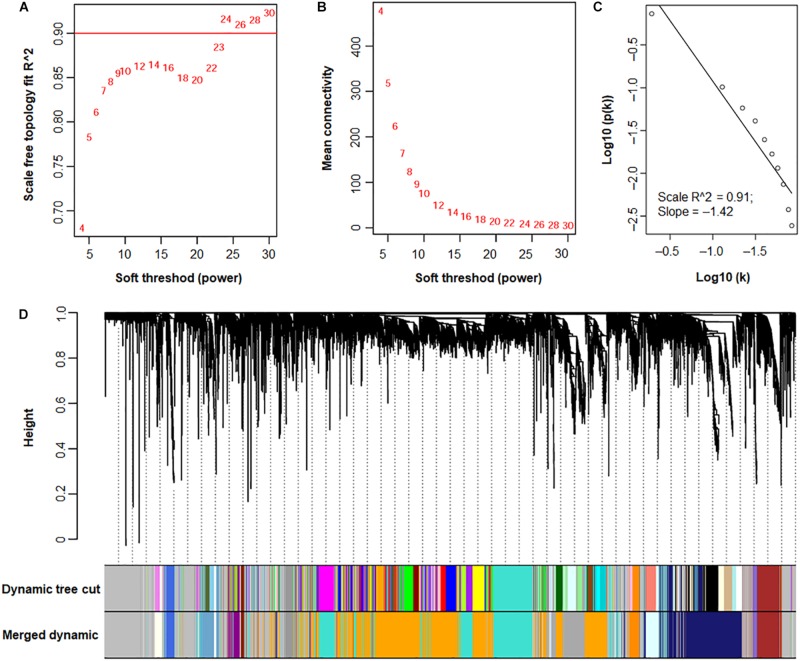
A WGCNA of transcriptomes from *P. oxalicum* under different culture conditions. **(A)** Determination of soft-power based on the adjacency matrix. **(B)** Mean connectivity. **(C)** Confirmation of scale-free topology. Based on **(A–C)**, the soft-powder was selected as 24, resulting in a scale-free gene co-expression network topology. **(D)** Identification of functional modules illustrated with various colors. Cluster dendrograms were generated using hierarchical clustering. Original modules were identified using the Dynamic Tree Cutting method, and merged modules were generated according to the correlations of modules, with module dissimilarity coefficients of ≤ 0.25.

A total of 45 modules were identified using the Dynamic Tree Cut method (Langfelder and Horvath, 2007, 2008; Figure 7D). Further merging of modules generated 17 modules with set module dissimilarity coefficients of ≤ 0.25 (Figure 7D). Members of these 17 modules showed variances, ranging from 36 to 2,623 (Figure 8). Of these, MEgrey contained genes that were not co-expressed. The genome of *P*. *oxalicum* contained 35 genes annotated as cellulases and *XYNs* (Zhao et al., 2016) that were further analyzed. They were divided into seven modules, MEivory, MEmidnightblue, MEorange, MEroyalblue, MEturquoise, MEgrey and MElightcyan1. WGCNA analysis of *T. reesei* grown on sugarcane bagasse identified 28 highly connected gene modules and one of these modules contained the most representative core of cellulolytic enzymes, with their regulators and transporters (Borin et al., 2018).

**FIGURE 8:**
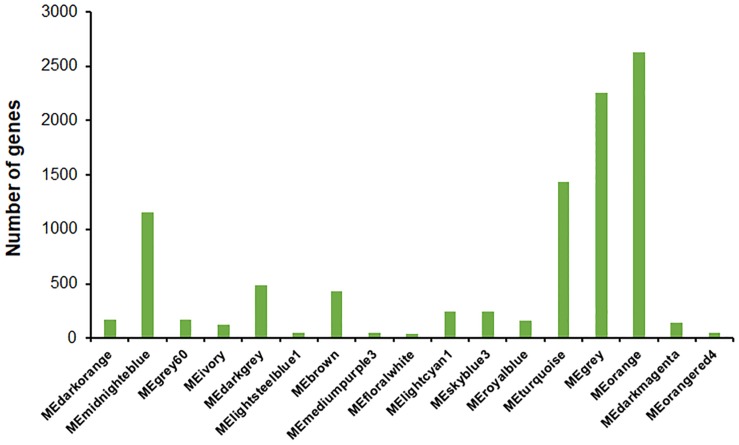
Gene numbers in each module. Number of genes contained in each module were generated using the Dynamic Tree Cut method and setting module dissimilarity coefficients of ≤ 0.25 as a threshold for module merging.

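Taken as given, the 120 members of MEivory had a mean pairwise Pearson *r* of 0.634 over the means of the 24 conditions. Among 10000 random lists of 120 genes, the median was 0.091 and the highest value 0.175. Leaving out MC at 48 h moved the value most, to 0.467, with 0.219 as the highest random value. On log2(FPKM + 1) it was 0.559. The members had been selected on these same FPKM by their correlation, so a high value is built in. Their highest mean FPKM was reached on MC at 48 h by 77 members, on AV at 24 h by 31, on MC at 24 h by 7 and on MC at 12 h by 5.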

Module MEivory contained 120 members (Supplementary Table S4), and their encoded proteins included 33 CAZymes, nine putative TFs, 15 transmembrane proteins and several proteins involved in protein homeostasis. Of these, 24 of the 33 CAZymes were annotated as plant cell wall-degrading enzymes (CWDEs), i.e., the three CBHs POX05587/Cel7A-2, POX04786/Cel6A and POX02490/Cel7A-1, seven EGs POX05570/Cel45A, POX01896/Cel5C, POX01166/Cel5B, POX06147/Cel5A, POX05571/Cel7B, POX02740 and POX06983, four BGLs POX01437, POX03641, POX06079 and POX03062, two XYNs POX00063/Xyn10A and POX08484/Xyn11B and two polygalacturonases POX04815 and POX05580, as well as the lytic polysaccharide monooxygenase POX08897/AA9, expansin-like POX08485, α-galactosidase POX02345, β-1,4-mannanase and β-xylosidase POX01646. Previous secretomic observations of *P*. *oxalicum* revealed that most of these CWDEs were secreted into the extracellular space (Zhao et al., 2016), suggesting that MEivory contains most of the secreted cellulases and xylanases produced by *P*. *oxalicum*.

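The first principal component of the 120 MEivory members (eigengene) held 64.8% of their variance over the 24 condition means. The TF genes *POX02071/ClrB-2* (Pearson *r* = 0.887), *POX01474* (0.837), *POX05324/XlnR* (0.792), *POX01960/ClrB* (0.786), *POX01118* (0.739), *POX01678* (0.691), *POX04007* (0.686), *POX07871* (0.637) and *POX03837/ClrA* (0.556) correlated with it. In permutation tests with 100000 permutations, *p* was 1e-05, the smallest value they can give, for ClrB-2, XlnR and ClrB, and at most 0.0147 (adjusted 0.0147) for the others. Spearman rho was 0.770, 0.668, 0.770, 0.863, 0.810, 0.895, 0.710, 0.684 and 0.626 in the same order, with an adjusted *p* of at most 0.0013. Without the 2 conditions farthest from the median, AV at 24 h and MC at 48 h, *r* was 0.847, 0.723, 0.711, 0.720, 0.621, 0.694, 0.772, 0.579 and 0.649, with an adjusted *p* of at most 0.00775. The Spearman correlations and the omission of 2 conditions were chosen after the data had been seen. Each TF gene is itself a member of the module from which the eigengene was computed, so part of the correlation is built in.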

Among the nine putative TF genes, four genes, *POX01960/ClrB*, *POX02071/ClrB-2*, *POX03837/ClrA* and *POX05324/XlnR*, encoded Zn2Cys6 proteins that are involved in the regulation of cellulase and/or xylanase production in filamentous fungi (Coradetti et al., 2012; Li et al., 2015; Zhao et al., 2016). ClrB up-regulates cellulase and xylanase production, except for pNPGase (Zhao et al., 2016), while a deletion of *ClrB-2* partially reduces the cellulase activity of *P. oxalicum* (Li et al., 2015). XlnR down-regulates cellulase production while up-regulating xylanase production (Li et al., 2015). Both ClrB and XlnR dynamically control the transcriptional levels of major cellulase and/or xylanase genes under the induction of cellulose, but their precise roles differ depending on the species concerned (Benocci et al., 2017). ClrA/Clr-1 is not only required for the expression of major cellulase and xylanase-encoding genes, but is also necessary for the expression of *ClrB*/*Clr-2* (Coradetti et al., 2012). However, whether the five remaining TF genes *POX01118*, *POX01474*, *POX01678*, *POX04007* and *POX07871* participate in the regulation of cellulase and xylanase production of *P. oxalicum*, needs to be further studied.

Among the 15 transmembrane proteins, *POX06051*, encoding a key cellodextrin transporter POX06051/CdtC, is required for cellobiose consumption and the expression of major cellulase genes in *P. oxalicum*, in combination with another transporter, POX05915/CdtD (Li et al., 2013), suggesting the crucial role of sugar transporters in the induction of cellulase gene expression by insoluble cellulose. In addition, the inductive roles of sugar transporters exhibit redundancy (Li et al., 2013). Here, seven of the remained ten genes encoding transmembrane proteins were annotated as sugar/inositol transporters (IPR003663) and/or members of the major facilitator superfamily (IPR011701), without well-characterized biological functions. *POX00907*, *POX01263*, and *POX07722* were predicted to encode a cytochrome P450, an integral membrane protein and a bicarbonate transporter, respectively. Two candidate classic G protein-coupled receptors POX01263 and POX03930 containing seven transmembrane domains (TMDs) had a specific feature of classic GPCRs (Martín et al., 2019). However, POX03930 was annotated as a RAT1-like protein that is involved in fungal detoxification (Soustre et al., 1996).

The remaining 63 genes of 120 members in module MEivory included three genes (*POX05586*, *POX01637*, and *POX07741*) involved in metabolism, three genes (*POX03367*, *POX07086*, and *POX07745*) involved in genetic information processing, one gene (*POX01689*) involved in environmental information processing, and 56 unknown genes, through the annotation using KEGG database. *POX03367* encoding putative ATP-dependent Clp protease POX03367/ClpX, and *POX07086* and *POX07745* encoding disulfide-isomerases were reported to be associated with protein homeostasis (Freedman et al., 2017; Bell et al., 2018). Moreover, protein POX01689 shared 62.0% identity with Ras GTase Rsr1 (accession number CAA59809.1), which is involved in the regulation of cell polarity in *Saccharomyces cerevisiae* (Miller et al., 2019). POX05586, POX01637, and POX07741 were annotated as formyltetrahydrofolate deformylase PurU, catechol *O*-methyltransferase COMT and DNA polymerase epsilon subunit 2 POLE2, respectively.

The secondary module MEroyalblue contained 157 members (Supplementary Table S5), including seven cellulase and XYN genes (a *bgl POX08882*, an *eg POX07535/Cel12A* and five *xyns POX04274, POX05916, POX06601, POX06783/Xyn11A* and *POX08990*) and 22 other CWDE genes. 

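Across the 24 condition means, the 157 members of MEroyalblue had a mean pairwise Pearson *r* of 0.627, against a median of 0.107 and a highest value of 0.201 in 10000 random lists of the same size. Spearman correlation lowered it most, to 0.323, and log2(FPKM + 1) to 0.451. For 142 members, the highest mean FPKM was on WB at 12 h, and for 6 on AV at 24 h. As for MEivory, the genes had been grouped by these correlations.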

Notably, most of the xylanolytic genes in the HP7-1 genome were included in MEroyalblue, such as five *xyns* described above and eight β-xylosidase genes (*POX00007, POX01914, POX01921, POX05540, POX06599, POX06600, POX07441*, and *POX07891*). Only two TF genes *POX03888/PrtT* and *POX06865* were included. POX03888/PrtT, a transcription activator of extracellular proteases in filamentous fungi, could directly regulate the expression of many peptidase genes and several amylase genes including α-amylase, glucoamylase and α-glucosidase genes. POX03888/PrtT also indirectly regulated the expression of cellulase genes, which may be related to nutrient limitations (Chen et al., 2014). However, to our knowledge, there is no report about its regulation of xylanolytic genes in *P. oxalicum*. MEroyalblue also contained 19 transmembrane proteins with 2–14 TMDs, most of which were annotated as sugar/inositol transporter (IPR003663) and/or major facilitator superfamily (IPR011701), including cellodextrin transporter POX05915/CdtD.

The remaining 92 of 157 members in module MEroyalblue included 38 genes involved in metabolism (i.e., amino acid metabolism, carbohydrate metabolism, energy metabolism, lipid metabolism and enzyme families) and 54 unknown genes through KEGG annotation. Notably, four genes *POX02832*, *POX02775*, *POX05829*, and *POX07164*, encoded putative aldose 1-epimerase GalM, alcohol dehydrogenase, alcohol dehydrogenase and triosephosphate isomerase TpiA, respectively, which participate glycolysis/gluconeogenesis. However, these annotated genes were not previously known to be associated with cellulase and/or xylanase production in *P. oxalicum*.

The remaining five modules MEmidnightblue, MEorange, MEturquoise, MEgrey, and MElightcyan1 contained a few unimportant cellulase and XYN genes, and their members accounted for approximately 80% of all genes annotated in the genome of HP7-1 (Zhao et al., 2016), which should not therefore, be co-expressed with the major cellulase and XYN genes.

In order to understand the significance of the identified modules toward cellulase and xylanase production of *P. oxalicum*, their correlation coefficients were calculated. Using correlation coefficient > 0.4 and *p*-value < 0.05 as thresholds, the relevant modules to cellulase and xylanase production of *P. oxalicum* were screened and characterized. The correlation strengthens with the increase in the correlation coefficient. Module MEivory was most relevant to filter-paper cellulase and CMCase, with correlation coefficients of 0.92 (*p*-value 3e−10) and 0.76 (*p*-value 2e−5), respectively, followed by MEdarkgrey (0.43, *p*-value 0.04, and 0.44, *p*-value 0.03, respectively) and MElightsteelblue1 (0.47, *p*-value 0.02, and 0.51, *p*-value 0.01, respectively). MElightcyan1 showed low negative correlations (−0.43, *p*-value 0.04 and −0.47, *p*-value 0.02) with FPase and CMCase production, respectively, whereas no module was found to be correlated with pNPCase or pNPGase production. Only MEivory correlated with xylanase production of *P. oxalicum* (0.72, *p*-value 3e−10; Figure 9A). These results were confirmed through gene and module significance analyses (Langfelder and Horvath, 2008; Figures 9B,C).

**FIGURE 9:**
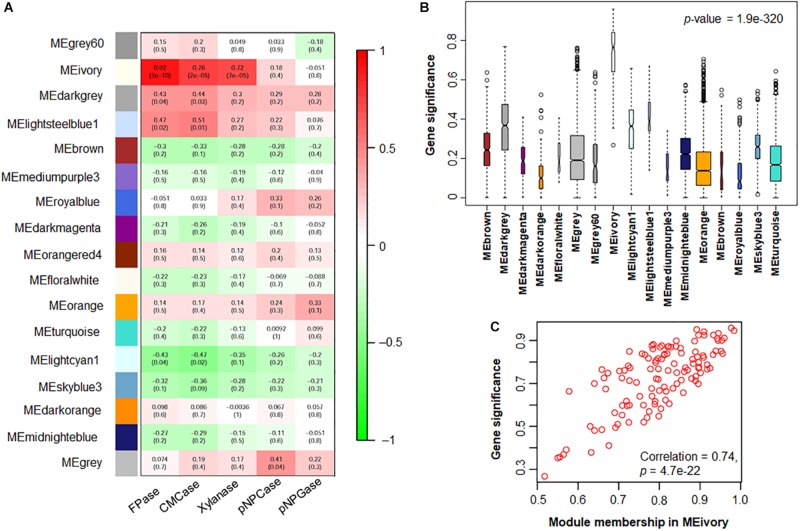
Module and trait correlations. **(A)** Modules and cellulase and xylanase production associations. The rows and columns correspond to module eigengenes and enzyme production levels, respectively. Each cell indicates the correlation coefficient and *p*-value between the module and specific enzyme production level. **(B)** Heatmap plot of mean gene significances across modules. **(C)** Gene significance vs. module membership in MEivory, which correlated the most with traits in panel **(A)**.

In addition, a relationship assay between module eigengenes indicated that MEivory had relatively tight correlations with MElightsteelblue1, MElightcyan1, and MEdarkgrey, compared with other modules, having correlation coefficients of 0.51, 0.47, and 0.41 (Figure 10).

**FIGURE 10:**
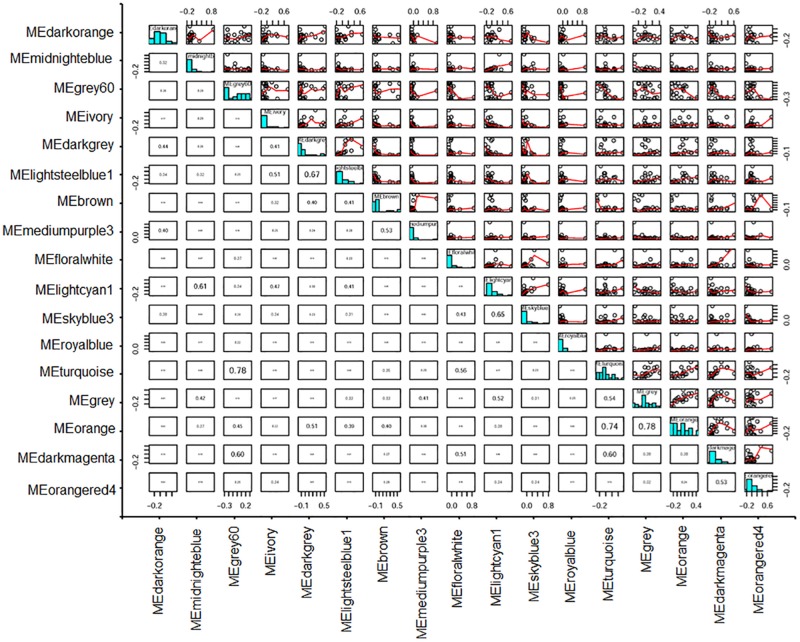
Heatmap plot of correlations between module eigengenes. Values in each cell represent the correlation coefficients between the adjacent modules.

The modules, MEdarkgrey, MElightcyan1 and MElightsteelblue1, included 490, 240, and 46 members, respectively. Surprisingly, several genes encoding proteins involved in fungal conidiation were observed in MEdarkgrey, including POX00872/NimX, POX01176/ArpA-like, POX01430/Alb1/wA, POX03412/ArpA, POX05090/TmpA, POX06534/BrlA, POX07586/FlbB, POX07025/AbaA, POX07099/FlbD, POX01179/ArpB-like, POX01390/AygA and POX01391/AbrA, indicating that MEdarkgrey might be a co-expression network involved in fungal conidiation. 

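Among the conidiation genes named here, 12 had a mean pairwise Pearson *r* of 0.799 over the 24 condition means. In 10000 random lists of the same size, the median was 0.051 and the highest value 0.435. Spearman correlation moved the value most, to 0.749, and on log2(FPKM + 1) it was 0.769. The genes were placed in the same module by correlation over these conditions, so a value above random lists is built in. These alternatives were added after the data had been seen.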

Fungal conidiation is associated with several environmental factors such as nutrient limitation and light (Ruger-Herreros and Corrochano, 2020). For example, GLU starvation induces hydrolase production and maturation, while GLU richness enhances mycelial biomass and conidiation. The secretion of extracellular hydrolases supports conidia formation by releasing nutrients (Emri et al., 2018) such as GLU, resulting in the co-regulation of fungal conidiation and hydrolase production. Two key members of the central regulatory pathway, BrlA and AbaA, tightly control fungal sporulation, acting in concert with fluffy low *BrlA*s (FLBs), such as FlbB and FlbD (Park and Yu, 2012). BrlA down-regulated cellulase activity of *P. oxalicum* (Qin et al., 2013), while AbaA acted positively (data not shown). Proteins AygA, AbrA, Alb1/wA, ArpA, and ArpB are involved in pigment biosynthesis (Mayorga and Timberlake, 1990; Park and Yu, 2012), and NimX, acyclin-dependent kinase, controls fungal cell division (McGuire et al., 2000). TmpA is a putative membrane flavoprotein that regulates asexual development in *Aspergillus nidulans* (Soid-Raggi et al., 2006). Whether these proteins are involved in cellulase and xylanase production of *P. oxalicum* needs to be studied further.

In MElightcyan1, the gene *POX07254* encodes an essential TF, CreA, that mediates fungal carbon catabolite repression in the presence of the favored carbon source, GLU. CreA inhibits the expression of almost all the cellulase and xylanase-encoding genes and their regulatory genes, including *ClrB* and *XlnR*, induced by insoluble cellulose (Antonieto et al., 2014; Li et al., 2015; Huberman et al., 2016). In contrast, the other genes in this module have neither been found to be associated with the regulation of cellulase and xylanase-encoding genes in fungi, nor as genes in module MElightsteelblue1.

### Identification of Highly Connected (Hub) Genes in MEivory

The co-expression network of genes in MEivory was constructed using Cytoscape 3.6.1 software (Shannon et al., 2003), and the hub genes were investigated in the constructed network. 

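By connectivity within the 120 MEivory members (sum of |Pearson *r*| raised to the power of 24), 11 of the paper's 20 hub genes were among the 20 best connected, against 3.3 by chance. The paper took its hub genes from co-expression in these same data, so an overlap above chance is in part built in. *POX05571* (6.63), *POX01166* (6.62), *POX08897* (6.04), *POX05570* (6.01) and *POX06079* (5.70) ranked highest. Among the paper's hub genes, the regulators *POX01960/ClrB* (0.16) and *POX02071/ClrB-2* (1.92) ranked only 102 and 35 of the 120 members. The overlap was 9–13 genes under the alternatives, and lowest with rescaling by the median of ratios and without replicate 2. Each of the paper's hub genes had |Pearson *r*| above 0.4 with 77–119 of the other members.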

The 20 largest hub genes in MEivory were *POX03368*, *POX06079*, *POX06051/CdtC*, *POX03367*, *POX03641*, *POX02071*, *POX01166/Cel5B*, *POX05571/Cel7B*, *POX05570/Cel45A*, *POX01896/Cel5C*, *POX01646*, *POX02739*, *POX01961*, *POX01960*/*ClrB*, *POX01833*, *POX03062*, *POX05587*/*Cel7A-2*, *POX08897*/*AA9*, *POX07524*, and *POX07415*, having 34 to 48 coupled genes (Figure 11). Most of them encoded proteins that were CAZymes, including the essential cellulases (CBH POX05587/Cel7A-2; EGs POX01166/Cel5B, POX05571/Cel7B, POX05570/Cel45A and POX01896/Cel5C; BGLs POX01646, POX03062, POX06079, and POX03641; Auxiliary activity POX08897/AA9), and their regulators such as *POX01960*/*ClrB* and *POX02071*/*ClrB-2*. It is not surprising that these cellulase genes and their regulatory genes in filamentous fungi including *P. oxalicum*, *T. reesei*, and *Neurospora crassa*, are clustered together because they are co-induced in response to most plant biomass substrates such as WB, sugarcane bagasse and Avicel (Craig et al., 2015; Yan et al., 2017; Borin et al., 2018). Under fungal growth conditions, in the presence of cellulose, cellulose is first digested into cellodextrins by constitutive levels of extracellular CBHs and EGs. The generated cellodextrins are transported into the fungal cells by the cellodextrin transporter CdtC, then either degraded into GLU by intracellular β-glucosidases, such as POX06079, or act as an inducer of cellulase and xylanase gene expression (Li et al., 2015). The proteins POX01646, POX01833, POX01961, POX02739 and POX07524, were annotated as β-xylosidase, α-mannosyltransferase, β-mannosidase, carbohydrate acetylesterase and α-L-rhamnosidase, respectively, and may assist the major cellulases with degradation of plant cell walls. POX03368 shared a 33.72% identity with MreA from *Aspergillus oryzae* (accession number BAB13480.1) that encodes an isoamyl alcohol oxidase. Isoamyl alcohol oxidase catalyzes the formation of isovaleraldehyde as the main component of *mureka*, producing the off-flavor (Yamashita et al., 2000). POX03367 was annotated as an ATP-dependent Clp protease, ATP-binding subunit ClpX. ClpX is a protein chaperone of ClpP proteases, which are responsible for protein homeostasis through the degradation of damaged or unfolded proteins, as well as for the conditional degradation of functional proteins in response to environmental signals (Stahlhut et al., 2017). The function of ClpXP has been studied broadly in prokaryotes but rarely reported in fungi. Whether POX03367 and POX03368 are involved in the regulation of cellulase and xylanase-encoding gene expression levels in fungi remains unknown, and needs to be further studied.

**FIGURE 11:**
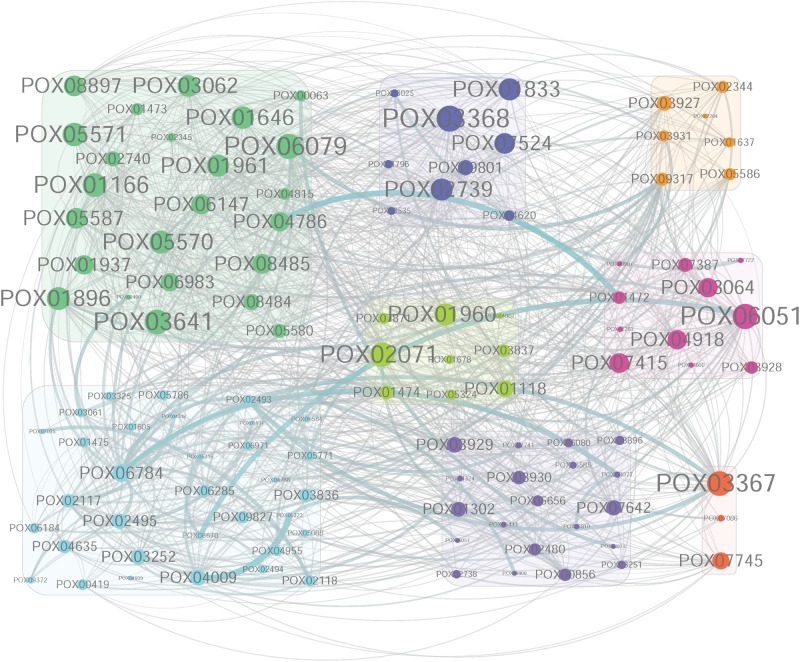
Co-expression network of the highly connected genes in module MEivory. The co-expression network of genes in MEivory was constructed using Cytoscape 3.6.1 software. This network only shows the genes having correlation coefficients greater than 0.4. Cycle size indicates the number of connected genes. Green, CWDEs; Blue, the remaining CAZymes; Light-green, TFs; Dark-orange, proteins involved in protein homeostasis; Orange, other annotated proteins; Pink, putative transporters; Light-blue, hypothetical proteins; Purple, transferases.

### Kinetic Analysis of the Expression Levels of MEivory Members

The overall expression levels of these 120 genes were induced by complex carbon sources (i.e., AV, MC, WB, and HEC), but the levels varied depending on the carbon source. Conversely, their transcriptional levels in both the presence of GLU and NC were low or inhibited (Figure 12A). 

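The MEivory level, taken as the median log2(FPKM + 1) of its members, was 2.60 ± 0.14 (SD, *n* = 3), 3.06 ± 0.12, 3.47 ± 0.14 and 3.52 ± 0.03 on NC at 4, 12, 24 and 48 h. On AV, MC, HEC and WB, the 3 libraries were above the 3 of NC in all 16 comparisons, the smallest exact *p* for 3 against 3 libraries being 0.1, and were so in all 16 after rescaling by the median of ratios. The level exceeded that on NC by 1.71, 2.05, 1.91 and 2.75 on MC, by 1.24, 1.30, 2.18 and 1.28 on AV, by 1.13, 0.86, 0.57 and 0.81 on HEC and by 0.61, 0.98, 0.92 and 0.71 on WB. Rescaling raised all 16 differences, to 3.12 on MC at 48 h. Median log2 fold changes of the members tested were smaller, from 0.04 on WB at 4 h to 2.16 on MC at 48 h.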

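On GLU, the MEivory level was 1.81 ± 0.16 (SD, *n* = 3), 2.25 ± 0.20, 3.00 ± 0.17 and 3.43 ± 0.01 at 4, 12, 24 and 48 h. The 3 GLU libraries were below the 3 NC libraries at all 4 time points, before and after rescaling, by −0.80, −0.81, −0.47 and −0.09 (exact *p* = 0.1 each, the smallest possible). At single genes, 57 members were DEGs on GLU at any time, 48 of them down-regulated at least at 1 time point and 0 up-regulated at all 4. Calls on GLU summed to 19 up- and 77 down-regulated, and to 23 and 60 after rescaling.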

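The median level of the MEivory members on AV was 3.84 ± 0.16 (SD, *n* = 3), 4.36 ± 0.46, 5.65 ± 0.07 and 4.80 ± 0.10 at 4, 12, 24 and 48 h, a change of 1.81 from 4 to 24 h and of −0.85 from 24 to 48 h. On MC it was 4.32 ± 0.19, 5.10 ± 0.03, 5.38 ± 0.21 and 6.27 ± 0.08, with steps of 0.79, 0.27 and 0.89. All these changes had an exact *p* of 0.1, the smallest that 3 against 3 libraries can give. Rescaling by the median of ratios moved those on AV most, to 1.27 and −0.63. The step of 0.27 on MC from 12 to 24 h was 0.12 after rescaling, and 0.16 without replicate 1 of MC at 24 h.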

Comparative analyses revealed that the expression levels of MEivory members increased between 4 and 24 h of induction by AV and then decreased, while remaining increased over time by MC. In contrast, their expression only increased from 4 to 12 h and then stabilized in the presence of HEC or WB. 

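On WB, the level rose by 0.83 from 3.21 ± 0.09 (SD, *n* = 3) at 4 h to 4.04 ± 0.13 at 12 h (exact *p* = 0.1, the smallest possible), and was 4.39 ± 0.10 and 4.23 ± 0.10 at 24 and 48 h, a change of 0.19 from 12 h (exact *p* = 0.2). On HEC, it was 3.73 ± 0.07 at 4 h and 3.92 ± 0.23 at 12 h, a change of 0.19 in which the libraries overlapped (exact *p* = 0.3). This change was −0.15 after rescaling by the median of ratios, −0.01 with the mean of the members and −0.04 with the members of mean FPKM of at least 1. From 12 to 48 h, the level on HEC rose by 0.42 to 4.34 ± 0.19 (exact *p* = 0.1).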

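The median level of the MEivory members on MC exceeded that on HEC by 0.59, 1.19, 1.33 and 1.93 at 4, 12, 24 and 48 h, and that on WB by 1.10, 1.07, 0.99 and 2.04. In all of these, the 3 MC libraries were above the others (exact *p* = 0.1, the smallest possible). On AV, the excess over HEC was 0.11 (exact *p* = 0.4), 0.44 (0.3), 1.61 and 0.47, with an exact *p* of 0.1 where none is given. Over WB, AV was higher by 0.63 at 4 h, 0.32 (exact *p* = 0.3) at 12 h and 0.57 at 48 h, and all 3 AV libraries were above those on WB at 4, 24 and 48 h. After rescaling by the median of ratios, the difference between AV and HEC at 4 h was −0.03.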

The expressional levels of MEivory in the presence of MC and AV were higher than those on HEC and WB, especially at later stages of culture (Figure 13). The overall expression changes over time should be attributed to the distinct structure and chemical composition of different biomass substrates (Wang et al., 2015). AV has a high crystallinity, in which large macrofibrils are aggregated together, resulting in a tightly packed structure, which limits the penetration of cellulolytic enzymes. Therefore, degradation of AV is based on a layer-by-layer model, with synergistic interactions between CBHs, EGs and BGLs (Yang et al., 2011; Bornscheuer et al., 2014). During the early stage of AV induction, *P. oxalicum* stimulates the expression of genes in MEivory to degrade AV and promote GLU uptake, which increases over time. However, during the later stages, the secreted cellulolytic enzymes were enough for the degradation of the remaining substrate, or fungal cells might have required little GLU as a result of maturation or death, which contributed to the reduction in gene expression. MC and HEC are derived from cellulose, through random methylation and hydroxyethylation, respectively. Theoretically, their digestion also requires synergistic action by several cellulolytic enzymes. However, the methylated and hydroxyethylated groups should inhibit the binding of enzymes to these substrates, which might lead to a different enzyme composition. In addition, methylated and hydroxyethylated cello- or mono-oligosaccharides might enter into fungal cells to differentially induce gene expression, but this needs confirmation. In contrast, WB is composed predominantly of starch, non-starch polysaccharides such as cello-oligosaccharides and GLU, and crude proteins (Sardari et al., 2019). Cello-oligosaccharides are required for cellulase and xylanase production in *P. oxalicum* (Sun et al., 2008). However, how WB induces the expression of genes encoding cellulolytic enzymes has been unclear up to now. GLU is known to repress the secretion of cellulolytic enzymes in filamentous fungi through promoting carbon catabolite repression (CCR). In the presence of GLU, CCR is regulated mainly by transcription factor CreA, that represses the expression of genes encoding plant cell wall-degrading enzymes and their regulatory genes. The regulation of CreA partially depends on its intracellular localization and phosphorylation (Huberman et al., 2016). Under growth induction conditions, CreA forms a CreA-SsnF-RcoA repressor complex that may promote CreA degradation, connected to an SCF ubiquitin ligase complex, via GskA protein kinase, whereas, when supplied with GLU, CreA disconnects from the ubiquitin ligase complex and is then transported into the nucleus of *A. nidulans* (de Assis et al., 2018).

**FIGURE 12:**
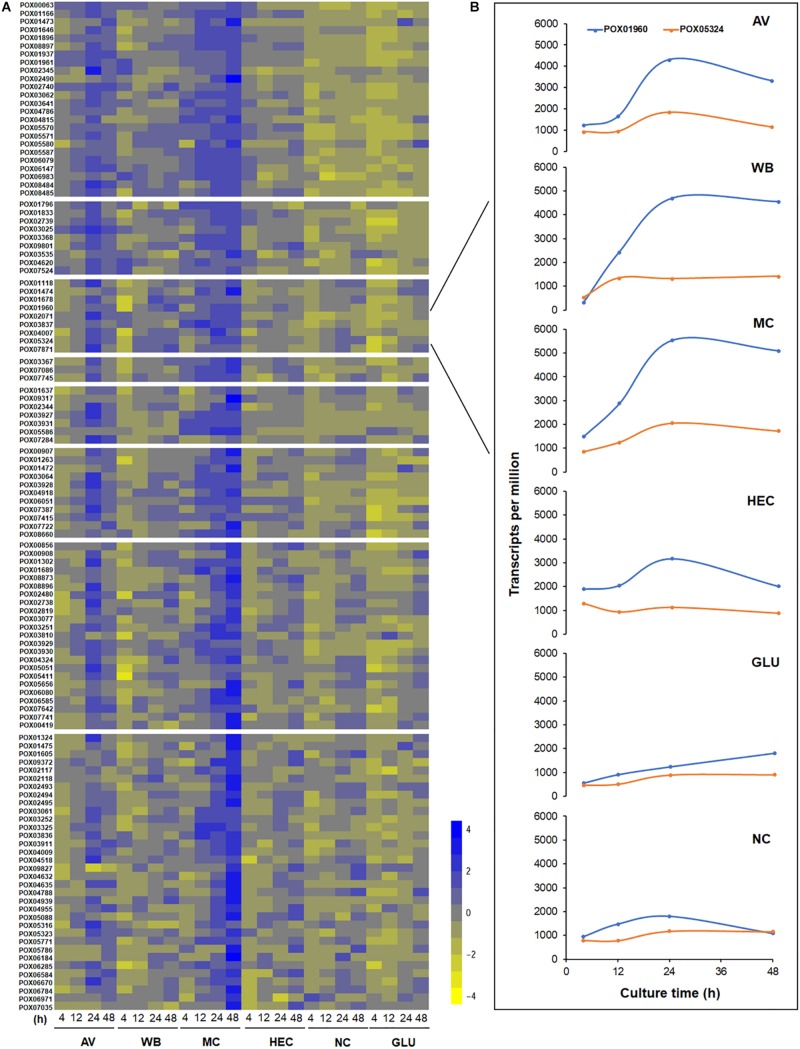
Heatmap plot of gene expression levels in module MEivory **(A)** and a comparison of transcription levels between *POX01960* and *POX05324* **(B)**. The heatmap **(A)** is constructed based on log2 fold change of each gene on different carbon sources compared with that on NC; transcript plots **(B)** use the FPKM of each gene. AV, Avicel; WB, wheat bran; MC, methyl cellulose; HEC, 2-hydroxyethyl cellulose; GLU, glucose; NC, no carbon source; FPKM, fragments per kilobase of exon per million mapped reads.

**FIGURE 13:**
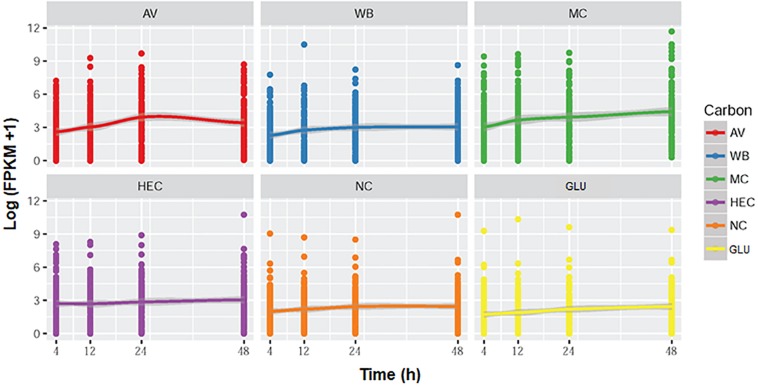
Graphs showing the expression of genes (FPKM) in module MEivory over time. AV, Avicel; WB, wheat bran; MC, methyl cellulose; HEC, 2-hydroxyethyl cellulose; GLU, glucose; NC, no carbon source; FPKM, fragments per kilobase of exon per million mapped reads.

The transcripts of two key TF genes, *POX01960/ClrB* and *POX05324/XlnR*, directly regulate the expression of major cellulase and xylanase-encoding genes in *P. oxalicum*. 

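In the libraries, the mean FPKM of *POX01960/ClrB* was above that of *POX05324/XlnR* in 23 of the 24 conditions, and all 3 libraries of ClrB were above all 3 of XlnR in 21. The values were 121.4 ± 17.2 (SD, *n* = 3) and 40.8 ± 5.8 on AV at 24 h, 159.0 ± 10.1 and 42.1 ± 1.1 on MC at 48 h, and 36.3 ± 3.2 and 30.5 ± 1.0 on NC at 48 h. Over the 12 libraries of each carbon source, the mean log2 ratio of ClrB to XlnR was 1.33 on AV, 1.62 on MC, 1.45 on HEC, 0.98 on GLU and 0.79 on NC, positive in every library (exact sign-flip *p* = 0.000488, adjusted 0.000586, for each). On WB, it was positive in 9 of 12 libraries (exact sign-flip *p* = 0.00439), with an SD of 1.06. At 4 h on WB, ClrB was below XlnR in all 3 libraries (8.4 ± 0.5 and 11.0 ± 2.2). The *p* of 0.000488 is the smallest that the sign-flip test of 12 libraries can give. These 12 libraries are 3 at each of 4 time points, so they are not replicates of a single condition. On WB, the log2 ratio went from −0.38 at 4 h to 2.18 at 24 h, so its mean pools a change of sign. FPKM compares transcript levels and does not measure the activity of the proteins.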

Transcription of *POX01960/ClrB* was higher than that of *POX05324/XlnR* during the whole culture time on each carbon source (Figure 12B), suggesting that POX01960/ClrB plays a much greater role in the regulation of cellulase and xylanase-encoding gene expression in *P*. *oxalicum* than POX05324/XlnR. This finding is in contrast to Xyr1 and XlnR in *T. reesei* (Mach-Aigner et al., 2008; Borin et al., 2018), which was confirmed through the previous genetic analysis (Li et al., 2015; Zhao et al., 2016).

### Differential Expression Levels of MEivory Members Induced by Various Carbon Sources

Among the 120 members of MEivory, 22–108 DEGs were detected in the presence of five carbon sources (AV, MC, HEC, WB, and GLU; Supplementary Figure S12). 

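At 4, 12, 24 and 48 h, 51, 63, 68 and 88 MEivory members were DEGs on MC, 32, 41, 65 and 45 on AV, 37, 38, 34 and 32 on WB, 35, 28, 24 and 29 on HEC, and 22, 33, 26 and 15 on GLU. Of the 120 members, 108 were tested, 100 were DEGs in at least 1 comparison and 99 in at least 1 on AV, WB, MC or HEC. Up-/down-regulated calls summed over time were 267/3 on MC, 178/5 on AV, 121/20 on WB and 111/5 on HEC, and 303/1, 192/4, 125/17 and 138/5 after rescaling by the median of ratios. All 141 calls on WB and 270 on MC had an adjusted *p* of at most 0.05, over all genes or over the list alone, and so did 181 and 182 of 183 on AV, 115 and 116 of 116 on HEC, and 95 and 95 of 96 on GLU. Members had been grouped on these same data, so the sums show no stability of the calls. On HEC and WB, 20 and 12 members were up-regulated at all 4 time points, against 43 on MC and 26 on AV.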

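Genome-wide, 11 genes were up-regulated in all 16 comparisons of AV, WB, MC and HEC with NC, and 10–11 when each library was left out in turn. Of these, 9 are members of MEivory: *POX00063/Xyn10A*, *POX01937*, *POX01961*, *POX03929*, *POX03930*, *POX05570/Cel45A*, *POX05571/Cel7B*, *POX06051/CdtC* and *POX06079*. The other 2, *POX05915/CdtD* and *POX06783/Xyn11A*, belong to MEroyalblue. *POX02740*, *POX06147/Cel5A* and *POX01833* were up-regulated in 15 of the 16 comparisons. With a pseudocount of 0.1 or after rescaling by the median of ratios, 10 members of MEivory were up-regulated in all 16, and 8–9 when each library was left out in turn.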

Comparative analyses indicated that all four complex carbon sources (but not GLU) could co-activate the expression of 12 DEGs over the whole culture time and their encoding proteins included nine CAZymes (four EGs, POX02740, POX05570/Cel45A, POX05571/Cel7B and POX06147/Cel5A, one BGL, POX06079, one XYN, POX00063/Xyn11A, a β-1,4-mannanase, POX01937, a β-mannosidase, POX01961 and an α-mannosyltransferase, POX01833), the cellodextrin transporter POX06051/CdtC and two unknown proteins POX03929 and POX03930 (Supplementary Table S4). The InterPro (IPR) annotation revealed that POX03929 and POX03930 were an RTA-like protein (IPR007568), with multiple transmembrane regions, and a P-loop, containing nucleoside triphosphate hydrolase (IPR027417), respectively. To facilitate further study, these 12 DEGs were named as basic co-expression genes under biomass induction.

In addition, all 12 DEGs increased their transcriptional levels to various degrees under the induction of AV, MC, HEC and WB, with log2 fold changes from 1.1 to 10.3, except *POX01833* on WB at 4 h. Conversely, most of them showed a significant reduction on GLU (Figure 12A).

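Over the 16 comparisons with NC, log2 fold changes of the 12 genes were highest for *POX00063/Xyn10A* on AV at 24 h (9.60, SE 0.11, limma adjusted *p* = 1.33e-09). Below it and *POX05570/Cel45A*, the highest values were 9.17 for *POX06079*, 9.03 for *POX05571*, 8.24 for *POX06051*, 7.75 for *POX06147* and 7.37 for *POX01937*. Those of *POX03930*, *POX01961*, *POX03929*, *POX02740* and *POX01833* were 6.76, 6.69, 6.51, 5.78 and 4.24. On WB at 4 h, *POX01833* was down-regulated, with 2.29 ± 0.25 (SD, *n* = 3) against 8.62 ± 2.64 FPKM on NC (−1.51, SE 0.21, limma adjusted *p* = 0.000426). On WB at 12 h, *POX02740* rose by 0.89 (SE 0.15, limma adjusted *p* = 0.00129), and by 1.47 with a pseudocount of 0.1. On HEC at 24 h, *POX06147* rose by 0.79 (SE 0.19, limma adjusted *p* = 0.0108), and by 1.02 after rescaling by the median of ratios.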

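On GLU, *POX06051* was down-regulated at all 4 time points (−2.91 to −1.50) and *POX01937* at 3 (−2.03 to −0.24). *POX02740*, *POX05570*, *POX05571*, *POX06147*, *POX00063*, *POX01961*, *POX01833*, *POX03929* and *POX03930* were down-regulated at 1 time point each. *POX06079* was not called on GLU at any time (−0.34 to 0.56). *POX03929* and *POX03930* were also up-regulated at 1 time point, with highest values of 1.31 and 2.01.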

In addition to these 12 DEGs that were induced commonly by biomass, the expression levels of several specific DEGs showed significant alterations that were dependent on the duration of induction and/or different substrates. For example, the expression levels of two key *cbh* genes, *POX05587/Cel7A-2* and *POX04786/Cel6A*, were activated at 4 h on AV, HEC and MC, but not on WB, compared with NC. 

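At 4 h, the FPKM of *POX05587* was 3.25 ± 0.63 (SD, *n* = 3) on NC and 886 ± 217 on MC (log2 fold change 7.69, SE 0.19, limma adjusted *p* = 6.64e-07), 290 ± 70.1 on HEC (6.08, SE 0.21, adjusted *p* = 2.07e-05), 126 ± 44.6 on AV (4.86, SE 0.24, adjusted *p* = 5.61e-05) and 5.09 ± 0.88 on WB (0.52, SE 0.18, adjusted *p* = 0.034). That of *POX04786* was 1.86 ± 0.28 on NC, 1084 ± 177 on MC (8.56, SE 0.16, limma adjusted *p* = 1.98e-07), 374 ± 146 on HEC (6.96, SE 0.29, adjusted *p* = 4.92e-05), 82.5 ± 26.4 on AV (4.83, SE 0.22, adjusted *p* = 4.24e-05) and 2.62 ± 0.33 on WB (0.34, SE 0.15, adjusted *p* = 0.0769). On WB, the 3 libraries were above the 3 of NC for both genes, but neither reached the threshold for DEGs.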

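The log2 fold change of *POX01960/ClrB* compared with NC was 1.37 (SE 0.09, limma adjusted *p* = 7.53e-06) on MC at 24 h and 2.10 (SE 0.09, adjusted *p* = 4.37e-06) at 48 h. On AV, it was 1.19 (SE 0.12, limma adjusted *p* = 0.000172) and 1.39 (SE 0.11, adjusted *p* = 0.000102), and on WB 1.23 (SE 0.08, adjusted *p* = 1.45e-05) and 1.87 (SE 0.10, adjusted *p* = 1.13e-05) at these times. On WB at 4 h, ClrB was down-regulated (−1.59, SE 0.20, limma adjusted *p* = 0.000268). On HEC, it was 0.69 (SE 0.24, limma adjusted *p* = 0.0594) at 4 h, 0.65 (SE 0.16, adjusted *p* = 0.0108) at 24 h and 0.78 (SE 0.14, adjusted *p* = 0.00342) at 48 h, all below the threshold for DEGs, and 1.07 at 4 h after rescaling by the median of ratios. ClrB was a DEG in 7 of the 20 comparisons, and its unadjusted *p* was at most 0.05 in 16.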

The regulatory gene *POX01960*/*ClrB* was induced after 24 h on AV and MC, as well as at 4 and 48 h on HEC, but was inhibited at 4 h on WB. The transcription levels of *POX05324/XlnR* on all five carbon sources showed no significant differences from NC, except at 24 h on MC (Figures 12, 14).

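On MC at 24 h, the FPKM of *POX05324/XlnR* was 40.0 ± 6.99 (SD, *n* = 3) against 27.0 ± 2.35 on NC (log2 fold change 0.54, SE 0.13, limma adjusted *p* = 0.00506). *POX05324/XlnR* was not a DEG in any of the 20 comparisons, although its unadjusted *p* was at most 0.05 in 11. Its log2 fold changes ranged from −0.83 on GLU at 4 h to 0.57 on AV at 24 h, and the lowest value when a library was left out was −1.06, on GLU at 4 h.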

**FIGURE 14:**
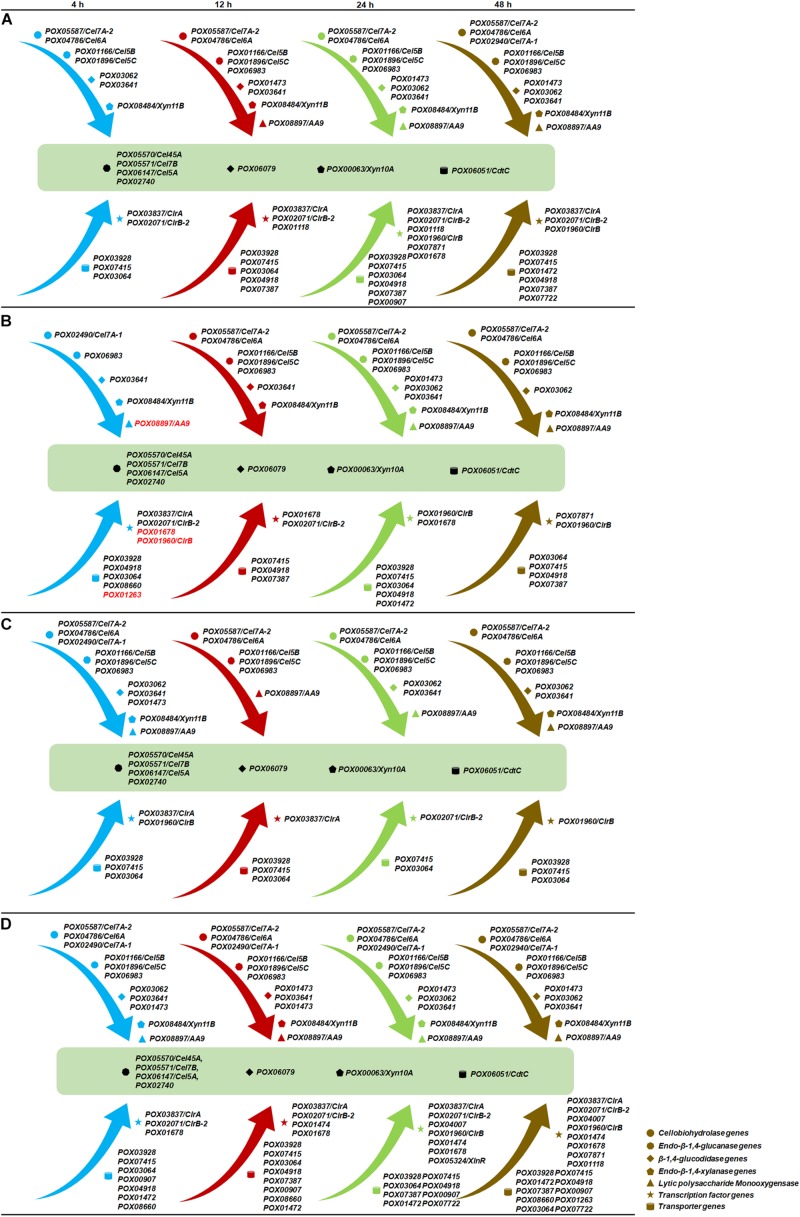
Model of sequential gene expression in response to various carbon sources in *P. oxalicum*. **(A)** Avicel; **(B)** wheat bran; **(C)** 2-hydroxyethyl cellulose; **(D)** methyl cellulose. Gene IDs in black indicate up-regulated genes on the corresponding carbon sources compared with no carbon source, while gene IDs in red indicate down-regulated genes. Genes in dark green were co-activated by all four induced carbon sources over the whole culture time. Arrows in blue, red, green and brown represent different induction times, recoding as 4, 12, 24, and 48 h, respectively.

Consequently, the expression levels of major cellulase and xylanase genes in *P. oxalicum* were simultaneously induced, but at different expression levels, thereby resulting in different enzyme production levels. The expression changes may be attributed to different sites of action of the different cellulolytic enzymes and the distinct chemical composition of different biomass substrates (Wang et al., 2015). EGs randomly attack internal β-1,4-glycosidic bonds in cellulose chains to generate numbers of cello-oligosaccharides with exposed ends. CBHs release cellobiose from both ends of cello-oligosaccharides. Finally, BGLs break cellobiose and cello-oligosaccharides into GLU (Wang et al., 2013). Atomic force microcopy indicated that the rough surface of the original AV became smoother after enzymatic hydrolysis, which results from the expression of the essential *cbhs* and *egs* during the early induction period (Yang et al., 2011; Bornscheuer et al., 2014); the AV derivatives HEC and MC behaved similarly. In contrast, WB is composed predominantly of starch, non-starch polysaccharides and crude proteins. The non-starch polysaccharides included cello-oligosaccharides, arabinoxylans and β-(1,3) (1,4)-glucan (Sun et al., 2008). Therefore, when cultivated on WB, *P. oxalicum* could use GLU from the degradation of other polysaccharides, such as starch, during the early induction period.

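Of the 964 genes in the paper's lists of CAZymes, transporters, TFs and GPCRs, 854 were DEGs in at least 1 of the 20 comparisons, and 848–858 when each library was left out in turn. They comprised 351 of the 392 CAZyme genes, 249 of the 283 TF genes, 238 of the 271 transporter genes and 16 of the 18 GPCR genes. The filter moved the count most: without it, 878 genes were DEGs. Calls of CAZyme genes summed over time were 443 on AV, 578 on WB, 544 on MC, 245 on HEC and 585 on GLU, of which 440, 578, 543, 241 and 579 passed with *p* adjusted over all genes and 442, 578, 543, 241 and 581 over the list alone. Up-/down-regulated calls of CAZyme genes were 234/209, 344/234, 214/330, 130/115 and 139/446, and 279/145, 377/199, 258/207, 167/57 and 162/381 after rescaling by the median of ratios, with the main direction reversed on MC. The lists are the paper's own DEGs, so the share found again shows no stability.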

Altogether, comparative transcriptomic analysis revealed that the transcriptional levels of 964 DEGs encoding putative CAZymes, TFs, transporters and GPCRs, namely common DEGs (Supplementary Table S6), showed alterations at various degrees in response to the chosen carbon sources AV, WB, MC, HEC, and GLU, compared with that on NC. 

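At 4 h, 44 genes of the paper's CAZyme, TF, transporter and GPCR lists were DEGs on AV, WB, MC, HEC and GLU alike, namely 23 CAZyme, 11 TF, 9 transporter and 1 GPCR genes. With an unadjusted *p* of at most 0.05 and no threshold on the fold change, 84 CAZyme, 63 TF, 50 transporter and 6 GPCR genes were shared.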

Among them, at 4 h of induction, a total of 15 CAZyme-encoding genes, 11 transporter-encoding genes and 13 TF-encoding genes simultaneously altered their transcriptional levels in the presence of all the carbon sources, whereas no GPCR-encoding genes did. There were two (i.e., only TF-encoding genes), 176 (i.e., 66 CAZyme-encoding genes, 42 transporter-encoding genes, 56 TF-encoding genes, and 12 GPCR-encoding genes), ten (i.e., six CAZyme-encoding genes, three transporter-encoding genes and one TF-encoding genes), nine (i.e., four CAZyme-encoding genes, one transporter-encoding genes and four TF-encoding genes) and 97 DEGs (i.e., 46 CAZyme-encoding genes, 31 transporter-encoding genes and 20 TF-encoding genes) showing specific to AV, WB. 

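DEGs on a single carbon source at 4 h numbered 153 on WB, 78 on GLU, 10 on MC, 6 on HEC and 1 on AV. Those on WB were 45 CAZyme, 71 TF, 33 transporter and 4 GPCR genes, and those on GLU 34 CAZyme, 18 TF, 25 transporter and 1 GPCR genes. On MC there were 6 CAZyme and 4 transporter genes, on HEC 4 and 2, and on AV 1 CAZyme gene.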

MC, HEC, and GLU, respectively. At 12–48 h, 6–10 CAZyme-encoding genes, 6–10 transporter-encoding genes, and 5–7 transporter-encoding genes showed response to all carbon sources. 

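At 12, 24 and 48 h, 22, 22 and 19 of these genes were DEGs on all 5 carbon sources. They were 11, 15 and 9 CAZyme genes, 11, 7 and 9 transporter genes, and 0, 0 and 1 TF genes. Without a threshold on the fold change, 56, 59 and 48 TF genes had an unadjusted *p* of at most 0.05 on all 5. No GPCR gene was shared at these times, and 2, 4 and 1 had an unadjusted *p* of at most 0.05 on all 5.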

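Between 12 and 48 h, 15–40 genes of the 4 classes were DEGs on AV alone, 37–50 on WB alone, 18–85 on MC alone, 4–16 on HEC alone and 56–142 on GLU alone. At 12, 24 and 48 h, they numbered 142, 81 and 56 on GLU and 18, 85 and 67 on MC. On WB there were 50, 37 and 41, on AV 15, 16 and 40, and on HEC 7, 4 and 16.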

A total of 13–44, 49–63, 25–79,1–8, and 61–175 common DEGs were specific to AV, WB. MC, HEC, and GLU, respectively (Supplementary Table S7).

### Identification of the Uncharacterized TFs for Regulating Fungal Cellulase and Xylanase Activities

Weighted gene co-expression network analysis revealed that the expression of nine TF genes was co-expressed with major cellulase and xylanase-encoding genes in *P. oxalicum*, of which four were known. We further constructed the deletion mutants of three genes, *POX01118*, *POX01474*, *POX01678* (Supplementary Figure S13) and investigated their regulatory roles in cellulase and xylanase production. Unfortunately, deletion of *POX04007* and *POX07871* that encoded C2H2- and Zn2Cys6-zinc finger proteins failed. Enzymatic activity assays indicated that mutants Δ*POX01118* and Δ*POX01474* lost approximately 30% of their cellulase and xylanase activities under some induction conditions, compared with Δ*PoxKu70*. For example, Δ*POX01118* had decreased FPase activity by 31.6–36.8% after 4 day of Avicel induction, while Δ*POX01474* had decreased xylanase activity by 22.0–29.8% at 4 day. Conversely, Δ*POX01678* had increased cellulase and xylanase activities (by approximately 30%) corresponding to FPase, CMCase, pNPCase and pNPGase, as well as xylanase activity (*p* < 0.05; Figure 15).

**FIGURE 15:**
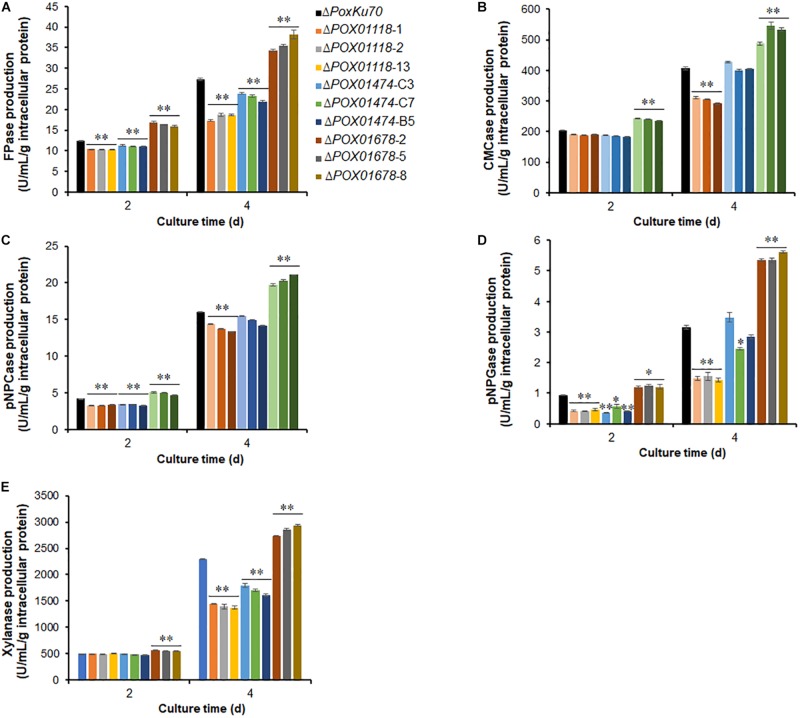
Cellulase and xylanase activities of three *P. oxalicum* deletion mutants Δ*POX01118*, Δ*POX01474*, Δ*POX01678* and the parental strain Δ*PoxKu70*, cultivated in medium containing Avicel after a transfer from GLU. **(A)** FPase; **(B)** CMCase; **(C)** pNPCase; **(D)** pNPGase; **(E)** xylanase. The experiments were carried out using three independent transformants of each gene. Enzymatic activities were determined at 2–4 days of cultivation. Enzymes activities were normalized by total intracellular proteins. ^∗^*p* ≤ 0.05 and ^∗∗^*p* ≤ 0.01 indicate significant differences between deletion mutants and parental strain Δ*PoxKu70* by Student’s *t-*test. FPase, filter paper cellulase; CMCase, carboxymethylcellulase; pNPCase, *p*-nitrophenyl-β-cellobiosidase; pNPGase, *p*-nitrophenyl-β-glucopyranosidase.

Simple Modular Architecture Research Tool (SMART) analysis^5^ indicated that POX01118 contained a GAL4-like Zn2Cys6 binuclear cluster DNA-binding domain (IPR001138; *E*-value 0.00000175) at the *N*-terminus (Supplementary Figure S14a). POX01118 shared 99.9% and 63.9% identity with PDE_09179 (GenBank accession number EPS34215.1) in *P. oxalicum* strain 114-2 and ANI_1_346064 (XP_001391371.2) in *Aspergillus niger* strain CBS 513.88, respectively. Phylogenetic analysis indicated that POX01118 was close to the homologs in *Aspergillus* and *Talaromyces* (Supplementary Figure S14b).

POX01474 contained a GAL-like domain (IPR001138; *E*-value 6.6e−7), a fungal trans domain (IPR007219; *E*-value 0.004; Supplementary Figure S14a), and shared 99.7% and 52.7% identity with PDE_09536 (EPS34572.1) in *P. oxalicum* strain 114-2 and citrinin biosynthesis transcriptional activator ctnR (TVY74105.1) in *Fusarium oxysporum* f. sp. *cubense* strain 160527, respectively. POX01474 is conserved in *Penicillium* and some members of *Aspergillus* (Supplementary Figure S14c).

POX01678 contained three ‘SANT, SWI3, ADA2, N-CoR, and TFIIIB’ (SANT) DNA-binding domains (IPR001005; *E*-values 0.00905, 4.38e−10, and 8.98e−7; Supplementary Figure S14a), and shared 97.5% and 45.4% identities with PDE_09744 (EPS34780.1) in *P. oxalicum* strain 114-2 and TCE0_017f04534 in *Talaromyces cellulolyticus* Y-94. POX01678 is specific to *P*. *oxalicum* (Supplementary Figure S14d).

## Conclusion

In this study, we identified a novel inducer (MC) for fungal cellulase and xylanase production and further comparatively analyzed the transcriptional patterns of *P. oxalicum* in response to MC, HEC, WB, AV, GLU, and NC. Moreover, through WGCNA analysis, the co-expression module MEivory that contains the cellulase and xylanase-encoding genes of *P. oxalicum* was identified. The transcriptional levels of MEivory members were dependent on the inducing carbon source and the induction time. Finally, three novel TFs POX01118, POX01474, and POX01678 were found to regulate the cellulase and xylanase production of *P. oxalicum*. These findings will facilitate understanding of the mechanisms required for the synthesis and secretion of fungal cellulases and xylanases and will provide a guide for *P. oxalicum* application in biotechnology.

## Data Availability Statement

The datasets generated for this study can be found in the GEO database with accession number GSE133258 on NCBI. The DNA sequences for POX01118, POX01474 and POX01678 have been deposited in the GenBank database (accession numbers MN529555–MN529557).

## Author Contributions

J-XF conceived, supervised this study, and revised the manuscript. SZ codesigned and co-supervised this study, and revised manuscript. C-XL carried out bioinformatic analyses, mutant construction and enzymatic activity assay, and manuscript preparation. X-ML was involved in preparation of experimental materials. All authors read and approved the final version of the manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Weighted Gene Co-expression Network Analysis Identifies Critical Genes for the Production of Cellulase and Xylanase in Penicillium oxalicum
**Source:** Front Microbiol. 2020 Mar 27;11:520. doi: 10.3389/fmicb.2020.00520
**Supplement:** Supplementary file 1

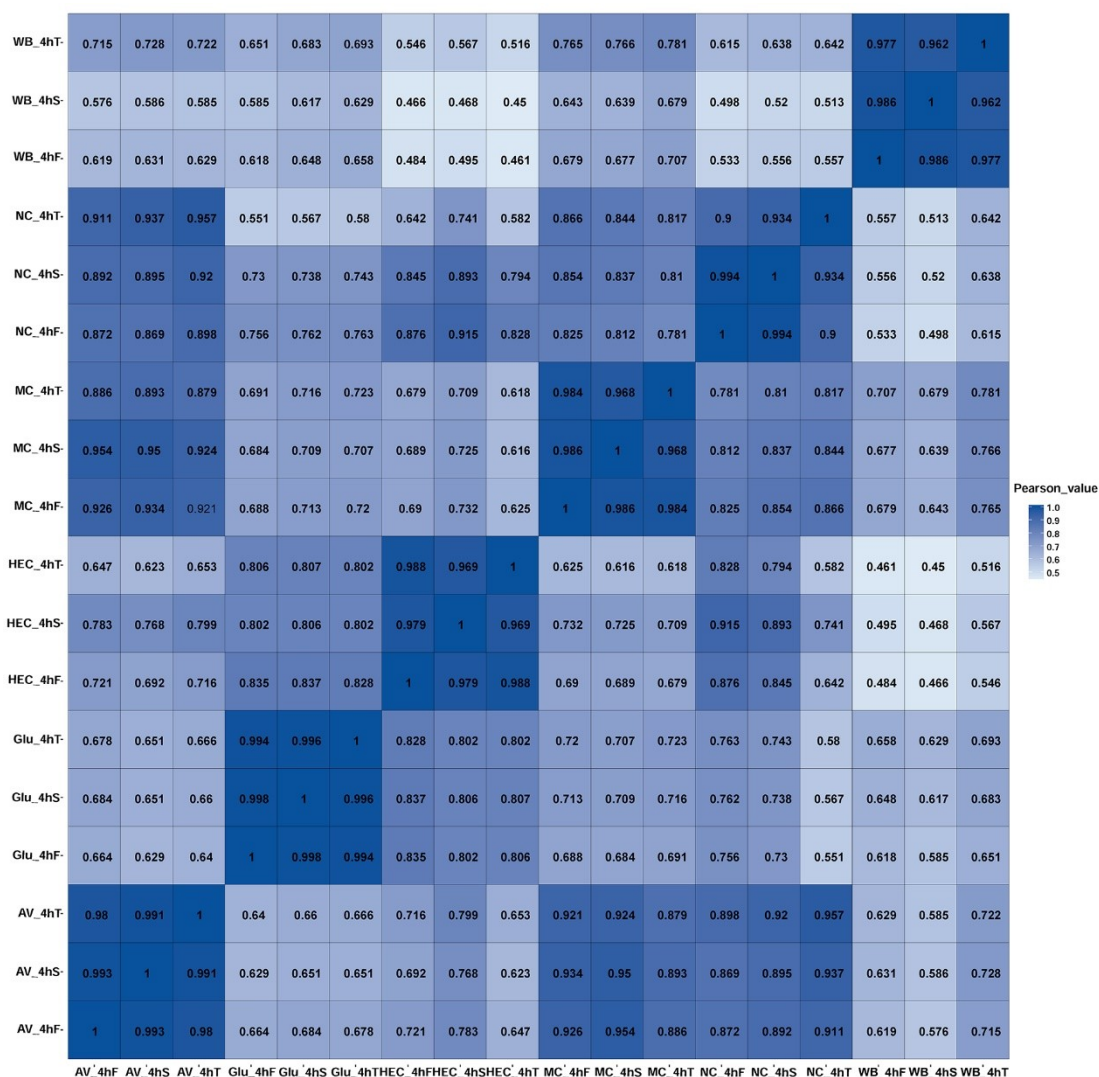

**Supplementary Figure S1. Pearson's correlation analysis of the transcriptomes of *P. oxalicum* strain  $\Delta PoxKu70$  in the presence of the five carbon sources WB, HEC, AV, MC and GLU, respectively.** The NC was used for a control. RNAs for sequencing were extracted from fungal cells sampled at 4 h after a transfer from GLU cultivated for 72 h. AV: Avicel; MC: methyl cellulose; HEC: 2-hydroxyethyl cellulose; GLU: glucose; WB: wheat bran; NC: without carbon source. F: first; S: second; T: third.

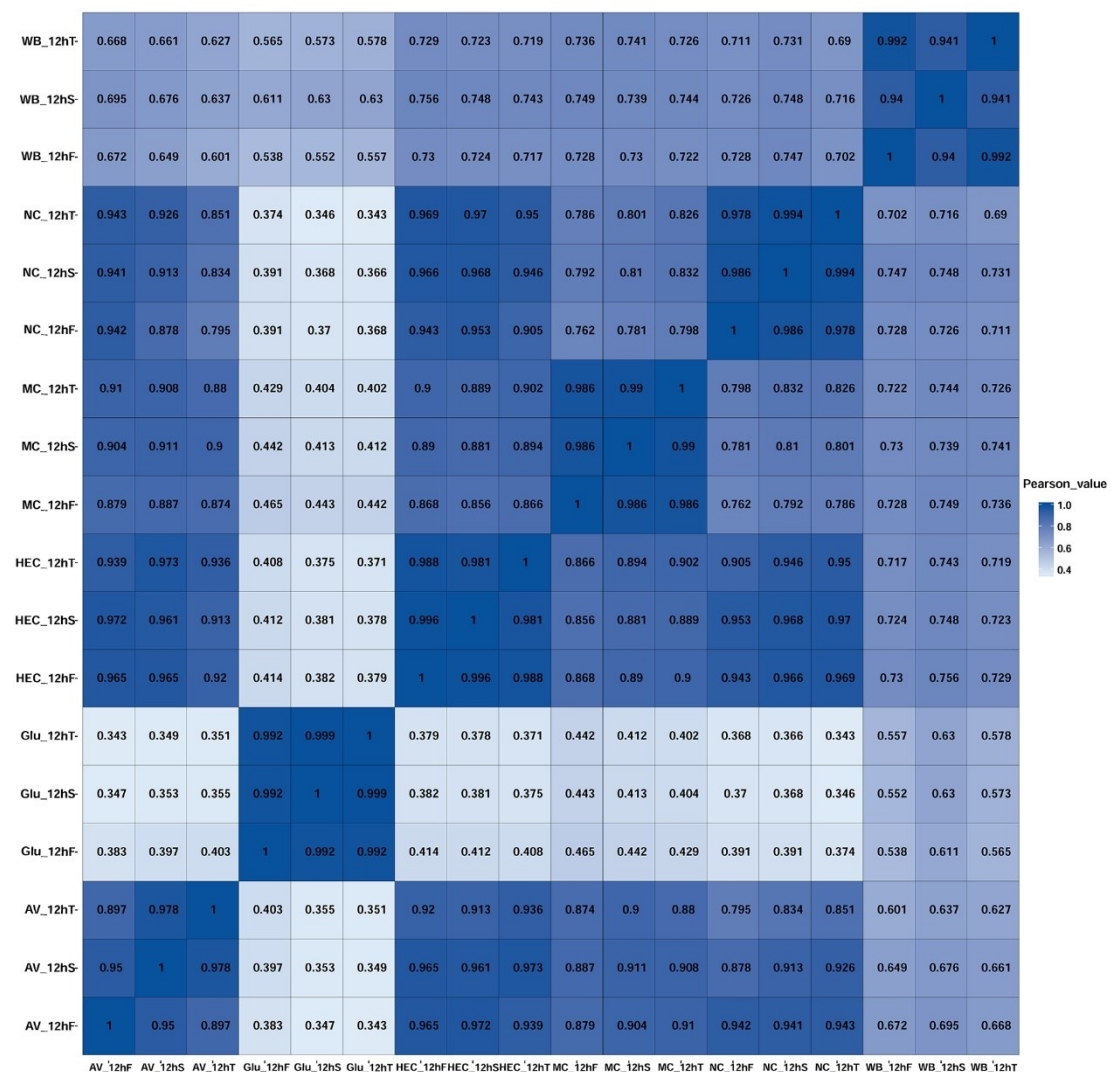

**Supplementary Figure S2. Pearson's correlation analysis of the transcriptomes of *P. oxalicum* strain  $\Delta PoxKu70$  in the presence of the five carbon sources WB, HEC, AV, MC and GLU, respectively.** The NC was used for a control. RNAs for sequencing were extracted from fungal cells sampled at 12 h after a transfer from GLU cultivated for 72 h. AV: Avicel; MC: methyl cellulose; HEC: 2-hydroxyethyl cellulose; GLU: glucose; WB: wheat bran; NC: without carbon source. F: first; S: second; T: third.

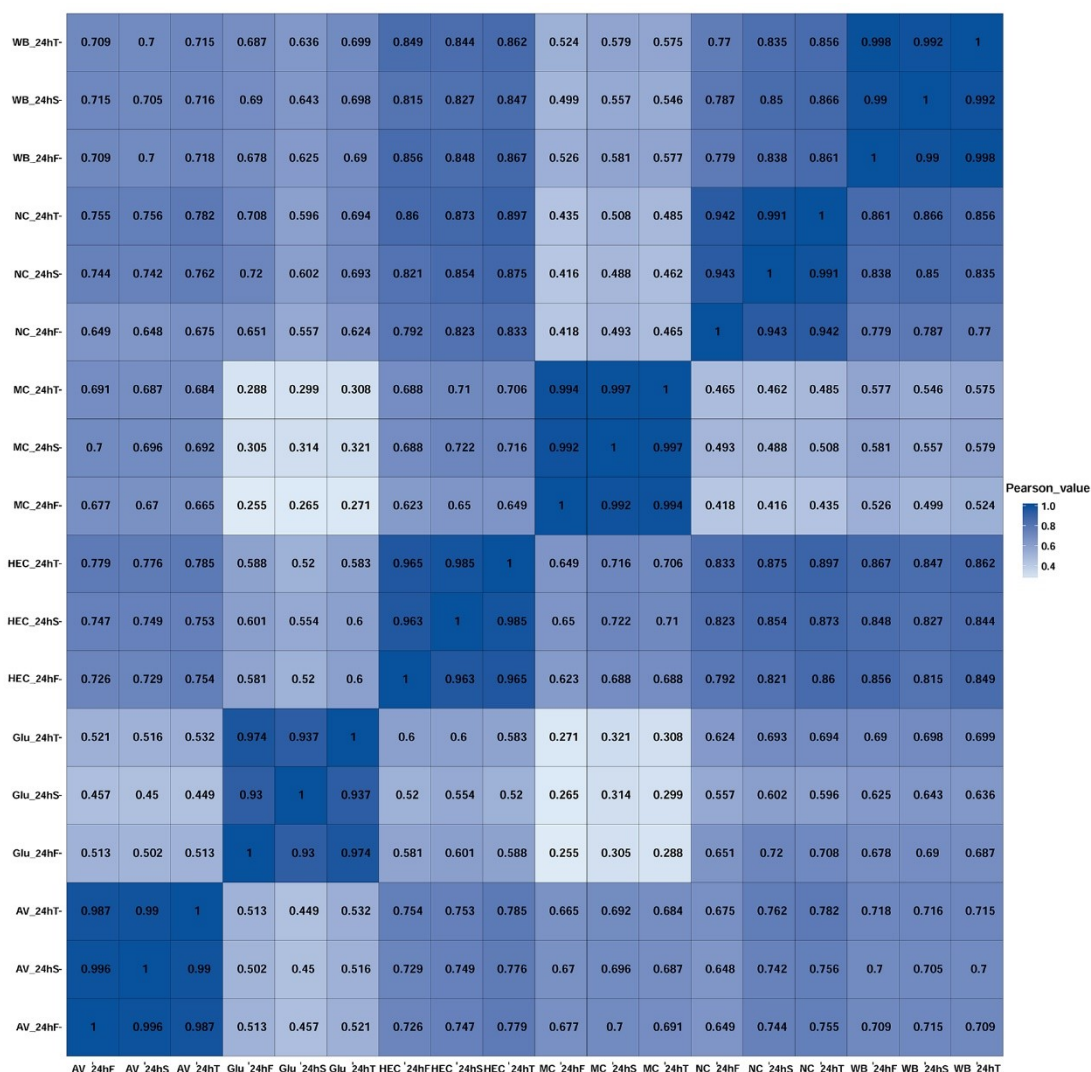

**Supplementary Figure S3. Pearson's correlation analysis of the transcriptomes of *P. oxalicum* strain  $\Delta PoxKu70$  in the presence of the five carbon sources WB, HEC, AV, MC and GLU, respectively.** The NC was used for a control. RNAs for sequencing were extracted from fungal cells sampled at 24 h after a transfer from GLU cultivated for 72 h. AV: Avicel; MC: methyl cellulose; HEC: 2-hydroxyethyl cellulose; GLU: glucose; WB: wheat bran; NC: without carbon source. F: first; S: second; T: third.

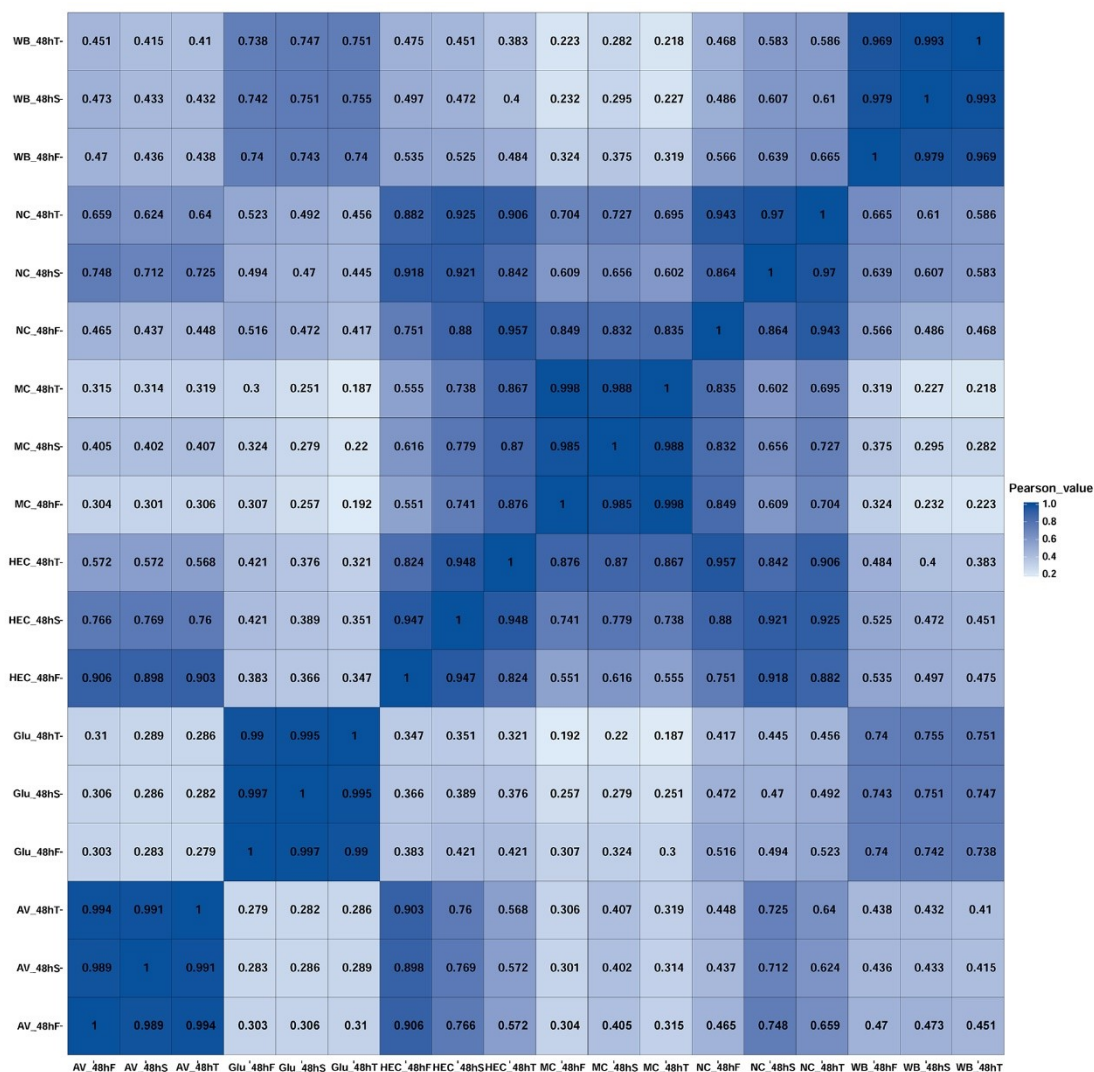

**Supplementary Figure S4. Pearson's correlation analysis of the transcriptomes of *P. oxalicum* strain  $\Delta PoxKu70$  in the presence of the five carbon sources WB, HEC, AV, MC and GLU, respectively.** The NC was used for a control. RNAs for sequencing were extracted from fungal cells sampled at 48 h after a transfer from GLU cultivated for 72 h. AV: Avicel; MC: methyl cellulose; HEC: 2-hydroxyethyl cellulose; GLU: glucose; WB: wheat bran; NC: without carbon source. F: first; S: second; T: third.

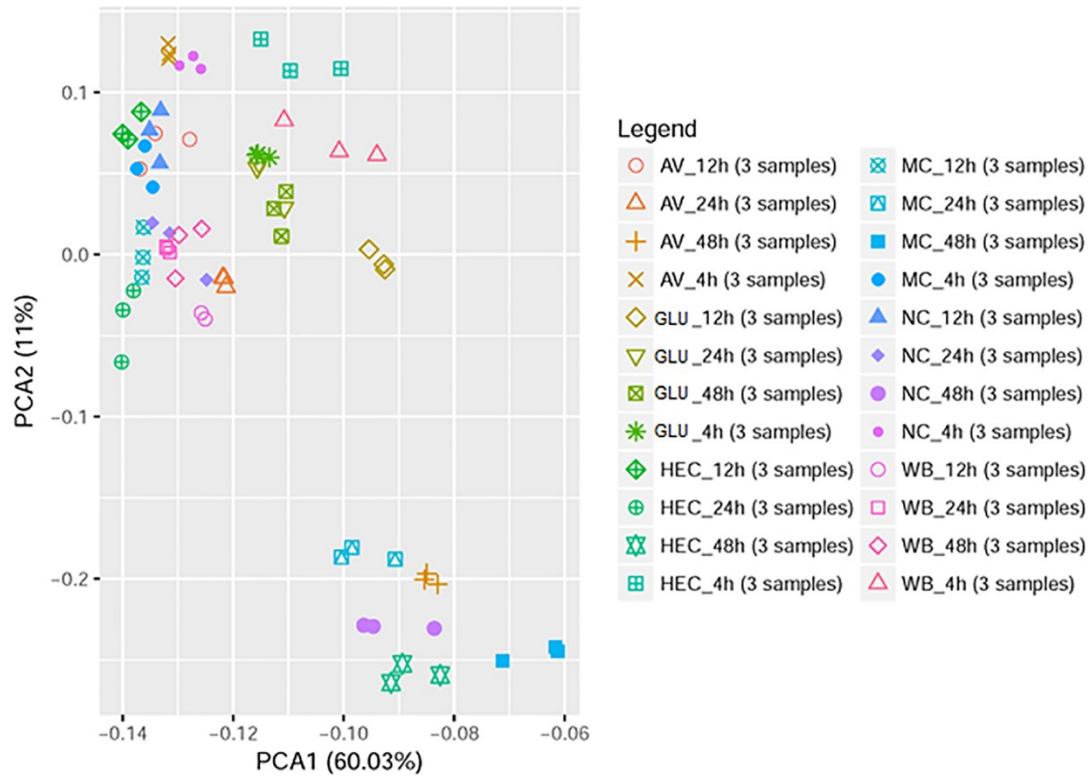

**Supplementary Figure S5. Principal component analysis of transcriptomes from *P. oxalicum* strain  $\Delta PoxKu70$  cultured on various carbon sources.** AV: Avicel; WB: wheat bran; MC: methyl cellulose; HEC: 2-hydroxyethyl cellulose; GLU: glucose; NC: without carbon source. Principal component analysis (PCA) is a statistical procedure that uses an orthogonal transformation to convert a set of observations of possibly correlated variables into a set of values of linearly uncorrelated variables called principal components.

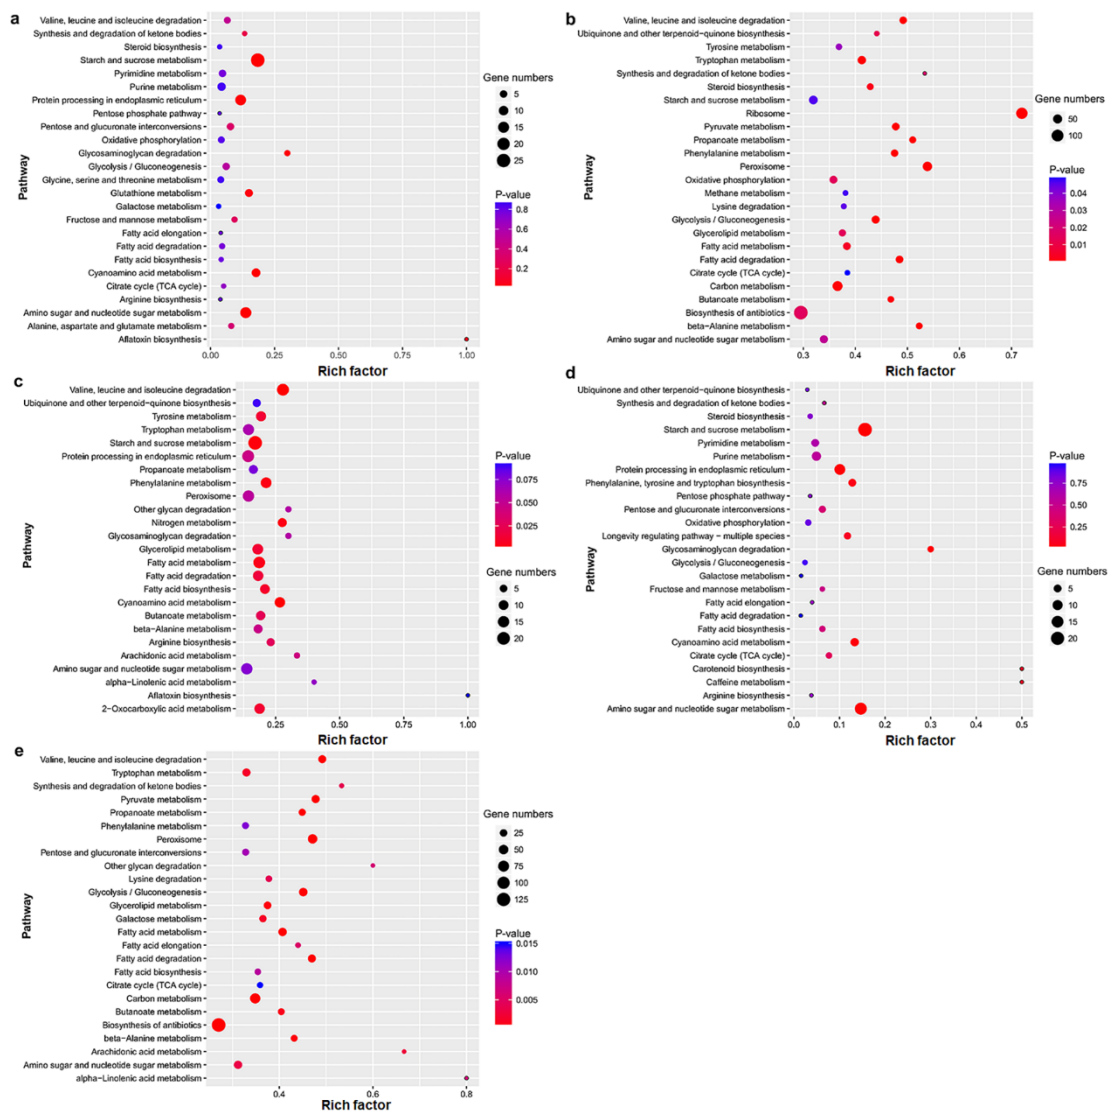

**Supplementary Figure S6. Bubble diagram of DEGs at 4 h after induction as assessed by KEGG pathway enrichment.** (a) AV vs NC; (b) WB vs NC; (c) MC vs NC; (d) HEC vs NC; (e) GLU vs NC. DEGs: differentially expressed genes; AV: Avicel; MC: methyl cellulose; HEC: 2-hydroxyethyl cellulose; GLU: glucose; NC: without carbon source. Rich factor means the value of enrichment factor that is the quotient of foreground value (the number of DEGs) and background value (total gene number).

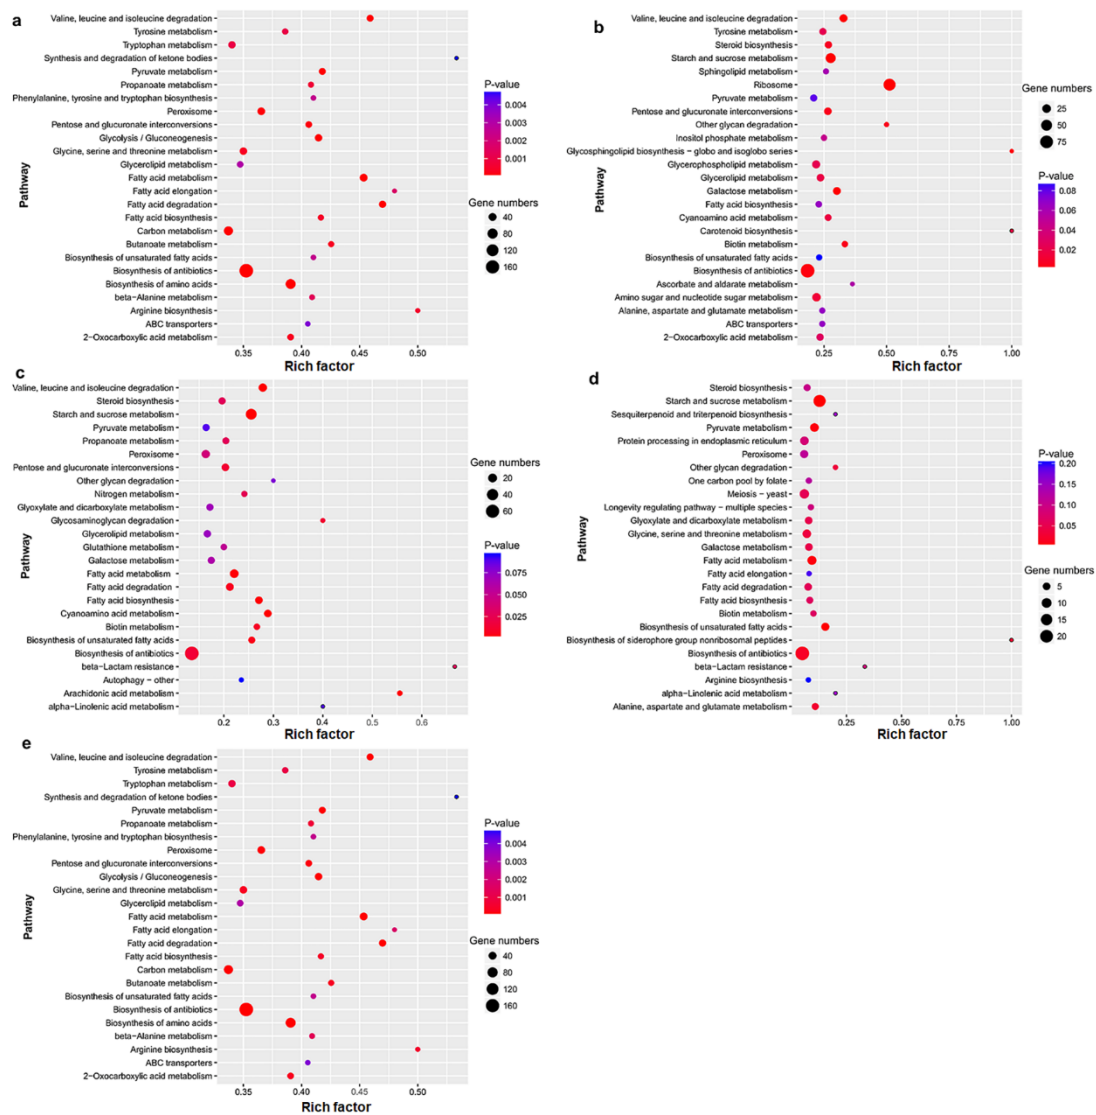

**Supplementary Figure S7. Bubble diagram of DEGs at 12 h after induction as assessed by KEGG pathway enrichment.** (a) AV vs NC; (b) WB vs NC; (c) MC vs NC; (d) HEC vs NC; (e) GLU vs NC. DEGs: differentially expressed genes; AV: Avicel; MC: methyl cellulose; HEC: 2-hydroxyethyl cellulose; GLU: glucose; NC: without carbon source. Rich factor means the value of enrichment factor that is the quotient of foreground value (the number of DEGs) and background value (total gene number).

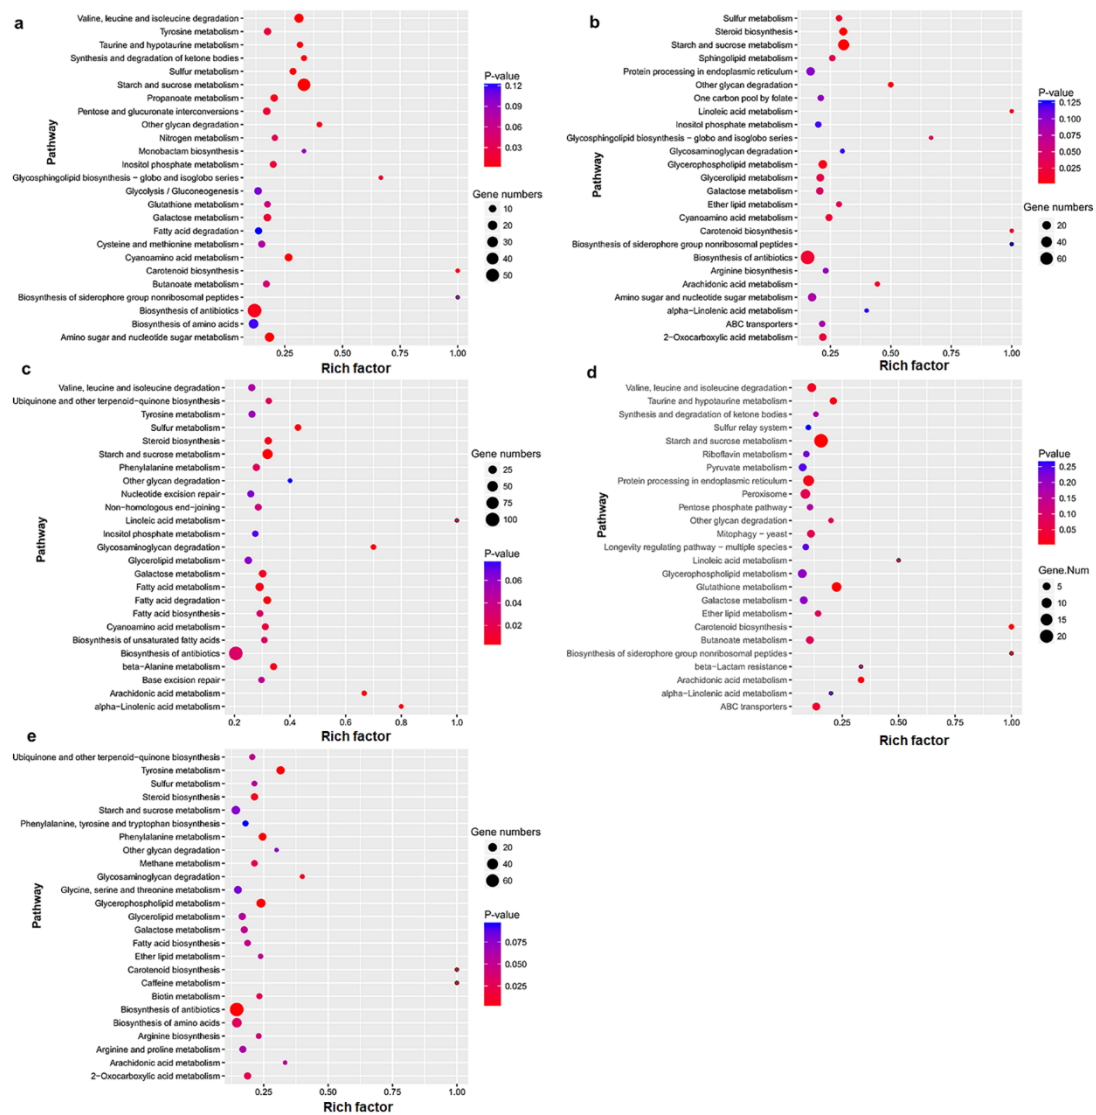

**Supplementary Figure S8. Bubble diagram of differentially expressed genes at 24 h after induction as assessed by KEGG pathway enrichment. (a) AV vs NC; (b) WB vs NC; (c) MC vs NC; (d) HEC vs NC; (d) GLU vs NC. AV: Avicel; MC: methyl cellulose; HEC: 2-hydroxyethyl cellulose; GLU: glucose; NC: without carbon source. Rich factor means the value of enrichment factor that is the quotient of foreground value (the number of DEGs) and background value (total gene number).**

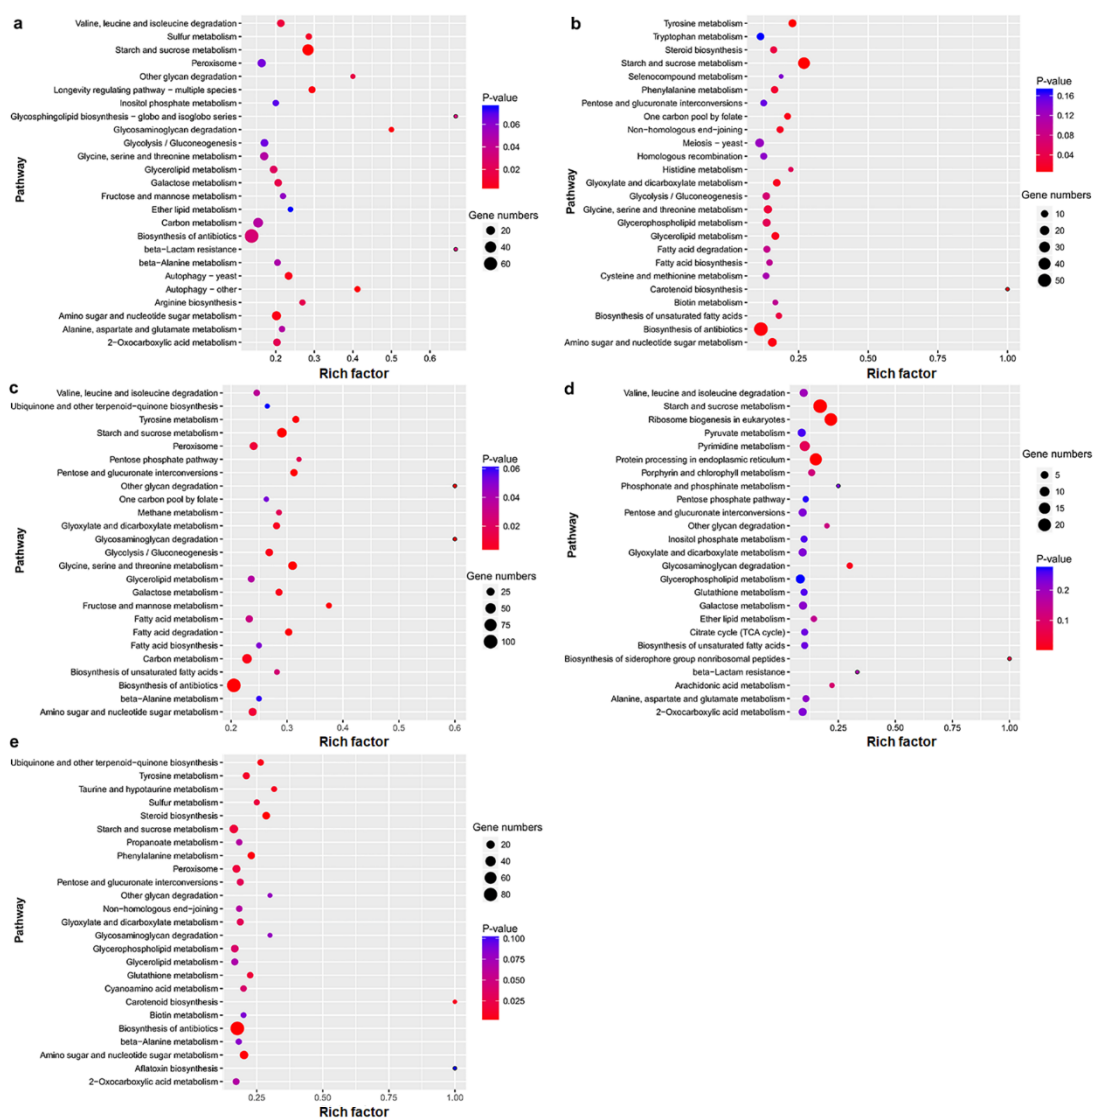

**Supplementary Figure S9. Bubble diagram of DEGs at 48 h after induction as assessed by KEGG pathway enrichment.** (a) AV vs NC; (b) WB vs NC; (c) MC vs NC; (d) HEC vs NC; (e) GLU vs NC. DEGs: differentially expressed genes; AV: Avicel; MC: methyl cellulose; HEC: 2-hydroxyethyl cellulose; GLU: glucose; NC: without carbon source. Rich factor means the value of enrichment factor that is the quotient of foreground value (the number of DEGs) and background value (total gene number).

**Supplementary Figure S10. Differentially expressed genes detected to be involved in glycolysis/gluconeogenesis and tricarboxylic acid (TCA) cycle.**

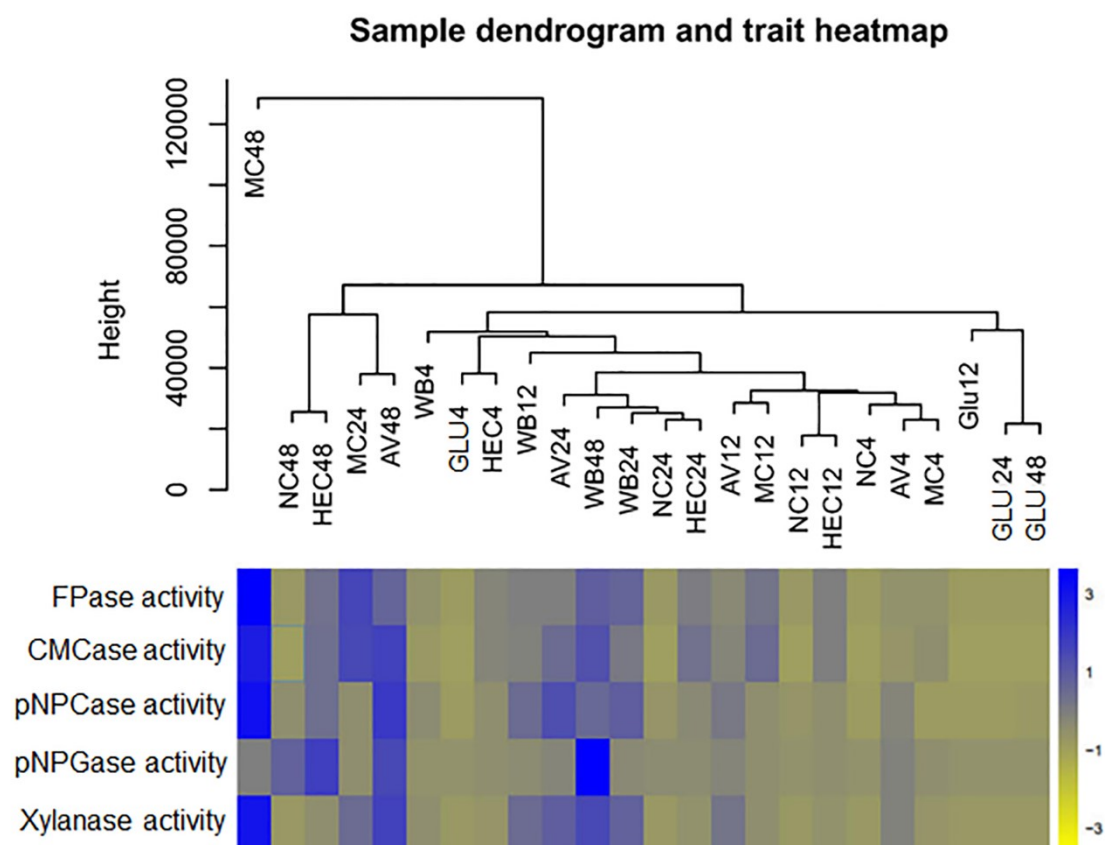

**Supplementary Figure S11. Sample outlier detection.** The heatmap shows different cellulase and xylanase production levels of *P. oxalicum* strain  $\Delta PoxKu70$  cultured on various carbon sources for 4–48 h. AV: Avicel; WB: wheat bran; MC: methyl cellulose; HEC: 2-hydroxyethyl cellulose; GLU: glucose; NC: without carbon source. FPase: filter-paper cellulase, CMCase: carboxymethylcellulase, pNPCase: *p*-nitrophenyl- $\beta$ -cellobiosidase, pNPGase: *p*-nitrophenyl- $\beta$ -glucopyranosidase.

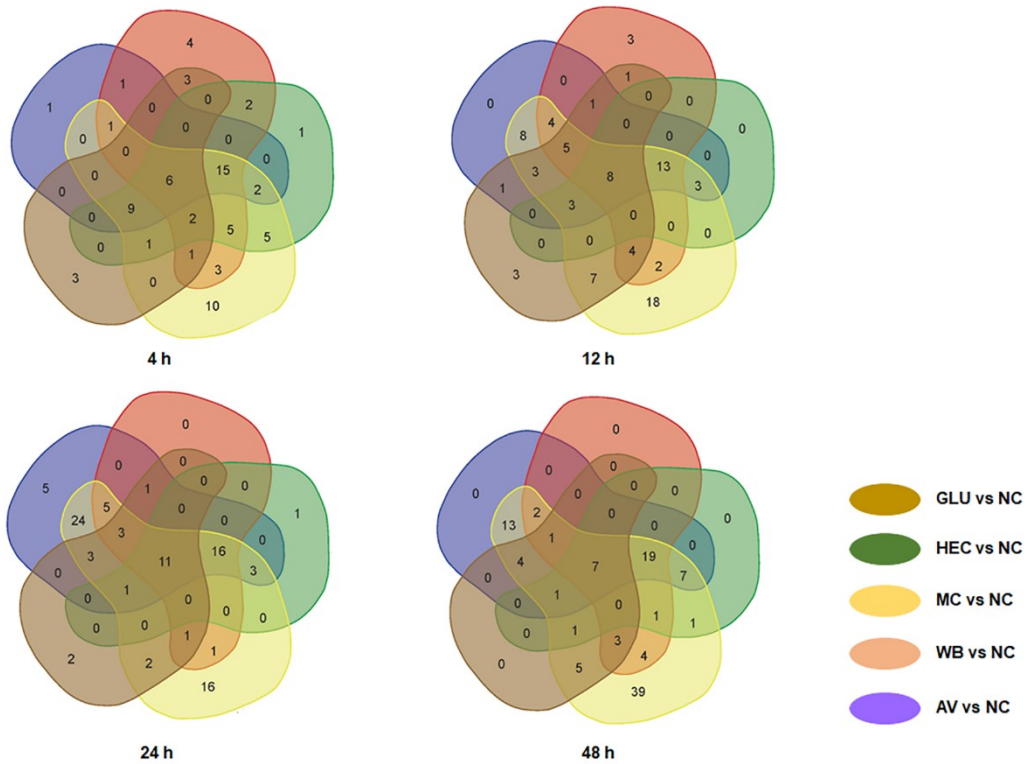

**Supplementary Figure S12. Venn diagram indicating numbers of unique and shared differentially expressed genes in module MEivory from *P. oxalicum* in the presence of different carbon sources (AV, MC, HEC and WB) compared with NC. AV: Avicel; MC: methyl cellulose; HEC: 2-hydroxyethyl cellulose; GLU: glucose; NC: without carbon source.**

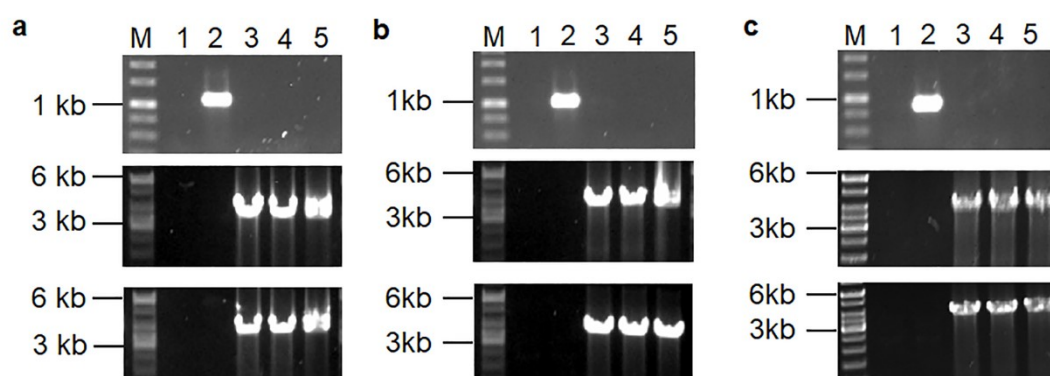

**Supplementary Figure S13. PCR verification of mutants.** (a) PCR validation of the *POX01118* mutant. From top to bottom, the pictures are the target gene validation diagram (the primers 1118F/R), the left cross validation diagram (1118UF/G418R) and the right cross validation diagram (G418F/1118DR). M: Marker; 1 line and 2 line represent negative control and positive control respectively; 3, 4 and 5 represent three randomly selected mutants, respectively. (b) PCR validation of Mutant *POX01474*. From top to bottom, the pictures are the target gene validation diagram (the primers 1474F/R), the left cross validation diagram (1474UF/G418R) and the right cross validation diagram (G418F/1474DR). M: Marker; 1 line and 2 line represent negative control and positive control respectively; 3, 4 and 5 represent three randomly selected mutants, respectively. (c) PCR validation of Mutant *POX01678*. From top to bottom, the pictures are the target gene validation diagram (the primers 1678F/R), the left cross validation diagram (1678UF/G418R) and the right cross validation diagram (G418F/1118DR). M: Marker; 1 line and 2 line represent negative control and positive control respectively; 3, 4 and 5 represent three randomly selected mutants, respectively.

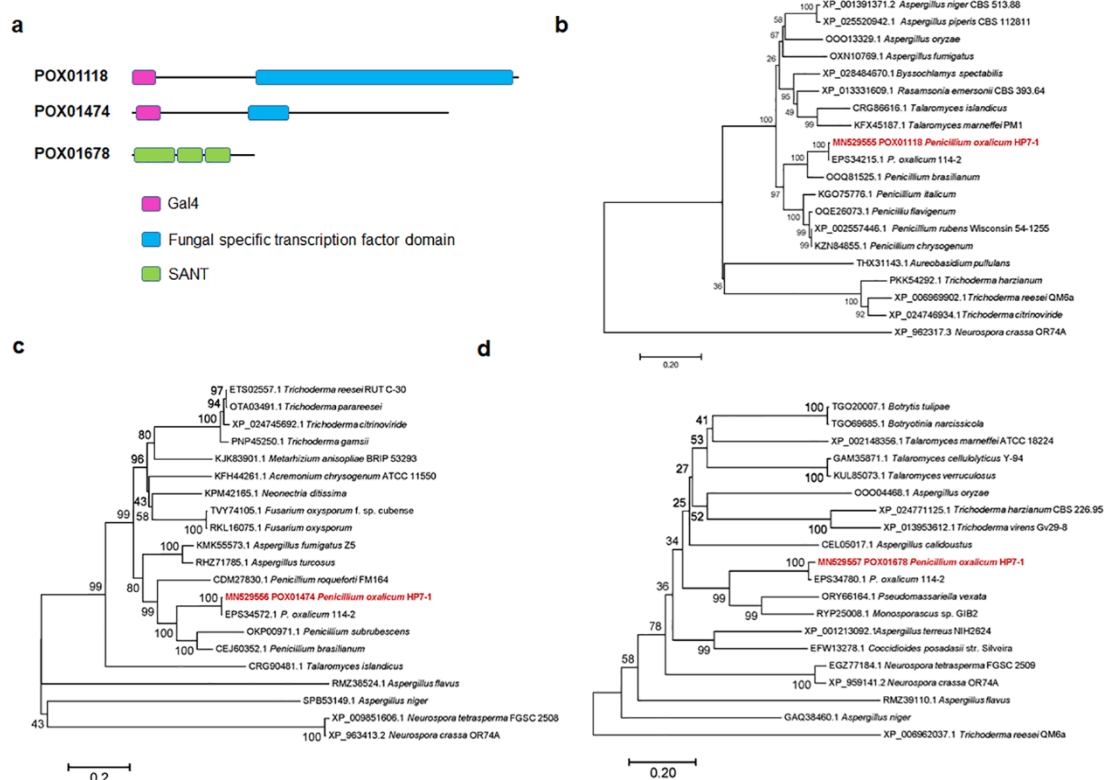

**Supplementary Figure S14. Sequence analysis (a) of the proteins POX01118, POX01474 and POX01678, and their phylogenetic analysis (c-d).** SANT: 'SANT, SWI3, ADA2, N-CoR and TFIIIB' DNA-binding domain. The phylogenetic trees are constructed based on the neighbor-joining method and Poisson model. Bootstrap values are shown at nodes, derived from 1000 replicates.

# Supplementary material for: Weighted Gene Co-expression Network Analysis Identifies Critical Genes for the Production of Cellulase and Xylanase in Penicillium oxalicum
**Source:** Front Microbiol. 2020 Mar 27;11:520. doi: 10.3389/fmicb.2020.00520
**Supplement:** Supplementary file 2

**Supplementary Table S1**. Primers used for mutant construction.

| **Primer Names** | **Sequences (5’-3’)** |
| --- | --- |
| 1118UF | GTTCGGGTTTCACTCTAATGG |
| 1118UR | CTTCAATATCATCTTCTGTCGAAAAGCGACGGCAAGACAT |
| 1118DF | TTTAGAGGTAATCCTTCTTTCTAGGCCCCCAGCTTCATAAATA |
| 1118DR | GAGAATCCGAACATGAGCAA |
| 1118NF | AGGTATTCCACCCATTAGG |
| 1118NF | CGAGTCTTGGTGTGATAAACTG |
| 1118F | GCCTGGCTTATGGTATGTGC |
| 1118R | CGCACGGCTTGAATGTATCT |
| 1678UF | CGATTCAAAATGGTAATGCTA |
| 1678UR | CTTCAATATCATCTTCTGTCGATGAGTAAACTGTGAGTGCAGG |
| 1678DF | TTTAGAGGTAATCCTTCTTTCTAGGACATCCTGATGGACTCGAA |
| 1678DR | CAAAAGATTGACGACCGAT |
| 1678NF | AGGGAGTGGTCCAGGTATGT |
| 1678NR | GCTGGCTGGTAAGACCTAAC |
| 1474F | TTCACCAGCGACCATTCATA |
| 1474R | GAGCATTTGCCAGAAGTTGA |
| 1474UF | AGTCCATCATTCTGCCTTCC |
| 1474UR | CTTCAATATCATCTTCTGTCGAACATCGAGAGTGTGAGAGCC |
| 1474DF | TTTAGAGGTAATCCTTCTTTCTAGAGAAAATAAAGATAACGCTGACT |
| 1474DR | CTCAAAAGGGTCATCAAGGT |
| 1474NF | TGCCACGGCTTCCTACCAAA |
| 1474NR | AGCCTTGCTGGGCGTGTTTT |
| 1678F | GAGAAAGACGATGGTGGACA |
| 1678R | ACTCGCACTCAGCACTACC |
| G418F | TCGACAGAAGATGATATTGAAG |
| G418R | CTAGAAAGAAGGATTACCTCTAAA |

# Supplementary material for: Weighted Gene Co-expression Network Analysis Identifies Critical Genes for the Production of Cellulase and Xylanase in Penicillium oxalicum
**Source:** Front Microbiol. 2020 Mar 27;11:520. doi: 10.3389/fmicb.2020.00520
**Supplement:** Supplementary file 3

**Supplementary Table S2. List of 23 chosen carbon sources.**

| **Number** | **Names of carbon sources** |
| --- | --- |
| 1 | Sorbitol |
| 2 | Lactose |
| 3 | Mannitol |
| 4 | Carboxymethylcellulose (CMC) |
| 5 | Fructose |
| 6 | Cellobiose |
| 7 | 2-Hydroxyethyl cellulose (HEC) |
| 8 | Maltose |
| 9 | Galactose |
| 10 | Methyl cellulose (MC) |
| 11 | Dextrin |
| 12 | α-cellulose |
| 13 | Xylose |
| 14 | Mannose |
| 15 | Glycerol |
| 16 | Sucrose |
| 17 | Avicel (AV) |
| 18 | Glucose (GLU) |
| 19 | Wheat bran (WB) |
| 20 | D-arabinose |
| 21 | L-arabinose |
| 22 | Rhamnose |
| 23 | Sigmacell cellulose (SC50) |
| 24 | Without carbon source (NC) |

# Supplementary material for: Weighted Gene Co-expression Network Analysis Identifies Critical Genes for the Production of Cellulase and Xylanase in Penicillium oxalicum
**Source:** Front Microbiol. 2020 Mar 27;11:520. doi: 10.3389/fmicb.2020.00520
**Supplement:** Supplementary file 4

**Supplementary Table S3** Summary of transcriptomes from *P. oxalicum* strain ∆*PoxKu70* cultured on various carbon sources.

# Supplementary material for: Weighted Gene Co-expression Network Analysis Identifies Critical Genes for the Production of Cellulase and Xylanase in Penicillium oxalicum
**Source:** Front Microbiol. 2020 Mar 27;11:520. doi: 10.3389/fmicb.2020.00520
**Supplement:** Supplementary file 8

**Supplementary Table S7. Summary of number of common DEGs altered in response to different carbon sources at transcriptional level.**

| **Induction time** | **Proteins encoded by DEGs** | **Description of number of common DEGs altered at transcriptional level** | **AV** | **WB** | **MC** | **HEC** | **GLU** |
| --- | --- | --- | --- | --- | --- | --- | --- |
| **4 h** | CAZymes | Total number of DEGs | 66 | 224 | 51 | 43 | 187 |
|  |  | Number of DEGs being specific to carbon source | 0 | 66 | 6 | 4 | 46 |
|  |  | Number of DEGs being response to all carbon sources | 15 | | | | |
|  | TFs | Total number of DEGs | 62 | 175 | 36 | 34 | 136 |
|  |  | Number of DEGs being specific to carbon source | 2 | 56 | 1 | 4 | 20 |
|  |  | Number of DEGs being response to all carbon sources | 13 | | | | |
|  | Transporters | Total number of DEGs | 39 | 145 | 63 | 31 | 135 |
|  |  | Number of DEGs being specific to carbon source | 0 | 42 | 3 | 1 | 31 |
|  |  | Number of DEGs being response to all carbon sources | 11 | | | | |
|  | GPCRs | Total number of DEGs | 0 | 12 | 1 | 1 | 4 |
|  |  | Number of DEGs being specific to carbon source | 0 | 7 | 0 | 0 | 0 |
|  |  | Number of DEGs being response to all carbon sources | 0 | | | | |
| **12h** | CAZymes | Total number of DEGs | 68 | 139 | 107 | 37 | 183 |
|  |  | Number of DEGs being specific to carbon source | 2 | 28 | 12 | 0 | 68 |
|  |  | Number of DEGs being response to all carbon sources | 10 | | | | |
|  | TFs | Total number of DEGs | 41 | 88 | 61 | 24 | 131 |
|  |  | Number of DEGs being specific to carbon source | 5 | 15 | 4 | 1 | 54 |
|  |  | Number of DEGs being response to all carbon sources | 5 | | | | |
|  | Transporters | Total number of DEGs | 55 | 88 | 69 | 26 | 125 |
|  |  | Number of DEGs being specific to carbon source | 6 | 18 | 9 | 0 | 51 |
|  |  | Number of DEGs being response to all carbon sources | 8 | | | | |
|  | GPCRs | Total number of DEGs | 0 | 7 | 0 | 1 | 7 |
|  |  | Number of DEGs being specific to carbon source | 0 | 2 | 0 | 0 | 2 |
|  |  | Number of DEGs being response to all carbon sources | 0 | | | | |
| **24 h** | CAZymes | Total number of DEGs | 102 | 132 | 148 | 52 | 132 |
|  |  | Number of DEGs being specific to carbon source | 7 | 19 | 33 | 3 | 34 |
|  |  | Number of DEGs being response to all carbon sources | 7 | | | | |
|  | TFs | Total number of DEGs | 72 | 80 | 88 | 31 | 99 |
|  |  | Number of DEGs being specific to carbon source | 13 | 14 | 21 | 3 | 32 |
|  |  | Number of DEGs being response to all carbon sources |  | | | | |
|  | Transporters | Total number of DEGs | 69 | 92 | 99 | 36 | 77 |
|  |  | Number of DEGs being specific to carbon source | 12 | 15 | 24 | 2 | 22 |
|  |  | Number of DEGs being response to all carbon sources | 10 | | | | |
|  | GPCRs | Total number of DEGs | 3 | 4 | 3 | 1 | 5 |
|  |  | Number of DEGs being specific to carbon source | 0 | 1 | 1 | 0 | 1 |
|  |  | Number of DEGs being response to all carbon sources | 0 | | | | |
| **48 h** | CAZymes | Total number of DEGs | 137 | 101 | 128 | 57 | 118 |
|  |  | Number of DEGs being specific to carbon source | 24 | 14 | 22 | 3 | 20 |
|  |  | Number of DEGs being response to all carbon sources | 6 | | | | |
|  | TFs | Total number of DEGs | 78 | 76 | 83 | 34 | 82 |
|  |  | Number of DEGs being specific to carbon source | 11 | 16 | 20 | 3 | 20 |
|  |  | Number of DEGs being response to all carbon sources | 7 | | | | |
|  | Transporters | Total number of DEGs | 90 | 76 | 91 | 40 | 74 |
|  |  | Number of DEGs being specific to carbon source | 8 | 19 | 15 | 2 | 20 |
|  |  | Number of DEGs being response to all carbon sources | 6 | | | | |
|  | GPCRs | Total number of DEGs | 2 | 1 | 3 | 0 | 2 |
|  |  | Number of DEGs being specific to carbon source | 1 | 0 | 2 | 0 | 1 |
|  |  | Number of DEGs being response to all carbon sources | 0 | | | | |

Note: TF: transcription factor; CAZymes: carbohydrate-active enzymes; GPCR: G protein-coupled receptor; AV: Avicel; WB: wheat bran; MC: methyl cellulose; HEC: 2-hydroxyethyl cellulose; GLU: glucose. DEG: differentially expressed gene.

How the deposited data were processed for this re-analysis (not part of the article)

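RNA-sequencing data of *P. oxalicum* strain Δ*PoxKu70* were analysed from 72 libraries, 3 replicates of each of 24 conditions. The conditions are AV, WB, MC, HEC, GLU and NC, each at 4, 12, 24 and 48 h after the transfer from GLU. Conditions were taken from the short names in the labels of the libraries. For the HEC libraries and for replicate 3 of NC at 24 h, other words in the labels disagree with the short name, and the paper's figures decided the condition. Replicate numbers come from the same short names, whose last letter (F, S or T) stands for replicate 1, 2 or 3 according to the legends of Supplementary Figures S1–S4, and the labels give no sequencing or library batch.

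The values deposited by the authors are FPKM, fragments per kilobase of transcript scaled to mapped reads, for each gene of each library. According to the paper, the authors filtered reads with SOAPnuke, aligned them with HISAT to the genome and with Bowtie2 to the genes of strain HP7-1, and calculated FPKM with RSEM. No further scaling between libraries is described. The FPKM of a library summed to between 924393 and 1255914 (median 995771). The smallest listed FPKM was 0.01, and 1312 of the 9821 genes are left out of at least 1 library. Those genes were set to 0 in the libraries that leave them out.

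According to Supplementary Table S3 of the paper, the libraries had 18234262–21911236 clean reads (median 21884449), of which 62.0–72.9% mapped to genes. From the steps by which FPKM of 392 weakly expressed genes change with a single read, the depth of a library relative to the others was estimated as 0.636–1.072. The lowest value, for replicate 1 of NC at 48 h, goes against the paper's reads. All 3 libraries of NC at 48 h had 21650545–21906013 clean reads, with 62.9–64.7% mapped to genes. The estimate is therefore not a reliable measure of depth for every library. Genes with an FPKM below 1 rest on few reads, and their log2 fold changes depend on the pseudocount.

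FPKM was transformed to log2(FPKM + 1), and the 8898 genes with a mean of at least 1 FPKM over the 72 libraries were tested. Each of the 20 comparisons of a carbon source with NC at the same time point was fitted on its own 6 libraries with limma 3.58.1 in R 4.3.3, with a mean-dependent trend of the variance. DESeq, which the authors used, needs read counts, which were not used here. DEGs were called with the authors' thresholds, an unadjusted *p* of at most 0.05 and a |log2 fold change| of at least 1, and Benjamini-Hochberg adjusted *p* are given beside them. Counts, correlations, exact tests and permutations were computed with Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3.

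The procedure was tested on simulated data with 8898 genes and 3 against 3 libraries. Noise was drawn independently for each gene, with the SD of NC at 12 h, and changed genes were raised or lowered by 2. No deviation was shared by a whole library, so the rates below need not hold for conditions such as AV at 12 h. When 200 genes were changed, 99.5% of them were called, 98% with adjusted *p*, and 0.26% of the unchanged genes were called. When no gene was changed, 18 genes were called, none of them with adjusted *p*, and 531 had an unadjusted *p* of at most 0.05. The mean log2 fold change of genes raised by 2 was 1.96.

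Gene lists were copied from the paper: 34 cellulase and xylanase genes of Figure 4, 60 genes of Figure 5, the CAZyme, TF, transporter and GPCR genes of Supplementary Table S6, and the members of the modules in Supplementary Tables S4 and S5. Named genes are those that the paper names or draws and, for each comparison, at most the 2 with the largest rise and the 2 with the largest fall among DEGs whose 3 libraries all lie on the same side of those on NC. The level of MEivory in a library is the median log2(FPKM + 1) of its 120 members. Changes of this level were tested with exact permutation tests, for which 3 against 3 libraries give no *p* below 0.1. ClrB and XlnR were compared over 12 libraries per carbon source with an exact sign-flip test.

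For co-expression, FPKM were averaged over the 3 replicates of each condition. Mean pairwise Pearson correlations of a module were set against 10000 random lists of the same size and similar mean expression. Correlations of TF genes with the MEivory eigengene were tested with 100000 permutations. Connectivity was the sum of |Pearson *r*| raised to the power of 24.

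Alternatives to these choices were a pseudocount of 0.1, no filter, all 72 libraries in the same fit, the replicate number as a block (replicate block, 0.99–1.02 times as many DEGs), rescaling of FPKM between libraries by the median of ratios (factors 0.711–1.329), adjusted *p*, and leaving out each library in turn. For co-expression they were log2 values, Spearman correlation, individual libraries and leaving out MC at 48 h. Alternatives added after the data had been seen are named where their values are given.

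Detection of the modules with WGCNA, correlations of modules with enzyme activities, annotation and enrichment were not rerun. Enzyme activities, growth, the deletion mutants, the genome sequence and gene positions were not analysed here.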

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

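In this part, the tests with rescaled FPKM were chosen only after the results had been seen, and the fits of TF genes without single libraries after the data, but not their own values, had been seen.

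For the 9 TF genes of MEivory, the change on AV, WB, MC and HEC compared with NC was tested for a difference between 48 and 4 h with limma, in 36 tests of 12 libraries each. In 20 of them the difference between the time points had an adjusted *p* of at most 0.05, with a higher log2 fold change at 48 h in 14 and a lower one in 6. On WB, the differences were 3.46 for ClrB (SE 0.23, limma adjusted *p* = 1.06e-07), 2.08 for *POX01678*, 1.65 for *POX07871*, 1.22 for *POX04007*, 1.21 for *POX01118*, 0.76 for XlnR, −0.80 for ClrB-2 and −1.82 for ClrA. On MC, they were 2.81 for *POX01474* (SE 0.24, limma adjusted *p* = 1.06e-06), 1.65 for ClrB, 0.91 for *POX07871*, 0.68 for *POX01118*, 0.62 for *POX04007* and −1.29 for ClrA. On AV, they were 1.21 for ClrB, 0.89 for *POX04007*, 0.81 for *POX01474* and −0.50 for ClrA. On HEC, they were −1.60 for ClrA and −0.88 for XlnR. Compared with NC at the same time, ClrA was induced less at 48 than at 4 h on all 4 carbon sources. ClrB was induced more on AV, WB and MC.

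The weakest of these differences were those of *POX01118* on MC and XlnR on WB, with limma adjusted *p* of 0.0458 and 0.0456, and with 0.06 as the largest value for each over the alternatives. A difference in scale between the libraries was tested with rescaled FPKM, in which all 20 differences had the same sign and an adjusted *p* of at most 0.05. To test for a single library, each of the libraries was left out in turn, and 20 of the 20 differences had the same sign in every such fit, while 15 had an adjusted *p* of at most 0.05 in every fit. With the replicate block, 19 had an adjusted *p* of at most 0.05. When the libraries on the carbon source and on NC were exchanged for replicate 1, 2 or 3, 0, 0 and 0 differences reached this adjusted *p*, and 0, 0 and 0 an unadjusted *p* of 0.05, so that 1 of the 4 splits, the real one, gave as many. With 4 splits, this share cannot fall below 0.25 whatever the data, so by this count alone the differences cannot be told apart from a chance assignment of the libraries, which is a limit of the count and no evidence for chance beside the limma *p* above. Each exchange also mixes both kinds of libraries on each side, so a real difference lowers the count by itself. Culture time is the biological explanation that the design offers, but each difference also holds the change on NC between 4 and 48 h. For XlnR on HEC, the mean FPKM was 23.9 at 4 h and 21.9 at 48 h, against 18.3 and 30.5 on NC. For ClrB on WB, it was 8.4 and 135.9, against 28.0 and 36.3 on NC. The tests of all 4 carbon sources share the same NC libraries, so they are not independent. Reads shared between related genes were not tested.

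Of the 11 genes up-regulated in all 16 comparisons of AV, WB, MC and HEC with NC, the paper does not list *POX05915/CdtD* and *POX06783/Xyn11A* among the genes activated throughout. They lie outside MEivory. Their lowest log2 fold changes were 1.23 and 1.22, both on HEC at 24 h. With rescaled FPKM, a test of the scale of the libraries, the lowest value of the 2 genes was 1.45. When each library was left out in turn, a test of a single library, the lowest value was 1.04. In the 3 other splits of the libraries, 0 genes were up-regulated in all 16 comparisons, so that 1 of the 4 splits gave as many. The same limits of this count apply. *POX06783* was also up-regulated on GLU at 4 of the 4 time points, so its rise is not particular to the complex carbon sources, while *POX05915* was down-regulated on GLU at 3.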

How the results depend on the processing

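The tests on conidiation genes, on the dendrogram without *POX09827* or with rescaled FPKM, on correlations of TF genes and on differences between 48 and 4 h were chosen only after the results had been seen. All other choices and alternatives in this part were set before the data were examined.

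The number of DEGs in each comparison was within 1.5 times the reported count in all 120 values from the 6 alternatives. The pseudocount of 0.1 raised it by a median of 1.17 times, and rescaling lowered it to a median of 0.91 times. Among the fits that left out 1 library, only AV at 12 h moved further, with 468 DEGs without replicate 3 and 1760 without replicate 1, against 922 with all libraries. Replicate 1 was the only library whose highest correlation was with a library of another condition, HEC at 12 h. Shared DEGs, common DEGs and genes up-regulated in all 16 comparisons stayed within 1.5 times under all alternatives. So did 207 of the 210 sums over gene lists, apart from the GPCR genes with rescaled FPKM: 5 calls on AV against 10, 3 on MC against 9 and 2 on HEC against 5. Leaving out single libraries gave 3 to 5 GPCR calls on HEC. The cause was not tested.

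Of the log2 fold changes of single genes under the 6 alternatives, 219 of 222 stayed on the same side of the thresholds and 3 became stronger. When single libraries were left out, 217 of 222 stayed, 4 became weaker and 1 became stronger. For the differences of TF genes between 48 and 4 h, 96 of 100 values stayed and 4 became weaker, and 40 of 240 became weaker when single libraries were left out.

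With rescaled FPKM, the change of the MEivory level on AV was 1.27 from 4 to 24 h and −0.63 from 24 to 48 h, and that on WB 0.61 from 4 to 12 h and 0.05 from 12 to 48 h. With the mean of the members, these were −0.73 on AV from 24 to 48 h, and 0.67 and 0.44 on WB. With the members of a mean FPKM of at least 1, the change on AV from 24 to 48 h was −1.03. On HEC from 4 to 12 h, the sign reversed, to −0.15 with rescaled FPKM, −0.01 with the mean of the members and −0.04 with the members of a mean FPKM of at least 1. All other changes of the level, and all 60 values without a single library, had the same direction. The cause was not tested.

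The mean pairwise *r* of MEivory was 0.559 on log2(FPKM + 1), 0.545 on log2(FPKM + 0.1), 0.501 with Spearman correlation, 0.586 over individual libraries and 0.467 without MC at 48 h. That of MEroyalblue was 0.451, 0.432, 0.323 and 0.571 with the first 4 of these, and that of the conidiation genes 0.769, 0.774 and 0.749 with the first 3 and 0.762 with rescaled FPKM. Random lists were drawn again for log2(FPKM + 1) and without MC at 48 h, and the modules were above the highest of them. The cause of the lower values was not tested. The overlap with the paper's hub genes stayed within 1.5 times under all 7 alternatives.

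The lowest correlation between replicates was 0.961 on log2(FPKM + 1), 0.959 on log2(FPKM + 0.1) and 0.955 as Spearman rho. The scale-free *R*2 was 0.809 on log2(FPKM + 1), 0.858 without MC at 48 h and 0.919 with genes of a mean FPKM of at least 1. The ratio of heights at MC at 48 h in the dendrogram was 0.518 on log2(FPKM + 1), 1.613 with complete linkage, 1.738 with rescaled FPKM and 0.453 without *POX09827*. The depth limits genes with an FPKM near or below 1, whose fold changes are set by the pseudocount.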

Differences from the paper's values

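Of 65 values in the paper's text and figures that were also computed here, 16 differed. At 24 h, 111 DEGs were shared by the 5 carbon sources against the paper's 71. Among the alternatives set before the data were examined, rescaling (0.69 times the 111) and adjusted *p* (0.95 times) brought the number within the margin. Both numbers were still above the paper's. The lowest number of cellulase and xylanase DEGs on GLU was 5 against the paper's 9, closed by the pseudocount of 0.1 alone. The largest |log2 fold changes| of these genes were 12.29 on MC, 9.44 on WB and 10.06 on AV against the paper's 13.08, 12.39 and 10.45, again closed by the pseudocount of 0.1 alone. For glycolysis and the TCA cycle, the lowest number of DEGs on AV was 4 against the paper's 7 (closed by the pseudocount of 0.1, no filter and rescaling). The highest on AV was 13 against the paper's 20 (pseudocount and rescaling, with 14 and 17). The highest on HEC was 4 against the paper's 7 (pseudocount, no filter, all libraries in the same fit and rescaling). Without the filter, the lowest on AV and the highest on HEC were both 5, still below the paper's.

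At 4 h, 23 CAZyme DEGs were shared by the 5 carbon sources against the paper's 15 (closed by no filter, rescaling and adjusted *p*). Common DEGs specific to HEC at 12–48 h numbered 4 at the lowest against the paper's 1, which no alternative set before the data were examined closed, and 16 at the highest against the paper's 8 (closed by the pseudocount of 0.1 and rescaling). For the 12 genes activated on all complex carbon sources, without *POX01833* on WB at 4 h, the lowest log2 fold change was 0.79 against the paper's 1.1, and the highest 9.60 against the paper's 10.3, neither closed by any of these alternatives. The 20 hub genes had 77 to 119 coupled genes against the paper's 34 to 48, not closed by any. A coupled gene is here one with |Pearson *r*| above 0.4, the cut-off given for the paper's network drawing. Whether the paper's coefficient is this *r* is unclear, because its network was not rebuilt here, so the counts may rest on different measures. The mean FPKM of ClrB on AV at 24 h was 121.4, and about 4300 in Fig. 12B, read by eye. Whether that axis is in the same unit is unclear, and no alternative was run for this value.

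In Supplementary Table S7, 20 of 80 totals differed by more than the margin, and many of the others were not equal to the paper's either. CAZyme DEGs at 4 h were 96 on MC and 82 on HEC against the paper's 51 and 43, closed by none of the alternatives set before the data were examined. TF DEGs were 36 on AV at 4 h, 80 on GLU at 12 h and 48, 54 and 20 on AV, MC and HEC at 48 h against the paper's 62, 131, 78, 83 and 34. The pseudocount of 0.1 alone brought them within the margin, with 44, 102, 56, 68 and 25, all still below the paper's. TF DEGs were also 40 on WB and 12 on HEC at 12 h, 29 on AV at 24 h and 28 on WB at 48 h. The table has 88, 24, 72 and 76, and none of the alternatives closed these gaps. For WB at 12 h, the paper's text gives a lower number than its table, nearer to the 40 found here. GPCR DEGs were 2 on AV and 3 on HEC at 4 h, and 2 on AV and 2 on MC at 12 h against the paper's 0, 1, 0 and 0, closed by rescaling alone. On WB they were 0 at 48 h against the paper's 1, closed by the pseudocount of 0.1 and rescaling. They were 2 on WB and 0 on HEC at 12 h, 0 on HEC at 24 h and 2 on HEC at 48 h against the paper's 7, 1, 1 and 0, closed by none. Where 0 was called on HEC, 5 and 10 GPCR genes had an unadjusted *p* of at most 0.05 at 12 and 24 h, and 8 on WB at 48 h.

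Of 11 numbers of shared DEGs in that table, 3 differed by more than the margin, and not all of the others were equal to the paper's. The 3 were 0 TF genes at 12 h (56 at an unadjusted *p* of at most 0.05), 1 at 48 h and 15 CAZyme genes at 24 h. The paper has 5, 7 and 7, and none of the alternatives set before the data were examined closed these gaps.

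Of 80 numbers of DEGs specific to a carbon source, 35 differed by more than the margin, and not all of the others were equal. For CAZyme genes, they were 1 on AV at 4 h and 2 on HEC at 12 h against the paper's 0 and 0 (closed by none), 1 on HEC at 24 h against the paper's 3 (rescaling), and 14 on AV at 48 h against the paper's 24 (pseudocount of 0.1, no filter and rescaling). For TF genes, they were 0 on AV and 0 on MC at 4 h against the paper's 2 and 1 (none), 0 on HEC at 4 h against the paper's 4 (pseudocount of 0.1), and 6 on WB and 3 on HEC at 12 h against the paper's 15 and 1 (none). At 24 h, TF genes numbered 5 on AV against the paper's 13 (none), 0 on HEC against the paper's 3 (rescaling) and 21 on GLU against the paper's 32 (no filter). At 48 h, they numbered 7 on WB against the paper's 16 (none) and 5 on HEC against the paper's 3 (rescaling).

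For transporter genes, those specific to a carbon source were 2 on HEC at 4 h against the paper's 1 (none), 2 on AV and 2 on HEC at 12 h against the paper's 6 and 0 (rescaling), 11 on WB at 12 h against the paper's 18 (no filter, rescaling and adjusted *p*) and 3 on MC at 12 h against the paper's 9 (none). Later, they were 2 on AV at 24 h against the paper's 12 (none), 9 on WB at 24 h against the paper's 15 (no filter and adjusted *p*), and 14 on AV and 8 on HEC at 48 h against the paper's 8 and 2 (rescaling). For GPCR genes, they were 4 on WB and 1 on GLU at 4 h and 0 on WB at 12 h against the paper's 7, 0 and 2 (none), and 1 on AV and 5 on GLU at 12 h against the paper's 0 and 2 (rescaling). At 24 h, GPCR genes numbered 1 on AV, 2 on WB, 2 on MC and 0 on GLU against the paper's 0, 1, 1 and 1 (none). At 48 h, they numbered 2 on AV against the paper's 1 (rescaling), and 1 on MC and 1 on HEC against the paper's 2 and 0 (none).

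In Supplementary Table S6, the paper gives the opposite direction for GLU: of its 1521 calls on GLU, 1230 were called here with the opposite sign and 0 with the same sign. On AV, WB, MC and HEC, 3064 of its 3913 calls were called here with the same sign and 0 with the opposite sign. Across the genes of Supplementary Tables S4 and S5 at 4, 12 and 24 h, log2 fold changes on GLU correlated with the paper's at −0.957 and −0.951, and those on the other carbon sources at 0.991 and 0.989. The paper's text has *POX05787* and *POX01079* up-regulated on GLU at 4 h, where their log2 fold changes here were −1.86 and, without the filter that leaves *POX01079* out, −1.10.

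The paper ranks AV first by the number of cellulase and xylanase DEGs, whereas WB had 97 calls and AV 93 here, and the pseudocount of 0.1 gave 98 and 99. It ranks WB before AV by the size of the changes, whereas the largest values here were 9.44 and 10.06, and 12.47 and 10.51 with the pseudocount of 0.1. The paper describes a rising trend for most of these genes, whereas on HEC 9 genes were higher and 11 lower at 48 than at 4 h in all 3 libraries. It has most glycolysis and TCA cycle DEGs up-regulated on AV and MC, whereas 16 of 33 and 15 of 47 calls were up-regulated here. This difference depended on the scale between libraries, and with rescaled FPKM most calls were up-regulated, as in the paper. There were then 35 up- and 13 down-regulated calls on AV, and 39 and 13 on MC.

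In the paper, XlnR differs from NC on MC at 24 h, and ClrB is induced on HEC at 4 and 48 h. Here they changed by 0.54, 0.69 and 0.78, short of the threshold, and with rescaled FPKM ClrB reached 1.07 on HEC at 4 h. The paper has ClrB above XlnR on every carbon source, whereas ClrB was below XlnR in the 3 libraries of WB at 4 h. All 12 of the paper's genes are described as activated on all complex carbon sources, with *POX01833* on WB at 4 h as an exception, whereas 9 were up-regulated in all 16 comparisons here, *POX02740* being called on WB at 12 h only with the pseudocount of 0.1 and *POX06147* on HEC at 24 h only with rescaled FPKM. It describes most of these genes as reduced on GLU. Here, all but *POX06079* were down-regulated on GLU at some time, although 9 of the 12 at only 1 of the 4 time points. The paper has the MEivory level rise on HEC from 4 to 12 h, whereas the libraries overlapped here, with a change of 0.19. It finds no GPCR gene shared at 4 h, whereas 1 was shared here.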

Other observations

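In this part, the tests of the GLU direction, of *POX09827*, of the labels of NC at 24 h and HEC, and of the excess of down-regulated genes were chosen only after the result had been seen, and so was the use as a test of MEivory without MC at 48 h, an alternative set earlier.

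All comparisons on GLU have the opposite direction in the paper's supplementary tables. If the GLU and NC libraries had been exchanged, the fold changes of AV, WB, MC and HEC in the paper would correlate better with those computed against the GLU libraries. In MEivory and MEroyalblue at 4, 12 and 24 h, 12 comparisons in each module, they correlated better against NC in 24 of 24 cases, at 0.975–0.997, so an exchange of libraries is not what the values show. If only the sign of the GLU comparison had been turned between the libraries and the tables, the correlation on GLU would be close to −1. It was −0.957 in MEivory, and −0.951 in MEroyalblue, which is consistent with a reversed sign. No biological explanation was tested.

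*POX09827* held 8.93–13.2% of the summed FPKM in the libraries of MC at 48 h and 2.24–7.19% in those of HEC at 48 h. Without this gene, MC at 48 h no longer joined last in the dendrogram (ratio of heights 0.453), while rescaling, a test of the scale of the libraries, left it last (1.738). Without it, the correlation between replicates 1 and 3 of HEC at 48 h, the lowest pair, rose to 0.988. The position of MC at 48 h and the low correlation of this pair may thus come from this gene alone. The mean pairwise *r* of MEivory without MC at 48 h was 0.467, but the members were selected by correlation over the same conditions, so that a value above random lists (highest 0.219) was built in, and a part of MC at 48 h in this correlation cannot be told apart by the test. *POX09827* differs between carbon sources in the design, but reads shared with other genes were not tested for it.

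Replicate 3 of NC at 24 h, titled 4 h in words, had a Pearson *r* of at most 0.877 with the libraries of NC at 4 h and of 0.988–0.989 with the other libraries of NC at 24 h, as a 24 h library would. The HEC libraries, worded as methyl cellulose, correlated better with each other than with MC libraries at 4 of 4 time points, as cultures on another carbon source than MC would. An exchange of HEC and MC between the libraries and the paper's tables was tested with the fold changes, which correlated better with the own carbon source in 12 of 12 cases, for HEC and MC in both modules at 4, 12 and 24 h (at least 0.975, against at most 0.952). No biological explanation was tested for these label conflicts.

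Replicate 1 of AV at 12 h was nearest to an HEC library at 12 h. For the 20 genes that separate AV from HEC most in the other libraries at 12 h, this library lay nearer to AV at 17, unlike a mislabelled HEC library. Its median position was −0.1 on a scale from AV (0) to HEC (1), from −0.79 to 1.01, unlike a mixture of both. Neither explanation was borne out, and the reason for its distance from the other AV libraries was not tested further.

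More genes were down- than up-regulated in 18 of the 20 comparisons, and in 8 with rescaled FPKM. Rescaling centres the fold changes, whose median was −0.42 to 0.10 before and −0.03 to 0.02 after it, so a more even balance is fixed by the method, and the excess cannot be told apart from the scale of the libraries by this test. The data contain no measure of the total RNA per cell that would tell this apart from a lower transcription of most genes.

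Members of MEivory carry identifiers that follow each other in 26 pairs, which comprise 45 of the 120 members. Random lists of 120 genes with similar expression had a median of 1 and at most 8 such pairs in 10000 lists. Their *r* ranged from 0.372 (*POX01960* and *POX01961*) to 0.992 (*POX05570* and *POX05571*). If the identifiers follow the order in the genome, neighbouring genes may contribute to the module, but gene positions were not analysed here.

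For all 64 results that count DEGs, other splits of the same libraries were made by exchanging the libraries on the carbon source and on NC for 1 replicate number at a time. In each result, 1 of the 4 splits, the real one, gave as many, and a share of 4 splits cannot fall below 0.25 whatever the data, so this share alone cannot tell a chance assignment apart, which is a limit of the number of splits and no evidence for chance. Every other split has libraries of both kinds on each side, so a real difference raises the variance and shrinks the fold change. Fewer calls are then fixed in advance, and the counts below are no rate of false calls. In a comparison, the other splits gave at most 74 DEGs and the real split 364 to 2991. The other splits gave 0 DEGs shared by the 5 carbon sources, where the real split gave 61 to 257, and at most 10 calls in a gene list. The 6 further splits of each comparison keep both libraries of 1 replicate number on the same side, and they gave at most 181 DEGs and reached the real count in 0 comparisons.

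*POX07254*, encoding CreA, was down-regulated on GLU at 4 h (193 ± 4.60 against 464 ± 29.9 FPKM, mean ± SD, *n* = 3, log2 fold change −1.26, SE 0.08, limma adjusted *p* = 2.98e-05) and at 12 h (174 ± 6.67 against 556 ± 61.9, −1.66, SE 0.09, limma adjusted *p* = 4.33e-06). It was also down-regulated on WB at 4 h (188 ± 52.5, −1.33, SE 0.20, limma adjusted *p* = 0.000614).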
